# Asymmetric histone inheritance regulates olfactory stem cell fates during regeneration

**DOI:** 10.1038/s41467-026-70987-y

**Published:** 2026-03-23

**Authors:** Binbin Ma, Guanghui Yang, Jonathan Yao, Charles Wu, Jean Pinckney Vega, Gabriel Manske, Saher Sue Hammoud, Satrajit Sinha, Abhyudai Singh, Haiqing Zhao, Xin Chen

**Keywords:** Neural stem cells, Epigenetics and behaviour, Epigenetic memory, Regeneration

## Abstract

The olfactory epithelium possesses an adult stem cell population, the horizontal basal cells (HBCs), to permit lifelong tissue regeneration. Here, we show that HBCs exhibit asymmetric inheritance of histone H4 but not H2A-H2B during olfactory epithelium regeneration in mice. Primary HBC cultures further revealed asymmetric histone inheritance for H3 and H3.3. Upon mitotic exit, asymmetric histone inheritance correlates with asynchronous transcription re-initiation and differential enrichment of p63, a key transcription factor for HBC cell fate. Disruption of asymmetric histone inheritance abolishes these asymmetric cellular features and attenuates olfactory epithelium regeneration and smell behavior recovery. Single-cell RNA sequencing of paired HBC daughters in culture further supports asymmetric multilineage cell fate priming. Together, these findings reveal asymmetric histone inheritance in a mammalian adult stem cell lineage and highlight its biological significance in neural tissue regeneration and animal behavior.

## Abstract (web summary)

Whether mammalian adult stem cells possess asymmetric histone inheritance in vivo remains poorly understood. Here, the authors show that asymmetric histone inheritance in mouse olfactory stem cells coordinates transcription reinitiation, p63 distribution, and cell fate priming, and is required for tissue regeneration and smell behavior recovery.

## Introduction

The olfactory epithelium (OE) in the nose is a specialized neural epithelium responsible for the sense of smell. OE’s location in the respiratory pathway makes it susceptible to airborne biological and chemical insults. The OE, however, has a remarkable capacity to repair and regenerate upon injury. In fact, OE is the sole neural tissue capable of continuously regenerating both neuronal and non-neuronal cell types throughout life^1^. This regenerative capacity is due to the presence of two stem cell populations in the OE, the horizontal basal cells (HBCs)^2,3^ and some subtypes of globose basal cells (GBCs)^4^. HBCs reside along the basement membrane, forming a single layer at the bottom of the OE. GBCs reside on top of HBCs and are often organized into multiple layers^2,5^.

Under normal physiological conditions, HBCs remain quiescent. In response to acute injury, however, HBCs are rapidly activated, re-enter the cell cycle, and give rise to all OE cell types^3^. HBCs express the transcription factor p63, a master regulator of stem cell fate^6–9^. p63 maintains the quiescent state of HBCs but also triggers their activation upon injury through its dowregulation^10,11^. Conditional p63 knockout mice show spontaneous HBC differentiation in uninjured OE and defective HBC self-renewal following injury^9^, underscoring its essential roles in balancing HBC cell fate specification during homeostasis and activation during regeneration. In the past years, a series of signaling pathways have been shown to regulate HBC self-renewal and differentiation^9,12–15^. However, how epigenetic mechanisms regulate HBC cell fate specification and OE regeneration remains largely unexplored.

As the primary carriers of epigenetic information, histones are critical for regulating gene expression and determining cell fate^16,17^. The nucleosome, the fundamental unit of chromatin, consists of two copies each of the canonical core histones—H3, H4, H2A, and H2B^18–20^. In addition to their structural roles, histones can undergo extensive post-translational modifications, which are crucial for their biological functions^21^. The composition, density, and position of nucleosomes, as well as distinct histone modifications, significantly contribute to cell fate decisions, including self-renewal and differentiation during homeostasis, as well as reprogramming during tissue regeneration^16,17,22^. Previous studies have shown that histones H3 and H4 are inherited asymmetrically in germline stem cells^23–26^ and intestinal stem cells^27^ in *Drosophila* and in Wnt3a-induced mouse embryonic stem cells^28,29^. In *Drosophila* male germline stem cells, the asymmetric histone levels between sister chromatids are responsible for their differential condensation during mitosis and differential association of a key DNA replication re-initiation component Cdc6^30^. Despite these findings in *Drosophila* and mouse embryonic stem cells, it remains unknown whether mammalian adult stem cells possess asymmetric histone inheritance in vivo. And if yes, what is the biological significance in adult tissue?

In the current study, we combined in vivo stem cell tracking, primary HBC culture, and single-cell transcriptomics to characterize histone inheritance patterns during OE regeneration. Our results revealed that 30–40% of telophase HBCs exhibit asymmetric histone levels, accompanied by asynchronous transcription re-initiation and asymmetric p63 distribution in early regenerating OE. The transcriptomic analysis of paired HBC daughter cells revealed asymmetric multilineage cell fate priming after one round of division. We further showed that disruption of asymmetric histone inheritance led to a loss of both asynchronous transcription re-initiation and asymmetric p63 distribution in telophase HBCs. Notably, mice treated with nocodazole (NZ), a microtubule polymerization inhibitor that disrupts asymmetric histone inheritance, exhibited attenuated OE regeneration and impaired recovery of olfactory behaviors. Together, our results demonstrate that asymmetric histone inheritance plays a crucial role in regulating cell fate specification in mouse olfactory neural stem cells during regeneration.

## Results

### HBCs show asymmetric H4 inheritance during OE regeneration

Under standard laboratory conditions, HBCs are largely quiescent in adult mice^31^. The progenitor globose basal cells (GBCs) suffice olfactory sensory neuron turnover^32^. However, following acute injury, such as those causing the loss of sustentacular cells^15^, HBCs become rapidly activated and divide into self-renewed HBCs and differentiating progenitor cells, which further give rise to all other OE cell types^3^. To investigate histone inheritance in HBCs during OE regeneration, we intraperitoneally injected 6- to 8-week-old adult mice with methimazole (MMZ), a drug commonly used to induce OE injury and regeneration in rodents^33–35^. A single MMZ injection (50 mg/Kg body weight) caused detachment of all OE cells, except HBCs, from the tissue 1 day after MMZ injection (Fig. 1A, Supplementary Fig. 1). Using Ki67 as a proliferation marker and p63 as an HBC marker, we found that HBCs undergo peak proliferation on Day 2 post-MMZ injection (Fig. 1B, left panel; Supplementary Fig. 1), indicating a rapid stem cell response during the early regeneration stage. Labeling with EdU (5-ethynyl 2´-deoxyuridine), a thymidine analog for S-phase cells, also revealed the same HBC proliferation dynamics (Fig. 1C). We thus chose Day 2 post-MMZ injection to examine histone inheritance in dividing HBCs. Of note, on Day 1 post-MMZ injection, quiescent HBCs become activated and re-enter the cell cycle through downregulation of p63^10,11^ (Fig. 1B, right panel). Expression of p63 gradually resumes in proliferating HBCs, enabling differentiation and replenishment of the stem cell pool.

**Fig. 1:**
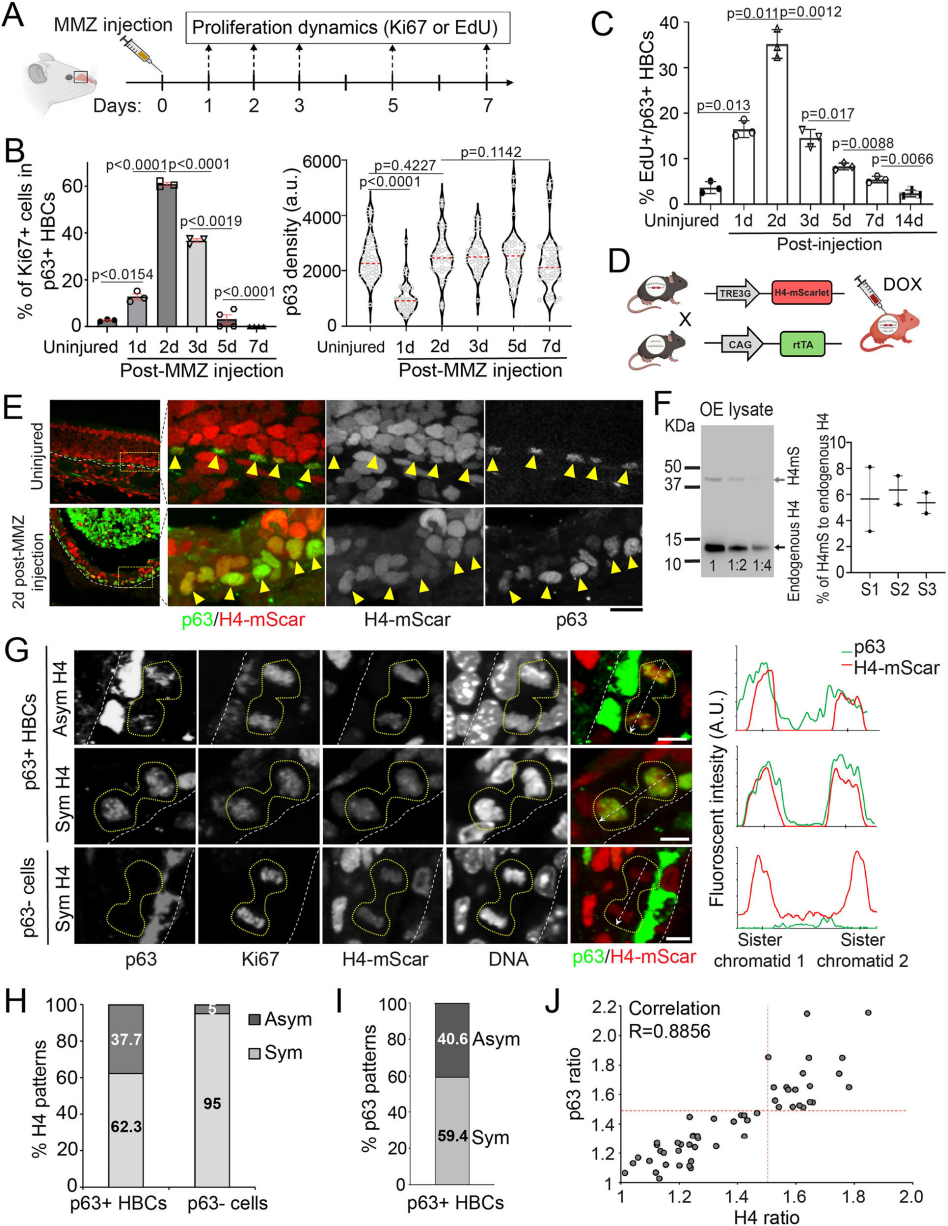
Asymmetric histone H4 inheritance and asymmetric p63 distribution in dividing HBCs. **A** Illustration of methimazole (MMZ) administration and olfactory epithelium (OE) sample collection for proliferation dynamics. **B** Left panel: Ratio of Ki67+ cells in p63+ HBCs during early OE regeneration. Right panel: Quantifications of p63 intensity in p63+ HBCs at different days during OE regeneration. a.u., arbitrary units. Statistical differences according to the two-sided Mann-Whitney test. *n*  =  3–4 biological replicates, and error bars represent mea*n* ± SEM. **C** Quantifications of the percentage of EdU+ cells in p63+ HBCs at different days post-MMZ injection. *n*  =  3 biological replicates and error bars represent mea*n* ± SEM. **D** Illustration of doxycycline-inducible H4-mScarlet expression in mice. **E** Uninjured and injured OE from H4mS;rtTA mice stained for p63. Arrowheads: p63+ HBCs. **F** Left panel: Immunoblot of H4mS;rtTA OE lysate on Day 2 post-MMZ injection with anti-H4 antibody (Sample 3 of Supplementary Fig. 1B). The three lanes represent the original OE lysate, 1:2 and 1:4 dilution of the original lysate, respectively. Top band, H4-mScarlet fusion protein, ~40 KD; Bottom band, endogenous H4 protein, ~11 KD. Right panel: Quantification of H4-mScarlet compared to endogenous H4 of three biological duplicates (Samples 1-3) in Supplementary Fig. 1B. Note: Due to the low signals of 1:4 dilution lane, the first two lanes were used for quantification. **G** H4-mScarlet distribution patterns in p63+ telophase HBCs from an OE section of H4mS;rtTA mice on Day 2 post-MMZ injection. Top, an HBC with asymmetric distributions of H4 and p63; Middle, an HBC with symmetric distributions of H4 and p63; Bottom, a p63-negative (p63-) cell with symmetric H4 distribution. Line plots on the right side show the distribution patterns of H4-mScarlet and p63. **H** Ratios of H4 distribution patterns in p63+ HBCs (*N* = 53) and p63- cells (*N* = 20) at telophase. **I** Ratios of asymmetric *versus* symmetric division modes in p63+ telophase HBCs (*N* = 64). **J** Correlation of H4-mScarlet ratios and p63 ratios between two sister chromatids in p63+ telophase HBC. R = 0.8856 (*N* = 53). Cutoff of asymmetry =1.5 based on the calculation in Supplementary Fig. 2D. Scale bars: 20 μm in (**E**), 5 μm in (**G**). The cartoon elements are created in BioRender. Chen, X. (2026) https://BioRender.com/r11witq. Source data are provided as a Source Data file.

Among all histone types, we first focused on histone H4 because it has no known variants^36,37^; therefore, H4 levels faithfully reflect total nucleosome amount genome-wide. To visualize H4 distribution patterns, we used a Tet-inducible H4-tag transgenic mouse model, which overcomes the lack of effective immunohistochemistry reagents for H4. Mice carrying a tetracycline-responsive element (TRE3G)-driven H4-mScarlet (H4mS) were crossed with CAG-rtTA mice, allowing induction of H4-mScarlet expression upon doxycycline (DOX) injection in H4mS;rtTA progenies (Fig. 1D). We found that H4-mScarlet labeled all olfactory cell types, including p63+ HBCs (Fig. 1E). To assess the relative expression levels of H4-mScarlet fusion protein compared with endogenous H4, we performed immunoblotting using OE tissues and found that the fusion protein accounts for ~6% of endogenous H4, indicating that endogenous H4 remains abundant and predominant in H4mS;rtTA OE cells (Fig. 1F). We further confirmed the dynamics of OE recovery post-MMZ injection between H4mS and H4mS;rtTA mice (Supplementary Fig. 2A). Compared to H4mS controls, H4mS;rtTA OE cells exhibited robust H4-mScarlet expression without significant differences in OE thickness or ratio of Ki67+ HBCs during early OE regeneration (Supplementary Fig. 2B, C). Thus, H4mS;rtTA mice allow visualization of H4 distribution patterns in vivo with only a minor increase in H4 amount, without compromising OE homeostasis or regeneration.

We found that, in early regenerating OE from H4mS;rtTA mice (Day 2 post-MMZ injection), H4-mScarlet was asymmetrically distributed in ~40% of p63-positive (p63 + ) telophase HBCs (Fig. 1G, H), using a stringent 1.5-fold threshold (Supplementary Fig. 2D). The remaining ~60% of p63+ telophase HBCs exhibited symmetric H4-mScarlet distribution. In contrast, p63-negative telophase cells predominantly (95%) showed symmetric H4 distribution (Fig. 1G, H). As a master regulator of HBC fates, p63 also showed asymmetric distribution in ~41% of telophase HBCs (Fig. 1I). Notably, when examining H4-mScarlet and p63 together in dividing HBCs, cells exhibiting asymmetric H4-mScarlet also showed asymmetric p63 distribution, with higher H4 levels correlating with greater p63 abundance between two sister chromatids (Fig. 1G, J). Next, we characterized the division angle of dividing HBCs and found that ~52% of asymmetrically dividing HBCs divided perpendicularly, whereas only ~1% of symmetrically dividing HBCs did so (Supplementary Fig. 3), suggesting that asymmetric cell fate specification may be influenced by spatially localized niche signals from the olfactory lamina propria.

In summary, during early OE regeneration, HBCs exhibit asymmetric histone H4 inheritance that is tightly associated with cell fate regulatory factors such as p63.

### HBCs exhibit symmetric H2A-H2B distribution

Canonical histone proteins are primarily synthesized and incorporated during DNA replication as an octamer structure consisting of two copies each of H3, H4, H2A, and H2B^18–20^. During nucleosome assembly, H3 and H4 are deposited as an intact (H3-H4)_2_ tetramer, whereas H2A and H2B are incorporated as dimers^38^. To determine the specificity of asymmetric histone inheritance, we investigated the distribution of H2A–H2B dimers in the OE using nanobody-based detection (Supplementary Fig. 4A). Nanobody staining labeled H2A-H2B dimers in all OE cell types in uninjured OE, as well as in both p63+ HBCs and p63-negative early differentiated cells in injured OE on Day 2 post-MMZ injection (Supplementary Fig. 4B). In p63+ telophase HBCs, H2A-H2B levels were equal between the two sets of sister chromatids, regardless of p63 distribution (Supplementary Fig. 4C, D). Quantitative analysis of H2A-H2B and p63 ratios between sister chromatids confirmed a low correlation between them (Supplementary Fig. 4E). Similarly, in p63-negative telophase cells, H2A-H2B levels were consistently symmetric between sister chromatids (Supplementary Fig. 4C). Together, these results indicate that H2A-H2B is symmetrically inherited during HBC division and is not associated with cell fate regulatory factors during early OE regeneration.

### Cultured HBCs display asymmetric histone inheritance

To further investigate histone inheritance, we adopted primary HBC cultures, which have previously served as an ex vivo system to recapitulate in vivo HBC behavior and activity^39^. The culture system enables greater flexibility for manipulation, compatibility for histone immunostaining, and single-cell tracking. We further optimized the extracellular matrix coating to better modulate HBC activation (Fig. 2A). Specifically, Tropoelastin coating maintains HBCs in a quiescent-like state, in which cultured HBCS form compact, small colonies with high p63 and low Ki67 levels (Fig. 2A, B). Fibronectin coating, on the other hand, induces colony expansion and cell flattening accompanied by p63 downregulation and a drastic upregulation of Ki67, indicating a transition from quiescence to an activated state (Fig. 2B). Consistently, the average cell cycle length decreased significantly from ~38 hours under Tropoelastin-coated conditions to ~14 hours under Fibronectin-coated conditions (Supplementary Fig. 5A–C), largely due to a significant shortening of the G1 phase. Mathematical modeling using the fractions of cultured HBCs in different cell cycle phases faithfully recapitulated the in vivo EdU labeling dynamics detected during OE regeneration (Supplementary Fig. 5D; compared with Fig. 1C). Thus, primary cultured HBCs under Tropoelastin- and Fibronectin-coated conditions reliably mimic in vivo stem cell properties, making them a suitable model for studying histone inheritance patterns.

**Fig. 2:**
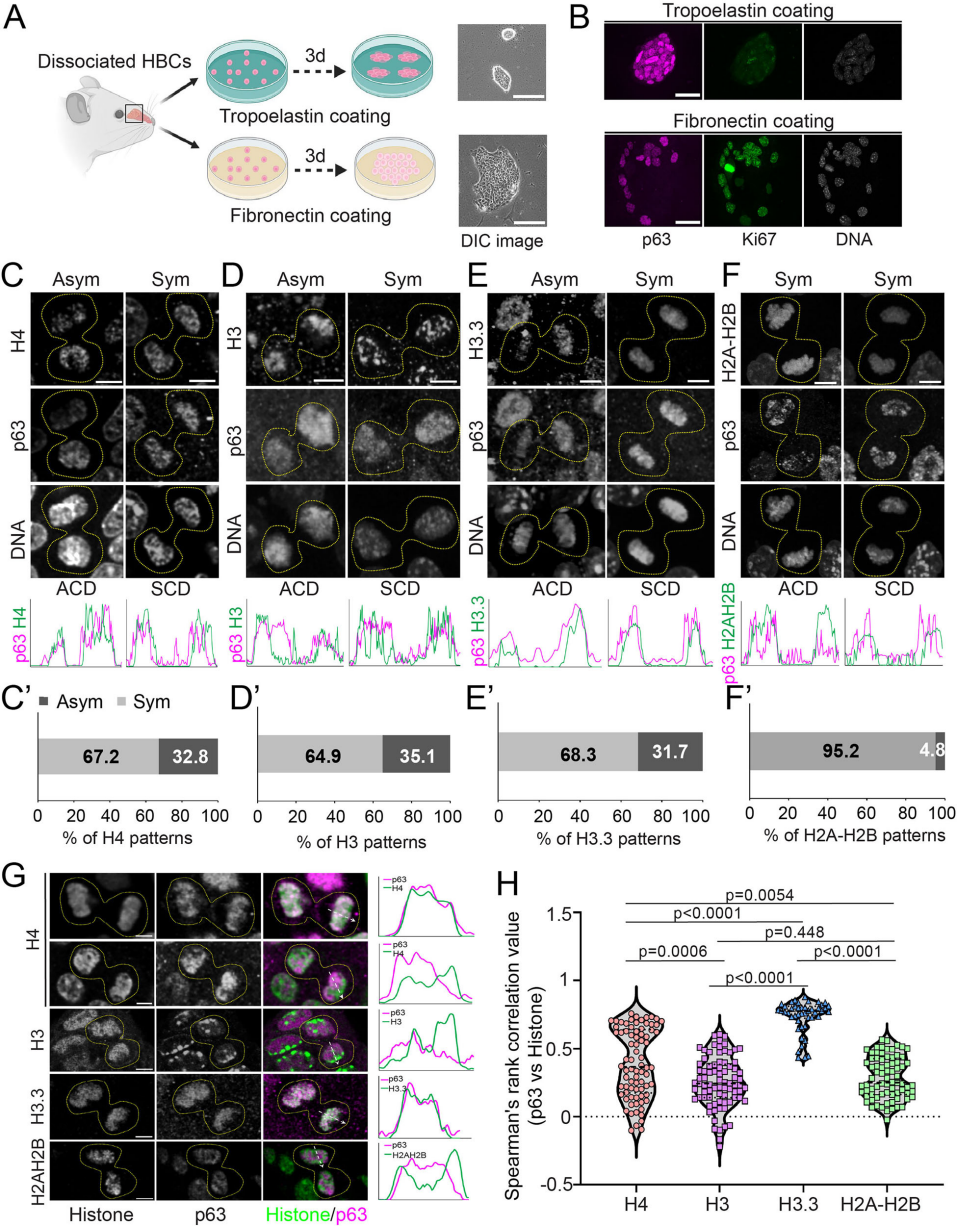
Asymmetric histone inheritance in primary cultured HBCs. **A** Illustration of cultured HBCs with different extracellular matrix coating conditions. Tropoelastin maintains the dome morphology of HBCs, while Fibronectin promotes the flattened morphology of HBCs. **B** p63 and Ki67 staining of cultured HBCs on Tropoelastin-coated dish and Fibronectin-coated dish. **C** H4 distribution patterns in p63+ telophase HBCs. H4 is detected by anti-H4 antibody. Line plots show that the asymmetric H4 is associated with asymmetric p63 and that the symmetric H4 is associated with symmetric p63. **C’** Quantification showed the percentage of H4 patterns between sister chromatids of p63+ telophase HBCs (*N* = 64): Asymmetric H4 = 32.8%, Symmetric H4 = 67.2%. **D** H3 distribution patterns in p63+ telophase HBCs. H3 is detected by anti-H3 antibody. Line plots show that the asymmetric H3 is associated with asymmetric p63 and that the symmetric H3 is associated with symmetric p63. **D’** Quantification showed the percentage of H3 patterns between sister chromatids of p63+ telophase HBCs (*N* = 74): Asymmetric H3 = 35.1%, Symmetric H3 = 64.9%. **E** H3.3-mScarlet distribution patterns in p63+ telophase HBCs. Line plots show that the asymmetric H3.3 is associated with asymmetric p63 and that the symmetric H3.3 is associated with symmetric p63. **E’** Quantification showed the percentage of H3.3 patterns between sister chromatids of p63+ telophase HBCs (*N* = 41): Asymmetric H3.3 = 31.7%, Symmetric H3.3 = 68.3%. **F** H2A-H2B distribution patterns in p63+ telophase HBCs. H2A-H2B is detected by an anti-H2A-H2B nanobody. Line plots show that the symmetric H2A-H2B is associated with either asymmetric or symmetric p63. (**F’**) Quantification showed the percentage of H2A-H2B patterns between sister chromatids of p63+ telophase HBCs (*N* = 42): Asymmetric H2A-H2B = 4.8%, Symmetric H2A-H2B = 95.2%. For panels in (**C**)–(**F**), Asym vs. Sym is based on histone patterns; ACD (asymmetric cell division) vs. SCD (symmetric cell division) is based on p63 patterns. **G** Images and line plots showing colocalization patterns of histone H4, H3, H3.3, and H2A-H2B, each with p63 in cultured telophase HBCs. **H** Colocalization of different histones with p63 in telophase HBCs. Average colocalization indexes are: H4, 0.39 ± 0.03; H3, 0.26 ± 0.02; H3.3, 0.74 ± 0.02; H2A-H2B, 0.28 ± 0.02. Values represent average ± SEM. Statistical differences according to the two-sided Mann-Whitney test. Cutoff of asymmetry = 1.5 based on the calculation in Supplementary Fig. 2D. Scale bars: 100 µm in (**A**, brightfield); 20 µm in (**B**, immunostaining); 5 µm in (**C**)–(**F**) and (**G**). The cartoons are created in BioRender. Chen, X. (2026) https://BioRender.com/18llh0f. Source data are provided as a Source Data file.

Using histone antibody staining, we observed asymmetric H4 distribution in ~33% of telophase HBCs cultured on Fibronectin (Fig. 2C, C’), a frequency comparable to that detected in dividing HBCs in vivo (Fig. 1H). Asymmetric inheritance of histone H3 was also observed in ~35% of telophase HBCs (Fig. 2D, D’). Notably, both asymmetric H4 and H3 inheritance were accompanied by asymmetric p63 distribution, with the higher histone side correlating with higher p63 levels, mirroring the in vivo findings (Fig. 1G).

We next examined the inheritance pattern of the histone variant H3.3. In contrast to canonical histones, whose chromatin incorporation is DNA replication-dependent, H3.3 incorporation is independent of DNA replication but relies on transcription. We found that H3.3 displayed asymmetric inheritance in ~32% of telophase HBCs (Fig. 2E, E’). These cells also exhibited asymmetric p63 distribution, with higher H3.3 levels correlating with the p63-enriched side. In contrast, H2A-H2B predominantly displayed symmetric inheritance patterns (~95%) between sister chromatids, regardless of p63 distribution (Fig. 2F, F’), consistent with the in vivo results (Supplementary Fig. 4C, D).

Together, these results show that histones H4, H3, and H3.3 are asymmetrically inherited in dividing HBCs in primary cell culture, accompanied by asymmetric p63 distribution.

### (H3.3-H4)₂ tetramers regulate p63 chromosome rebinding

The asymmetric inheritance of H4, H3, and H3.3, together with asymmetric p63 distribution in dividing HBCs, prompted us to investigate how histone composition influences stem cell specification. We assessed the molecular association between different histones and p63 by quantifying the relative Pearson colocalization coefficients^27,40,41^ in telophase HBCs, a stage when p63 rebinds to chromosomes as they de-condense prior to entry into the subsequent interphase. Higher coefficients indicate greater colocalization, whereas lower coefficients indicate more separation between two signals.

We observed distinct degrees of colocalization between p63 and different histones (Fig. 2G). Notably, the histone variant H3.3, which is closely associated with active transcription and enriched in open chromatin regions, exhibited a high degree of colocalization with p63 in telophase HBCs (Fig. 2G, H). In contrast, canonical histones H3 and H2A-H2B exhibited significantly lower colocalization with p63 compared to H3.3, consistent with their enrichment in more closed chromatin regions (Fig. 2G, H). Interestingly, histone H4 exhibited a bimodal colocalization pattern with p63 (Fig. 2G, H): The higher degree of colocalization likely reflects the association of (H3.3-H4)₂ tetramers with p63, whereas the lower degree of colocalization reflects dissociation of (H3-H4)₂ from p63 (Fig. 2H). Therefore, these findings indicate that, in addition to (H3-H4)₂, (H3.3-H4)₂ tetramers act as epigenetic information carriers that regulate p63 binding and transcriptional activity in HBCs.

### Asymmetrically dividing HBCs show asynchronous transcription

During mitosis, transcription is globally silenced as chromatin becomes highly condensed, restricting access of the transcription initiation complex and transcription factors. As dividing cells exit mitosis, transcription is reinitiated to reestablish transcriptomes that define the fates of the two daughter cells^42^. To assess how asymmetric histone inheritance is associated with transcriptional activity during HBC divisions, we examined Pol IIS2ph (RNA polymerase II phosphorylated at Serine 2, a marker of active transcription elongation)^43^ in telophase HBCs on H4mS;rtTA OE sections (Fig. 3A). We observed asymmetric Pol IIS2ph patterns that aligned with asymmetric distribution of both histone H4 and p63 (Fig. 3A). This asymmetric distribution of phosphorylated Pol II suggests that HBCs undergo asynchronous transcription reinitiation between the two daughter nuclei during the M-to-G1 transition.

**Fig. 3:**
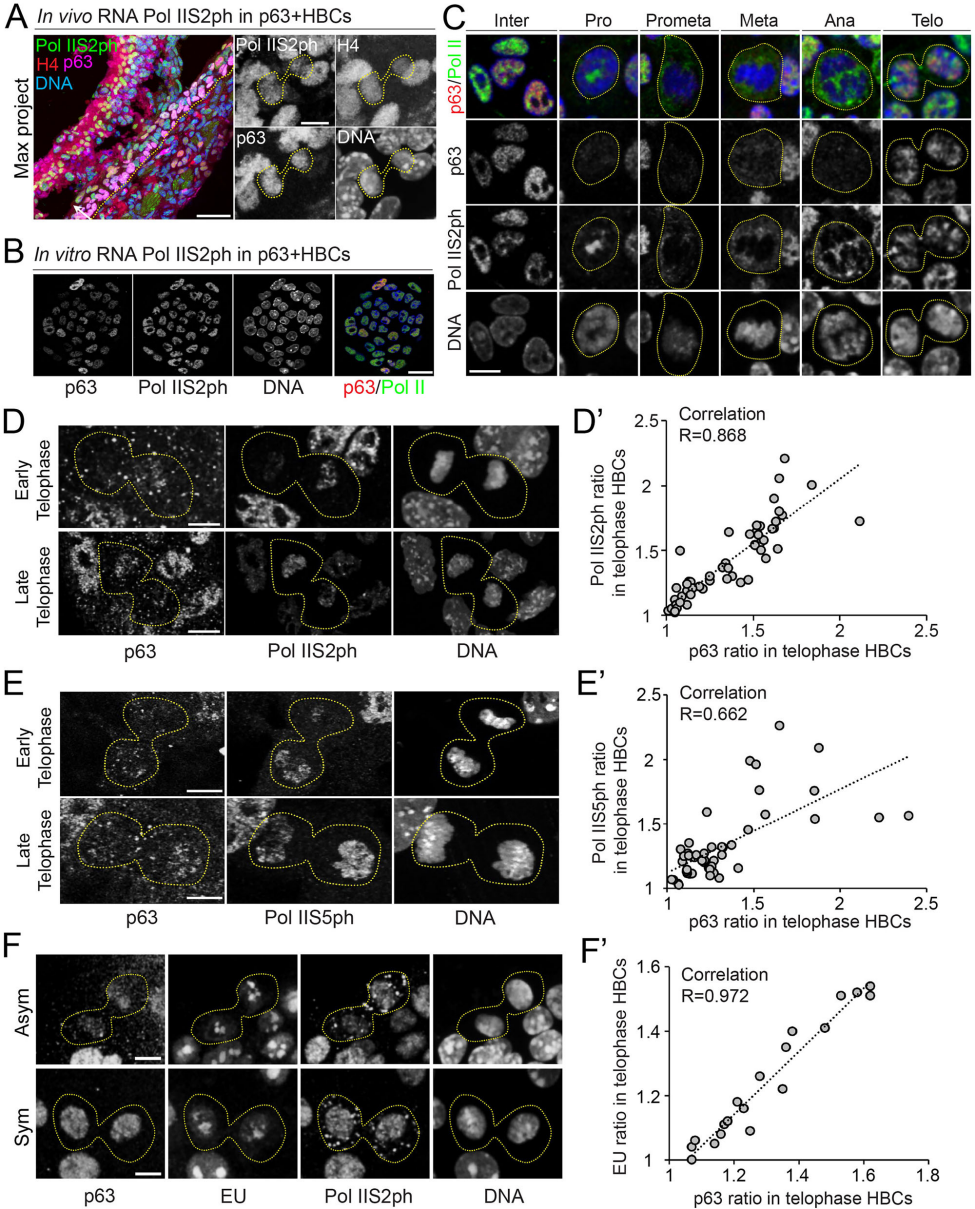
Asynchronous transcription re-initiation in asymmetrically dividing HBCs. **A** Asymmetric RNA Pol IIS2ph distribution in p63+ telophase HBCs from injured OE (Day 2 post-MMZ injection). In the merged panel, the dotted line indicates the basal membrane, and the arrow points toward the epithelium surface. Notice that the telophase HBC that shows asymmetric RNA Pol IIS2ph (green) distribution also exhibits asymmetric distribution of H4 (red) and p63 (magenta). **B**–**D** Asymmetric RNA Pol IIS2ph distribution in telophase HBCs from primary culture. **B** RNA Pol IIS2ph staining in primary cultured HBCs. **C** Dynamics of RNA Pol IIS2ph distribution during interphase and mitosis. **D** Examples of asymmetric RNA Pol IIS2ph distribution in early and late telophase HBCs. **D’**. Correlation of Pol IIS2ph ratios and p63 ratios between two sister chromatids. R = 0.868 (*N* = 55). **E** Examples of Asymmetric Pol IIS5ph distribution in early and late telophase HBCs from primary culture. **E’**. Correlation of Pol IIS5ph ratios and p63 ratios between two sister chromatids. R = 0.662 (*N* = 50). **F** Asymmetric and symmetric EU distribution in telophase HBCs from primary culture. **F’**. Correlation of EU ratios and p63 ratios between two sister chromatids. R = 0.972 (*N* = 19). Scale bars: 50 µm in (**A**, section) and 5 µm in (**A**, telophase HBCs); 20 µm in (**B**); 10 µm in (**C**); 5 µm in (**D**)–(**F**). Source data are provided as a Source Data file.

In primary cultured HBCs, we tracked the dynamic localization of Pol IIS2ph and another active transcription marker, Pol IIS5ph (RNA polymerase II phosphorylated at Serine 5, a marker of transcription initiation at promoter regions^44,45^). From prometaphase to anaphase, both Pol IIS2ph and Pol IIS5ph signals were diffusely distributed outside the chromosomes but rebound to decondensing chromosomes in late telophase (Fig. 3B, C; Supplementary Fig. 6A). Consistent with in vivo observations, both Pol IIS5ph and Pol IIS2ph were asymmetrically distributed in p63+ HBCs at telophase (Fig. 3D, E). These telophase cells also exhibited asymmetric p63 distribution, with quantification confirming a positive correlation between p63 ratios and Pol IIS5ph or Pol IIS2ph ratios (Fig. 3D’, E’).

We also performed immunostaining for unphosphorylated Pol II (Pan-Pol II) and found that it exhibited an overall symmetric distribution in telophase HBCs, regardless of whether p63 distribution was asymmetric or symmetric (Supplementary Fig. 6B–D). These results suggest that unphosphorylated RNA polymerase II is evenly distributed, whereas transcription is differentially reinitiated by Pol II S5ph and elongated by Pol II S2ph. Mathematical modeling further predicted an approximately 60% difference in RNA Pol II binding affinity between two sister chromatids carrying distinct cell fate information (Supplementary Fig. 6E, F). To directly monitor transcriptional activity, we used 5-ethynyluridine (EU) to label nascently transcribed RNA in cultured HBCs. Nascent RNA synthesis also exhibited asymmetric patterns, positively correlating with asymmetric p63 and Pol IIS2ph distribution in p63+ telophase HBCs (Fig. 3F, F’).

Collectively, these results suggest that transcription is asynchronously reinitiated during mitotic exit and is regulated by nucleosome asymmetry between sister chromatids as chromatin decondenses, thereby likely contributing to distinct daughter cell fates.

### scRNA-seq of paired daughter HBCs reveals asymmetric fate priming

Single-cell RNA sequencing (scRNA-seq) has uncovered the heterogeneity of activated HBCs, with distinct subpopulations giving rise to multiple OE lineages during post-injury repair^46^. 

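Horizontal basal cells (HBCs), the quiescent stem cells of the olfactory epithelium (OE), were taken from the injured OE of mice and cultured, and both daughter cells of a division were collected by mouth pipette with their pairing noted. In G&T-seq, the RNA of each lysed cell is captured on oligo-dT beads, copied into cDNA and amplified, so that transcripts with a poly(A) tail are measured. ERCC spike-in, a mix of synthetic transcripts, was added to each lysate in the same amount, so that counts can be scaled to it. The authors aligned the trimmed reads to the mouse genome GRCm38 with the ERCC sequences added, and deposited the number of reads that StringTie counted on each gene of each cell, without normalization, and its TPM, a value scaled for the length of the gene and the size of the library. The table of counts lists 55487 genes and 92 ERCC transcripts for 96 cells. Between 29454150 and 44849003 reads per cell were counted on genes, with a median of 36152760. ERCC transcripts took 1.06% to 5.75% of all counts, with a mean of 3.17%. The method has no molecular identifiers, so copies of a molecule made by PCR are counted as separate reads and the confidence intervals given for these cells cover counting error only. Counts were normalized by a size factor per cell, the median of ratios over the 22 ERCC transcripts counted in every cell, which ranged from 0.378 to 1.89. The labels name no mouse and no culture for any cell. The 96 cells are therefore treated as 1 sample of 1 condition, without replicates, and no p-values are given. The names under which the data of the cells were deposited place them in 12 sets of 8 cells, each with 4 complete pairs, which were used as possible batches. No library was found to be a copy of another: the highest Pearson correlation across genes among 4560 combinations of cells was 0.733, on log2 counts.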

To dissect the molecular features of asymmetrically dividing HBCs, we profiled single-cell transcriptomes of paired daughter HBCs in culture using the G&T-seq (Genome & Transcriptome-sequencing) method^47^. To facilitate isolation of paired daughter cells at single-cell resolution, we utilized a Tropoelastin-to-Fibronectin switch to promote effective HBC attachment and division (Fig. 4A). Live-cell imaging was then utilized to identify paired daughter cells following a single HBC division (Fig. 4B).

**Fig. 4:**
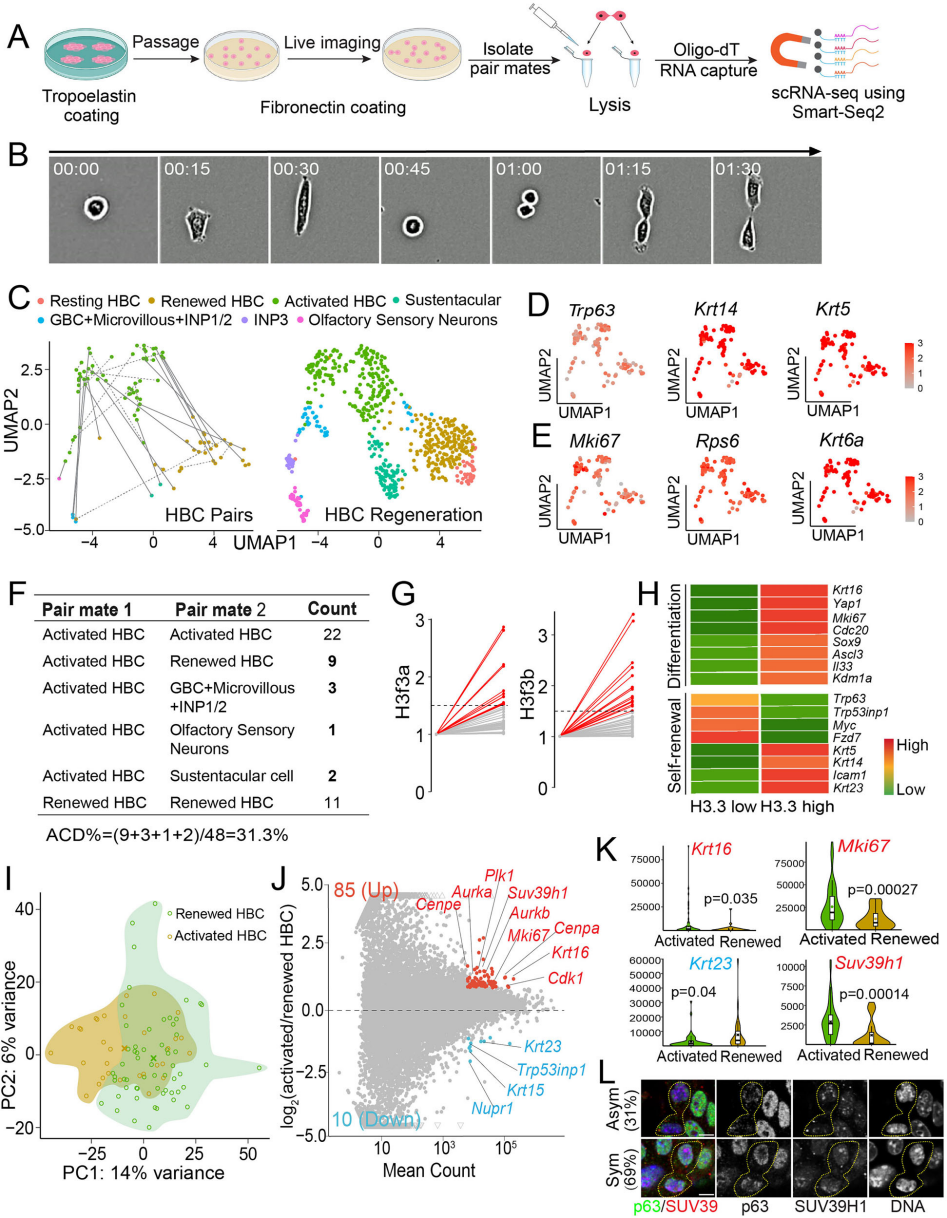
Asymmetric multilineage cell fate priming of activated HBCs by paired daughter cell RNA sequencing. **A** Scheme of paired-daughter cell preparation for scRNA-seq. **B** Live imaging of cultured individual HBC to track the division from a mother cell to two daughter cells. **C** Clustering of HBC paired cells (left panel) after integrating scRNA-seq data of the current study (GSE286046) into published dataset (GSE99251 and GSE95601). Solid lines indicate asymmetric pairs cross different clusters. Dotted lines indicate symmetric pairs in the same clusters. The right panel shows the clusters of OE cells derived from GSE99251 and GSE95601. **D** Feature plots showing expression of HBC marker genes *Trp63*, *Krt14* and *Krt5* in collected single cells. **E** Feature plots showing expression of cell cycle and wound response genes *Mki67*, *Rps6* and *Krt6a* of collected single cells. **F** Statistics of paired information showing symmetric and asymmetric divisions in (**C**): 31.3% (15/48) of HBC pairs show asymmetric divisions. **G** Expression of H3.3 transcripts (*H3f3a*/*H3f3b*) in an individual pair. Red lines indicate the asymmetric pairs (*N* = 15). Grey lines indicate the symmetric pairs (*N* = 33). The asymmetric cutoff for *H3f3a* and *H3f3b* is 1.5. (**H**) Expression patterns of differentiation-associated genes (e.g., *Krt16*, *Sox9*, *Ascl3,* and *Il33*) (top panel) and self-renewal-associated genes (e.g., *Trp63*, *Fzd7*, *Krt14,* and *Krt5*) (bottom panel) in pairs with asymmetric H3.3. **I** PCA plot using scRNA-seq data of all renewed and activated HBCs. **J** MA-plot shows differentially expressed genes between renewed and activated HBCs. 85 genes (labeled in red) show higher expression in activated HBCs, 10 genes (labeled in blue) show lower expression in activated HBCs. **K** Differential expression of *Mki67*, *Suv39h1*, *Krt16,* and *Krt23* in activated and renewed HBC cells. Note that *Krt16* and *Krt23* are identified by the current analysis. Gene counts normalized by external ERCC spike-in are used in the violin and box plots. All box plots include the median and data between the 25th and 75th percentile, with the whiskers indicating lower and upper extremes after removing outliers. The black ‘x’ within each box shows the average within each group. A two-tailed t-test was used to calculate *P*-values. **L** Asymmetric (31%) and symmetric (69%) SUV39H1 distribution in p63+ telophase HBCs (*N* = 29) from culture. p63 shows the same distribution pattern as SUV39H1. Scale bar: 5 µm in (**L**). The cartoon elements are created in BioRender. Chen, X. (2026) https://BioRender.com/yh44iq5 and Adobe Illustrator. Source data are provided as a Source Data file.

In total, 96 cells (48 pairs) were collected for scRNA-seq. 

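The criteria given in the methods are more than 10000 genes and no more than 5% of reads on mitochondrial genes. All 96 cells passed both on the deposited counts. The cell with the fewest genes had 11403 genes with a count of at least 1, and the cell with the highest mitochondrial share had 3.84% of its gene counts on the 37 mitochondrial genes.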

After aligning all scRNA-seq reads to the reference genome, all 96 cells met the quality criteria. On average, 1.3 × 10^4^ genes were detected per cell with ~2% of reads mapping to mitochondrial genes (Supplementary Fig. 7A). 

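Counting a gene as detected from a single read, 12922 ± 602 genes (mean ± SD over 96 cells) were detected per cell, with a median of 12865.5 and a highest value of 14632. The threshold moved this number most: 9609 genes per cell had a TPM of at least 1. Mitochondrial genes took 2.05% ± 0.517 (mean ± SD over 96 cells) of the counts on genes, and at least 1.12% in every cell. The 5 genes with the largest mean shares of the counts were CT010467.1 with 1.05%, Actb with 0.911%, mt-Co1 with 0.761%, Ftl1 with 0.656% and Eef1a1 with 0.533%, so that no single gene dominated the libraries.

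**Figure D1:**
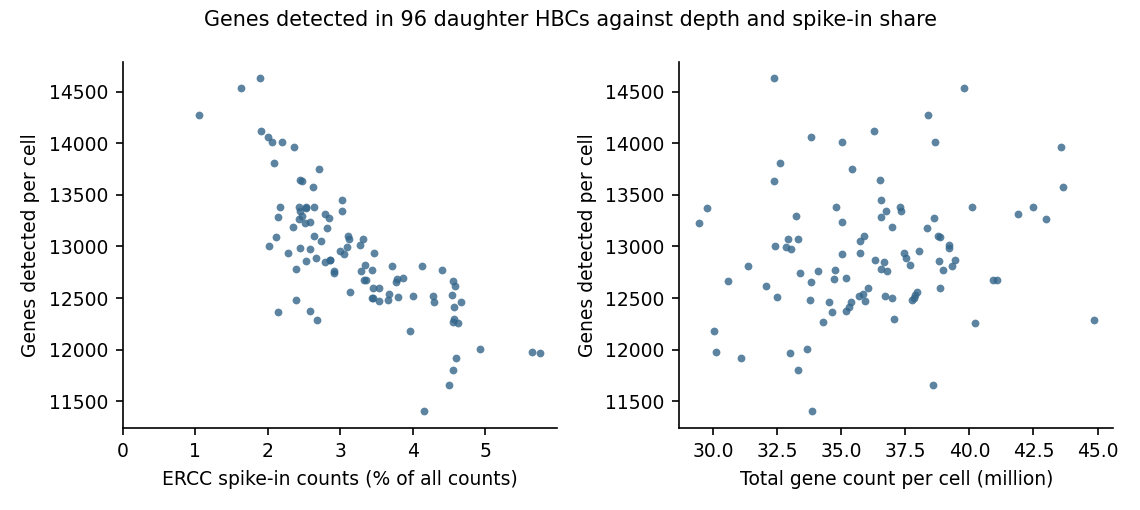
Genes detected per cell, with a point for each of the 96 cells, against the ERCC spike-in counts as a percentage of all counts (left) and against the total count on genes (right). Cells with a larger spike-in share had fewer genes detected, and all lie between 11403 and 14632 genes.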

By comparing our results with published scRNA-seq datasets^12,46^, we found that most cell pairs could be assigned to clusters corresponding to either renewed (less activated) or activated HBCs (Fig. 4C, Supplementary Fig. 7B). All 96 cells expressed HBC markers *Trp63* (encoding p63), *Krt14*, and *Krt5*, confirming their olfactory stem cell fate (Fig. 4D). Additionally, the majority of cells expressed wound-response and cell-cycle-associated genes, such as *Mki67* (encoding Ki67), *Rps6*, and *Krt6a*, consistent with HBC activation (Fig. 4E). In contrast, markers of other OE cell types were undetectable, including progenitor GBC markers (*Ascl1*, *Kit*, *Lgr5*), the sustentacular cell marker (*Il33*), and mature olfactory sensor neuron markers (*Gng13*, *Omp*) (Supplementary Fig. 7C, D). Together, these findings indicate that although the collected cells had acquired an activated state, they largely retained their stem cell identity.

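Trp63 (ENSMUSG00000022510, chromosome 16 of GRCm38 from 25683763 to 25892102) had a count in all 96 cells, from 37 to 27003 with a median of 6999. Krt14 (ENSMUSG00000045545, chromosome 11 from 100203162 to 100207548) had counts of 691 to 340468 with a median of 135243, and Krt5 (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898) had counts of 6760 to 218505 with a median of 106400. The 3 markers were thus counted together in 100% of cells (exact Clopper-Pearson 95% confidence interval 96.2% to 100%). At a minimum of 10 counts the number of cells was still 96, and at a TPM of at least 1 for each marker it was 95.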

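Mki67 (ENSMUSG00000031004), Rps6 (ENSMUSG00000028495) and Krt6a (ENSMUSG00000058354) each had a count in all 96 cells. Their levels differed widely between cells for Mki67, with counts from 64 to 84880 and a median of 16647.5, and for Krt6a, with counts from 905 to 787008 and a median of 155126.5. Rps6, which encodes a ribosomal protein, varied less, from 11245 to 65292 with a median of 30837. With a TPM of at least 1 required for all 3 genes, 90 cells (93.8%) remained, since Mki67 was below that level in the other 6.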

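Kit (ENSMUSG00000005672) had no count in any of 96 cells, which allows a share of up to 3.125%, or 3 of 96 cells. Omp (ENSMUSG00000074006) was counted in 4 cells with at most 179 reads. Il33 (ENSMUSG00000024810) was counted in 7 cells with at most 323 reads and Lgr5 (ENSMUSG00000020140) in 14 cells with at most 1296. Gng13 (ENSMUSG00000025739) was counted in 16 cells, of which 1 had 10 or more reads, 76. The median count of Kit, Omp, Il33, Lgr5 and Gng13 was 0. The 12 genes of other organs that were chosen as a background, among them Alb, Gfap and Prm1, were together counted in 12 cells, or 12.5% (exact 95% interval 6.63% to 20.8%), and with 10 or more reads in 6 cells. Of the other markers shown in Supplementary Fig. 7D, Gap43 was counted in 22 cells with at most 2107 reads, Ascl3 and Reg3g in 5 cells each, and Lhx2 in 1. Among ERCC transcripts that were counted in no more than 19 cells, the 95th percentile of the normalized counts of 10 or more was 1076.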

Using cluster annotation from published datasets^12,46^, we identified both symmetric and asymmetric daughter cell pairs (Fig. 4C, F). Among the 48 pairs, 22 consisted of two activated HBC daughters and 11 consisted of two renewed HBC daughters, indicative of symmetric cell fate priming. Notably, 15 pairs (~31%) exhibited asymmetric cell fate priming, including 9 Activated HBC: Renewed HBC pairs, 3 Activated HBC: GBCs/MV/INP pairs, 2 Activated HBC: Sustentacular cells pairs, and 1 Activated HBC: Olfactory sensory neuron (OSN) pair (Fig. 4F). These asymmetric pairs highlight multilineage cell fate priming that occurs immediately following a single round of stem cell division.

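The published datasets behind the cluster names were not analysed here, and the labels of the deposited cells do not give their clusters. The 96 cells were therefore clustered alone with Seurat, on the 2000 most variable genes and 10 principal components at a resolution of 0.8, and the resulting clusters carry numbers only. They held 36, 34 and 26 cells. The daughter cells fell in different clusters in 8 of 48 pairs, or 16.7% (exact 95% interval 7.48% to 30.2%). Re-pairing all cells at random 10000 times split between 20 and 44 pairs, and re-pairing them only within their set of 8 cells split between 12 and 38. Daughter cells were also compared without clusters, over the 14463 genes with 10 or more counts in at least 10% of cells. Their Spearman correlation across genes, which are not independent replicates, was 0.721 ± 0.034 (mean ± SD over 48 pairs) with a range of 0.639 to 0.774. The mean over pairs lay between 0.680 and 0.693 in the random re-pairings and between 0.689 and 0.704 in those within sets. From the pairs whose daughter cells lie in different clusters, the paper reasons that cell fates are primed immediately after a single division.

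**Figure D2:**
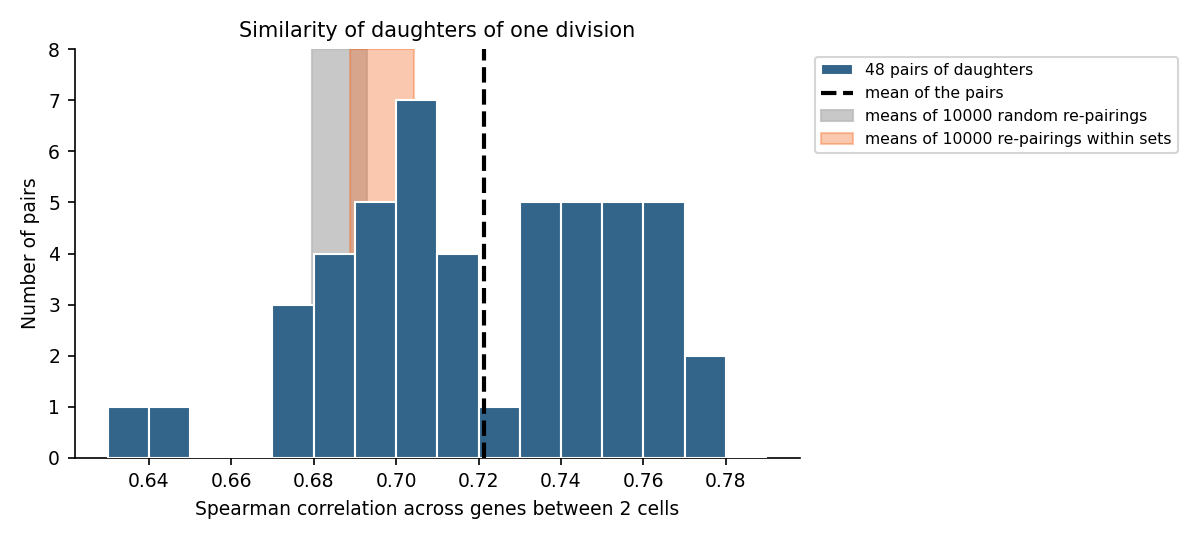
Spearman correlation across genes between the daughter cells of each of the 48 pairs, as a histogram with the number of pairs on the vertical axis. The dashed line marks the mean over the pairs, 0.721, and the bands show the ranges of the mean over 10000 random re-pairings of all cells and within sets, which lie below it.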

We examined p63 expressions in paired daughter cells and found that 35 pairs (72.9%) exhibited asymmetric cell fate specification based on p63 transcript levels (Supplementary Fig. 7E). This proportion is higher than the asymmetry observed at the protein level in telophase HBCs using immunostaining, likely reflecting increased transcriptional differences from mitosis to post-mitotic cells. 

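Normalized to the spike-in, the Trp63 count of the higher daughter cell was at least 1.5 times that of the lower in 35 of 48 pairs, or 72.9% (exact 95% interval 58.2% to 84.7%), and the median ratio was 1.94. The share moved most with the cutoff: at a ratio of 2 it was 43.8%. Cells re-paired at random gave 28 to 39 pairs, with a median of 34 (central 95% of 10000 re-pairings). Among the 200 genes of nearest mean count, the share was 29.2% to 75.0% (central 95%), with a median of 52.1%. ERCC transcripts, which were added to every cell in the same amount and so differ between cells for technical reasons alone, gave 2 different ranges. The 5 of nearest mean count reached the cutoff in 16.7% to 50.0% of pairs, below Trp63. Fragmented whole transcripts give more reads per molecule the longer they are, and these 5 had a median TPM of 333.2 against 92.4 for Trp63. The 5 of nearest mean TPM, a comparison chosen after the values were seen, reached the cutoff in 22.9% to 77.1% of pairs, a range that includes Trp63.

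**Figure D3:**
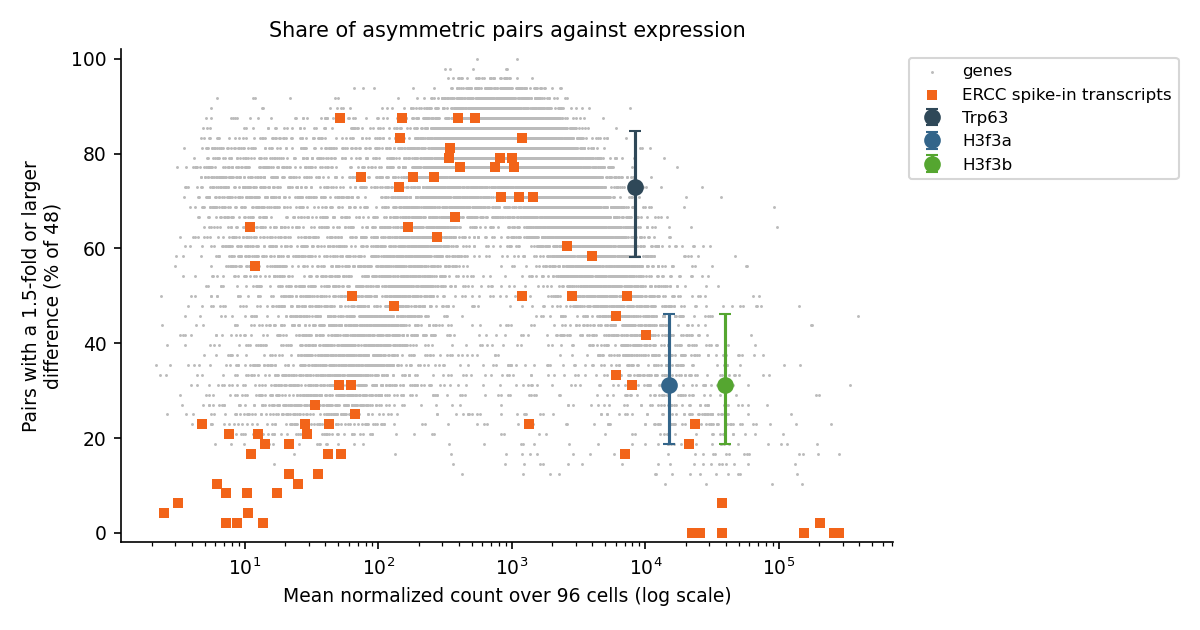
Percentage of the 48 pairs with a difference of 1.5-fold or more, against the mean normalized count over 96 cells on a log scale, for each gene (grey points), each ERCC spike-in transcript (orange squares) and Trp63, H3f3a and H3f3b with their exact 95% intervals. Trp63 lies at 72.9%, above the spike-in transcripts of like mean count and below many genes and spike-in transcripts with fewer counts.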

We also examined the expression of the histone variant H3.3, whose transcripts are poly(A)-tailed and encoded by the *H3f3a* and *H3f3b* genes. 

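H3f3a (ENSMUSG00000060743, chromosome 1 from 180800832 to 180813943) and H3f3b (ENSMUSG00000016559, chromosome 11 from 116021912 to 116027962) were counted in every cell, with medians of 13924.5 and 38072 reads. At the cutoff of 1.5 stated for Fig. 4G, each gene alone differed between the daughter cells of 15 pairs, or 31.25% (exact 95% interval 18.7% to 46.3%). The largest ratio was 2.87 for H3f3a and 3.39 for H3f3b. Either gene differed in 24 pairs, or 50.0% (35.2% to 64.8%). Both differed in 6 of these, with the same daughter cell higher for both genes in 4 and the opposite in 2. When the normalized counts of the 2 genes were summed, 14 pairs reached the cutoff. The ratio of log-normalized values, which compresses differences, moved the number most and left 2 pairs for either gene. Random re-pairing gave 28 to 39 pairs for either gene, and combinations of 2 genes of like mean count gave 33.3% to 83.3% of pairs (central 95%). Combinations of 2 ERCC transcripts of like mean count gave 0% to 56.25%, a range that includes the H3.3 genes.

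**Figure D4:**
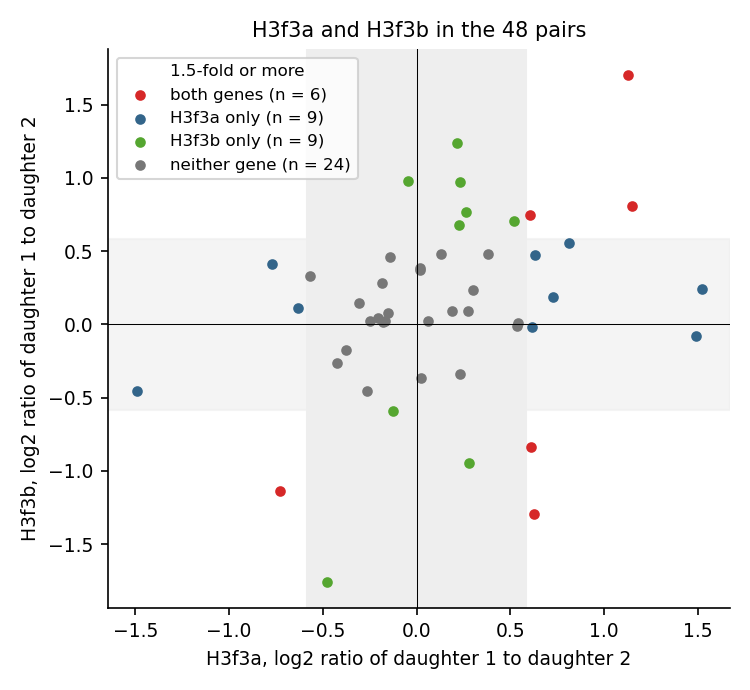
Log2 ratio of daughter 1 to daughter 2 for H3f3a (horizontal axis) and H3f3b (vertical axis), with a point for each of the 48 pairs and shading where a gene differs by less than 1.5-fold. Both genes reach 1.5-fold in 6 pairs (red), H3f3a only in 9 (blue), H3f3b only in 9 (green) and neither in 24 (grey). Which daughter is numbered 1 carries no meaning.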

We found that 15 pairs (~31%) exhibited asymmetric expression of either *H3f3a* or *H3f3b* transcripts (Fig. 4G). 

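The 24 pairs in which H3f3a or H3f3b differed at least 1.5-fold were used, and the daughter cell with the larger sum of normalized H3f3a and H3f3b counts was taken as the H3.3-high cell. The paper compares daughter cells by their H3.3 transcripts, a grouping defined by a measured value, and its text does not say how the higher cell was chosen when the genes differ. Ratios were taken on log2(normalized count + 1), and over all genes that passed the filter the median ratio of the H3.3-high to the H3.3-low cell was 0.11. The 8 differentiation-associated genes of Fig. 4H are Krt16, Yap1, Mki67, Cdc20, Sox9, Ascl3, Il33 and Kdm1a. Cdc20 was higher in the H3.3-high cell in 19 of 24 pairs (exact 95% interval 57.8% to 92.9%). Yap1, Mki67 and Kdm1a were each higher in 14 of 24 pairs, Krt16 in 13 and Sox9 in 12, and each of these intervals includes 50%. The H3.3-high cell also had the larger total gene count per spike-in in 20 of the 24 pairs. A share above 50%, also that of Cdc20, can reflect that total, so 50% is not a neutral level. Ascl3 had no count in either daughter cell of 22 pairs and Il33 in 21. The median of the list was 0.34, and 10000 random lists of 8 genes matched on mean count gave -0.0076 to 0.46 (central 95%), which includes it. Ascl3 and Il33 enter this median at 0 for lack of counts, so the comparison does not decide where the other genes of the list lie. Over all 48 pairs the median of the list was 0.33, above the -0.022 to 0.27 of random lists. With the ERCC total, by which the H3.3-high cell changed in 1 pair, it was 0.041 and inside their range. Scaling the counts by DESeq2's median of ratios over genes moved the median of the list in the pairs at the cutoff to -0.0057. That scaling also changed which pairs and which H3.3-high cells were taken. With the 24 pairs and their H3.3-high cells kept, the median was 0.12, inside the range of random lists.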

Using *H3.3* transcriptional asymmetry as a reference, we further observed that the daughter cell with higher *H3.3* levels preferentially expressed differentiation-associated genes, including wound-response genes (*Krt16, Yap1*), proliferation genes (*Mki67*, *Cdc20*), and lineage-specific genes (*Sox9*, *Ascl3*, *Il33*). In contrast, the daughter cell with lower *H3.3* levels tended to display transcriptional features consistent with either self-renewal (higher *p63*, *Trp53inp1*, *Myc*) or differentiation (lower *Krt5*, *Krt14*, *Icam1*) state (Fig. 4H, Supplementary Fig. 7F).

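The self-renewal-associated genes of Fig. 4H are Trp63, Trp53inp1, Myc, Fzd7, Krt5, Krt14, Icam1 and Krt23. Their median log2 ratio of the H3.3-high to the H3.3-low daughter cell was -0.18, below the 0.033 to 0.43 of the matched random lists. With counts scaled to the library total, by which 22 pairs reached the cutoff, it was 0.019, inside the range of -0.18 to 0.20 that random lists gave, but with the same 24 pairs and H3.3-high cells kept it was -0.40, below their range. Over all 48 pairs it was -0.0030, with the ERCC total 0.14, with TPM -0.069, with the library total -0.19 and with DESeq2's median of ratios over genes -0.17, of which the last 2 lay below the random lists. The paper gives this list no common direction: Trp63, Trp53inp1 and Myc are said to be higher in the H3.3-low cell, Krt5, Krt14 and Icam1 lower. The median of the list therefore does not test that statement. Krt23 was also identified by the paper in these same cells. Trp63 was higher in the H3.3-low cell in 15 of 24 pairs, with a median log2 ratio of -0.14, Myc in 14 with -0.22 and Trp53inp1 in 13 with -0.50. Krt14 was lower in the H3.3-low cell in 17 pairs, with a median log2 ratio of 0.31, and Krt5 in 14 with 0.20. Icam1 was lower in the H3.3-low cell in 9 pairs, with a median log2 ratio of -0.63, while its mean normalized count was 2095 in the H3.3-low and 2286 in the H3.3-high cells. Fzd7 was higher in the H3.3-high cell in 16 pairs. Of the 8 genes, none had an exact 95% interval for its share of pairs that excluded 50%. As for the differentiation-associated genes, 50% is not a neutral level. The mean normalized counts of 13 of the 16 genes of both lists differed between H3.3-high and H3.3-low cells in the direction drawn in Fig. 4H.

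**Figure D5:**
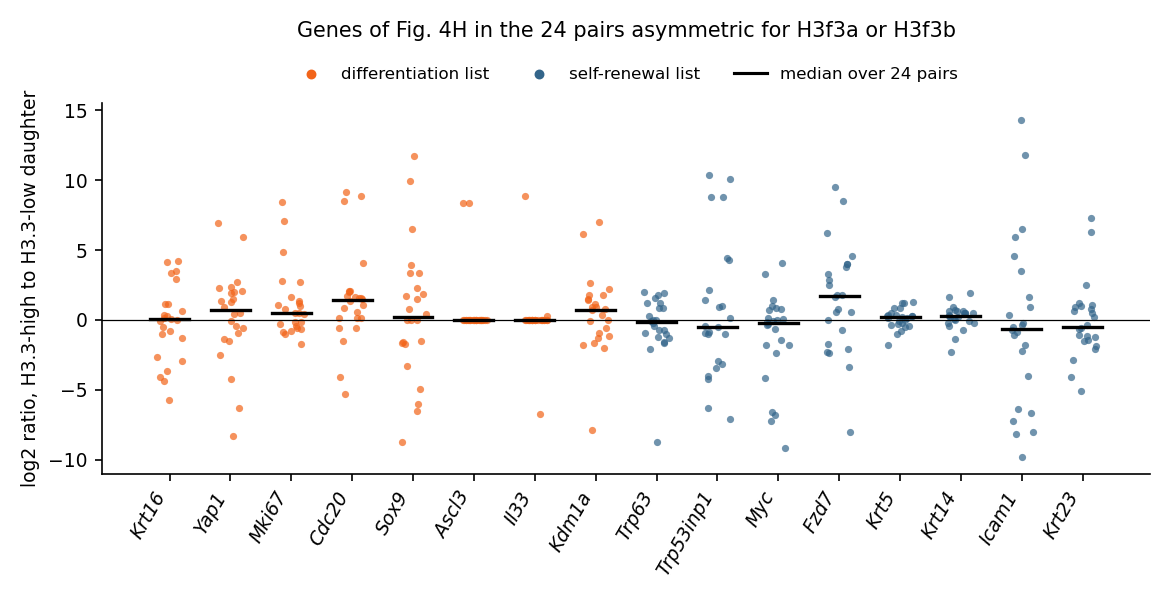
Log2 ratio of the H3.3-high to the H3.3-low daughter cell for the 16 genes of Fig. 4H, with a point for each of the 24 pairs and a bar at the median. The medians range from -0.63 for Icam1 to 1.71 for Fzd7, and the points of most genes lie on both sides of 0.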

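The clusters of the deposited cells are not given in their labels, so all 96 cells were analysed together, without groups. PCA on the 500 most variable genes, after DESeq2's variance stabilizing transformation with the spike-in size factors, placed 16.3% of the variance on PC1 and 11.2% on PC2. With the 2000 most variable genes, the percentages were 15.0% and 6.36%. The intraclass correlation over pairs, an estimate of the share of variance that lies between pairs, was 76.3% along PC1 and 69.1% along PC2. The sign of a component is arbitrary. The largest positive loadings on PC1 were those of Sprr2a2, Sprr2a1, Top2a, Mki67 and Slc16a3, and the largest negative ones those of Adh7, Aqp4, Lypd2, Ces1d and Tmprss11d. On PC2, Sprr2a2, Sprr2a1, Cnfn, Serpinb2 and Tgm1 had the largest positive loadings, opposite to Top2a, Mki67, Prc1, Ube2c and Kif11.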

Principal Component Analysis (PCA) revealed transcriptomic diversity and a population shift between renewed and activated HBCs among paired daughter cells (Fig. 4I). Genes enriched in activated HBCs were significantly associated with Gene Ontology (GO) terms related to ‘cell division’, ‘cell cycle’, ‘mitotic cytokinesis’, ‘chromosome segregation’, and ‘mitotic sister chromatid segregation’ (Supplementary Fig. 7G), suggesting that the transition from renewed to activated states may involve mitotic events. Differential gene expression analysis further identified 85 upregulated and 10 downregulated genes in activated HBCs (59 cells) compared with renewed HBCs (31 cells) (Fig. 4J). Among these differentially expressed genes, cell-cycle regulators (*Mki67*, *Cdk1*, *Cdc20*, *Ccnb1*), known HBC markers (*Trp63, Krt5, Krt14*), and potential HBC markers identified in this study (*Krt16*, *Krt23*) may serve as transcriptional markers of asymmetric cell division generating Activated HBC: Renewed HBC pairs (Fig. 4K, Supplementary Fig. 7H).

Notably, transcript levels of the histone methyltransferase SUV39H1, which catalyzes trimethylation of histone H3 lysine 9 (H3K9me3) to promote heterochromatin formation and gene silencing, were upregulated in activated HBCs (Fig. 4K). Consistently, an enriched association of the SUV39H1 protein was detectable on the p63-higher sister chromatid in telophase HBCs exhibiting asymmetric p63 distribution (Fig. 4L, Supplementary Fig. 7I). Because histone H3 is also asymmetrically inherited in association with p63 enrichment (Fig. 2D), the concurrent enrichment of SUV39H1 and its histone substrate H3 may synergistically promote heterochromatin formation. This increase in heterochromatin could, in turn, “lock in” an epigenomic state priming cells for terminal differentiation^48,49^.

Together, paired daughter cell scRNA-seq revealed asymmetric multilineage cell fate priming, likely guided by asymmetric histone inheritance during early regeneration.

### Loss of histone asymmetry disrupts asynchronous transcription and asymmetric p63

In *Drosophila*, asymmetric microtubule dynamics facilitate preferential attachment of sister chromatids, enabling asymmetric histone inheritance and differential cell fate specification during male germline stem cell asymmetric divisions. Pharmacological disruption of microtubules with Nocodazole (NZ), a reversible microtubule depolymerizing drug, abolishes asymmetric microtubule dynamics, leading to randomized histone inheritance and impaired cell fate determination^23^. Here, we investigated microtubule dynamics in dividing HBCs by live-cell imaging using a tubulin dye, co-labeled by a p63 transcriptional reporter (*p63*-EGFP)^50^. We found that approximately 31% of dividing HBCs displayed transiently asymmetric microtubule dynamics, whereas the remaining dividing HBCs exhibited symmetric microtubule dynamics (Supplementary Fig. 8A).

We next assessed the effects of NZ treatment on histone inheritance in cultured HBCs (Supplementary Fig. 8B). Following a 16-hour NZ treatment, most HBCs were synchronized at prometaphase. Upon NZ washout, HBCs progressively re-entered mitosis, with the majority reaching telophase 30 minutes post-release (Supplementary Fig. 8B). Under these conditions, live-cell imaging revealed that 100% of HBCs from H4mS;rtTA mice exhibited symmetric H4 segregation (Fig. 5A–C), in contrast to untreated controls, in which a substantial fraction (~30%) displayed asymmetric H4 segregation (Fig. 5B, C).

**Fig. 5:**
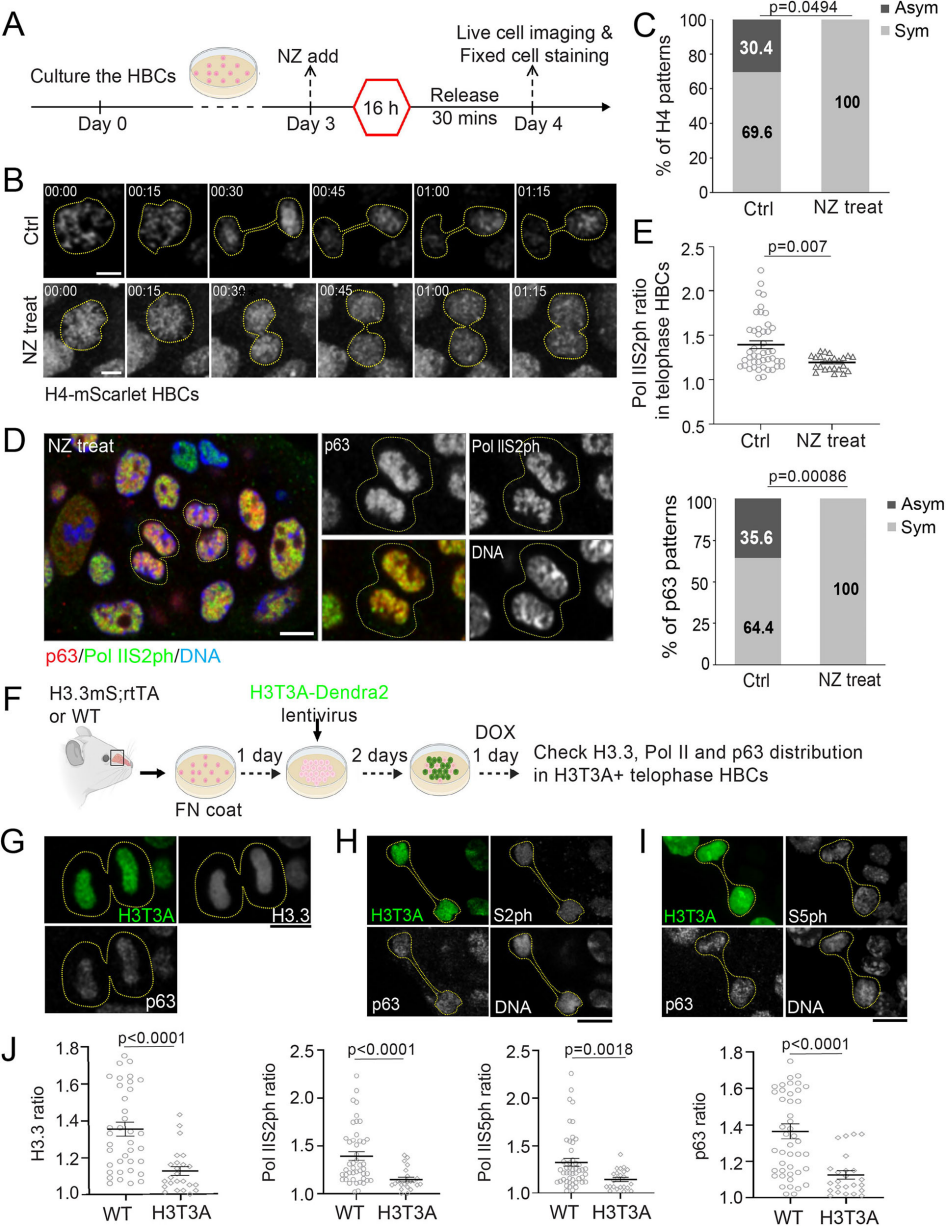
Disruption of asymmetric histone inheritance impairs asynchronous transcription re-initiation and asymmetric p63 distribution. **A** Illustration of Nocodazole (NZ) treatment in primary cultured HBCs. **B** Live cell imaging showing asymmetric H4 distribution in an untreated H4-mScarlet HBC (top panel) and symmetric H4 distribution in a H4-mScarlet HBC after NZ treatment (bottom panel). **C** Percentage of H4 distribution patterns from live imaging with and without NZ treatment (N_Ctrl_ = 23; N_NZ treat_ = 10). Statistical differences according to the chi-square test. **D** Symmetrically dividing HBCs at telophase after NZ treatment. **E** Quantification for the percentage of RNA Pol IIS2ph and p63 distribution patterns in p63+ telophase HBCs. NZ treated telophase HBCs: Pol IIS2ph ratio = 1.19 ± 0.02 (*N* = 24). Control telophase HBCs: Pol IIS2ph ratio = 1.39 ± 0.04 (*N* = 45). **F** Illustration showing the experimental procedure of H3T3A-Dendra2 lentiviral transfection and subsequent induction of H3.3-mScalert expression in cultured HBCs. **G** Distribution pattern of H3.3-mScarlet and p63 in a H3T3A+ telophase HBC. **H** Distribution pattern of Pol IIS2ph and p63 in a H3T3A+ telophase HBC. **I** Distribution pattern of Pol IIS5ph and p63 in a H3T3A+ telophase HBC. **J** Quantification of H3.3 ratio, Pol IIS2ph ratio, Pol IIS5ph ratio, and p63 ratio in H3T3A+ and WT control telophase HBCs. H3T3A telophase HBCs: H3.3 ratio = 1.13 ± 0.12 (*N* = 24); Pol IIS2ph ratio = 1.15 ± 0.02 (*N* = 22); Pol IIS5ph ratio = 1.15 ± 0.02 (*N* = 23); p63 ratio = 1.13 ± 0.12 (*N* = 24). Control telophase HBCs: H3.3 ratio = 1.35 ± 0.23 (*N* = 38); Pol IIS2ph ratio = 1.39 ± 0.04 (*N* = 45); Pol IIS5ph ratio = 1.33 ± 0.04 (*N* = 50); p63 ratio = 1.37 ± 0.04 (*N* = 45). All ratios: Mean ± SEM. Statistical differences according to Chi-square test in (**C**) and (**E**-bottom panel). Statistical differences according to two-sided Mann-Whitney test in (**E**-top panel) and (**J**). Scale bars: 5 µm in (**B**) and (**D**); 10 µm in (**G**)–(**I**). The cartoon elements are created in BioRender. Chen, X. (2026) https://BioRender.com/4e6v2wg. Source data are provided as a Source Data file.

To investigate the consequences of disrupting asymmetric histone inheritance, we examined the distribution of Pol IIS2ph and p63 in NZ-treated HBCs. Immunostaining revealed a marked reduction in asymmetric distribution of both Pol IIS2ph and p63 in telophase HBCs (Fig. 5D, E; Supplementary Fig. 8C).

In *Drosophila*, expression of histone H3 carrying a threonine-to-unphosphorylatable alanine at residue 3 (H3T3A) disrupts asymmetric H3 inheritance in male germline stem cells and leads to germ cell loss and germline tumors^26^. We introduced H3T3A in cultured HBCs derived from H3.3mS;rtTA mice via viral transfection (Fig. 5F) and found that H3T3A disrupted asymmetric histone inheritance in telophase HBCs (Fig. 5G, J), recapitulating its effects in *Drosophila* male germline stem cells. We next examined the distributions of Pol IIS2ph and Pol IIS5ph, markers of transcription reinitiation, as well as p63, and found that H3T3A expression also disrupted asynchronous transcription reinitiation (Fig. 5H–J) and asymmetric p63 distribution in telophase HBCs (Fig. 5G–J).

Together, these results suggest that disrupting microtubule dynamics by NZ treatment or directly perturbing chromatin through the H3T3A mutant histone abolishes asymmetric histone inheritance. Loss of asymmetric histone inheritance, in turn, leads to a loss of asynchronous transcription reinitiation and asymmetric cell fate specification in dividing HBCs.

### Loss of histone asymmetry impairs OE recovery after injury

To further investigate the in vivo consequences of losing asymmetric histone inheritance, we administered NZ one day after MMZ injection and accessed the OE regeneration process (Fig. 6A). During early regeneration, NZ-treated OE showed a significantly higher proportion of proliferating HBCs on Days 2 and 3 post-MMZ injection (Fig. 6B). In contrast to control (non-NZ treated) (Fig. 1I, Supplementary Fig. 3), in which ~40% of dividing HBCs exhibited asymmetric p63 distribution and perpendicular division angles on Day 2 post-MMZ injection, NZ-treated dividing HBCs predominantly exhibited symmetric p63 distribution and parallel division angles (Fig. 6C, D). These results indicate that NZ treatment disrupts the balance between asymmetric and symmetric cell fate specification and increases HBC proliferation during early OE regeneration.

**Fig. 6:**
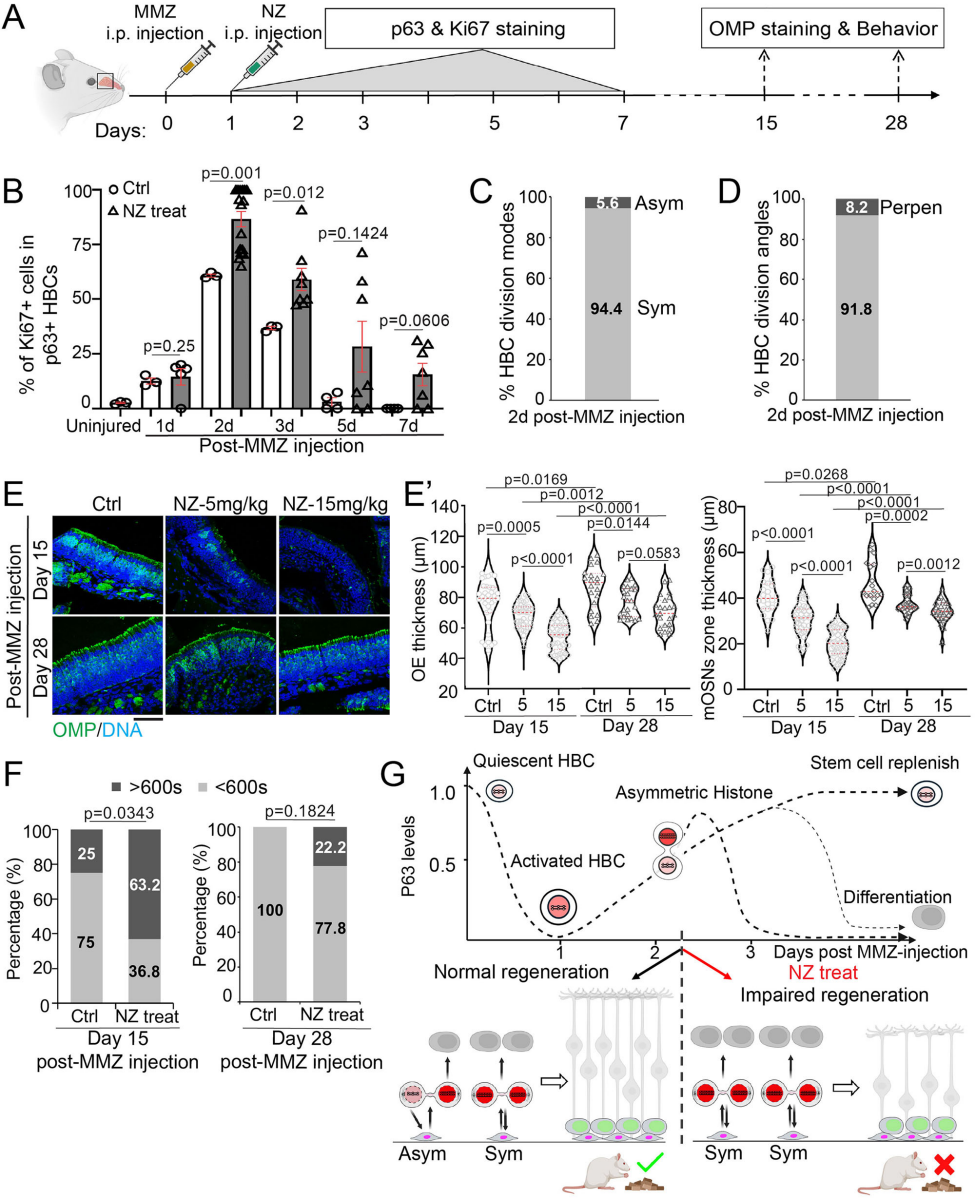
Disruption of asymmetric histone inheritance impairs OE regeneration and attenuates olfactory behavior recovery. **A** Illustration of experimental design for the disruption of asymmetric histone inheritance during the early OE regeneration after injury with Methimazole (MMZ) injection at Day 0 and Nocodazole (NZ) injection at Day 1 in adult mice. p63 and Ki67 staining are performed in the early regeneration stage (Day 1–7). OMP staining and food-seeking behavior are performed in the middle and late regeneration stages (Day 15 and Day 28). **B** Comparison of percentage of proliferating (Ki67+) p63+ HBCs from OE on Day 2 post-MMZ injection with or without NZ injection (Fig. 1B, Supplementary Fig. 1). NZ dose was 15 mg/kg. Statistical differences according to the two-sided Mann-Whitney test. *n*  =  3 biological replicates and error bars represent mean ± SEM. **C** Ratios of asymmetric *versus* symmetric p63 distribution in p63+ telophase HBCs (*N* = 36) from NZ-treated OE. **D** Quantifications of division angles in p63+ anaphase/telophase HBCs (*N* = 49) from NZ-treated OE. **E** OE sections stained with OMP (mOSN marker) on Day 15 (top panel) and Day 28 (bottom panel) post-MMZ injection with NZ dose of 5 mg/kg and 15 mg/kg, respectively. Scale bars: 50 µm. **E’** Quantification for the thickness of the whole OE (left panel) and OMP+ mOSN zone (right panel), respectively. Statistical differences according to the two-sided Mann-Whitney test. **F** Food seeking behavioral results on Day 15 (N_Ctrl_ = 16; N_NZ treat_ = 19) and Day 28 (N_Ctrl_ = 7; N_NZ treat_ = 9) post-MMZ injection. The NZ dose was 15 mg/kg. Statistical differences according to the chi-square test. **G** Cartoons depicting the histone-guided asymmetric cell fate specification and its biological consequence during OE regeneration (see Discussion). Bottom panel: (Left) Normal regeneration, where activated HBCs divide with either symmetric (60–70%) or asymmetric (30–40%) histone inheritance to generate progenitors or replenish the HBC pool, resulting in a balanced cell fate of the HBC daughters, which allows OE and olfactory behavior to recover in a timely manner. (Right) Regeneration with NZ treatment, where activated HBCs divide with only symmetric histone inheritance, resulting in imbalanced cell fates of the HBC daughters, which impairs OE regeneration and attenuates olfactory behavior recovery. HBCs are indicated in magenta, and GBCs are in green. The cartoon elements are created in BioRender. Chen, X. (2026) https://BioRender.com/nvwdduj. Source data are provided as a Source Data file.

To examine the consequences of early-stage disruption of asymmetric histone inheritance and HBC cell fate specification during OE regeneration, we further collected OE tissues on Days 15 and 28 post-MMZ injection (Fig. 6A, E). On Day 15, control mice showed substantial recovery of OE thickness and the number of olfactory marker protein (OMP)-positive mature OSNs (Fig. 6E, E’). In contrast, NZ-treated mice exhibited a significantly thinner OE with a thinner zone of the OMP-positive OSNs (Fig. 6E, E’), indicating attenuated regeneration. By Day 28, OE thickness and the OMP-positive OSN zone were further recovered in both non-NZ-treated control and NZ-treated mice; however, these parameters remained significantly reduced in NZ-treated mice (Fig. 6E, E’). Notably, this defect was dose dependent, with higher NZ doses resulting in a markedly thinner OE on Day 15 and a significantly reduced OMP-positive OSN zone on both Days 15 and 28 (Fig. 6E, E’). Overall, these results indicate that disruption of asymmetric histone inheritance in HBCs by NZ treatment leads to impaired OE regeneration.

To evaluate the functional impact of NZ treatment, we conducted a buried food-seeking behavioral test in NZ-treated mice. On Day 15 post-MMZ injury, 75% of control mice located the buried food pellet within 10 minutes, whereas only 37% of NZ-treated mice succeeded (Fig. 6F). By Day 28, all control mice located the food in a timely manner, but 22% of NZ-treated mice still failed. An olfactory preference test^51^ also showed that NZ-treated mice spent significantly less time exploring attractive odors than non-NZ-treated control mice on Day 15 post MMZ injection, whereas no significant difference was observed between the two groups on Day 28 (Supplementary Fig. 9). These olfactory behavioral deficits are consistent with the attenuated OE regeneration in NZ-treated mice.

Collectively, these in vivo results support that asymmetric histone inheritance in HBCs is required for the rapid regeneration of injured OE tissue and timely recovery of olfactory function (Fig. 6G).

## Discussion

In this study, we investigate histone inheritance and its role in cell fate specification in HBCs during regeneration of the mouse OE. We provide in vivo evidence of asymmetric histone inheritance in a mammalian adult stem cell population and show that this asymmetry occurs in a substantial fraction of dividing HBCs at the earliest stages of injury-induced regeneration. Asymmetric histone inheritance correlates with asynchronous transcription reinitiation and asymmetric distribution of p63, a master regulator of HBC fate, in telophase HBCs both in vivo and in primary culture. Disrupting histone inheritance asymmetry abolishes these transcriptional and p63 asymmetries, indicating their contributions to cell fate specification. Single-cell transcriptomic profiling of paired HBC daughter cells further reveals asymmetric multilineage cell fate priming. Finally, nocodazole treatment during early OE regeneration impairs olfactory sensory neuron regeneration and smell behavior recovery, underscoring the functional importance of asymmetric histone inheritance in tissue repair. Together, these findings highlight asymmetric histone inheritance as a biologically significant mechanism regulating stem cell function.

Asymmetric histone inheritance has been shown to regulate cell fate decisions in asymmetrically dividing *Drosophila* germline and intestinal stem cells^24,27^. Here, we report that asymmetric histone inheritance also regulates cell fate specification in a mammalian adult stem cell lineage, suggesting a conserved epigenetic mechanism in different adult stem cell systems across phyla. In olfactory HBCs, histone amount asymmetry is more pronounced for the canonical histones H3 and H4 than for H2A and H2B, consistent with previous findings in *Drosophila* adult stem cells^24,25^. Notably, the transcription-dependent histone variant H3.3^52,53^, whose incorporation is replication-independent, also shows asymmetric inheritance. This finding suggests that (H3.3-H4)₂ tetramers may serve as key carriers of epigenetic information in HBCs. Because H4 lacks variants, total H4 levels likely reflect overall nucleosome density, whereas nucleosome composition and post-translational modifications (PTMs) provide locus-specific regulatory information. Indeed, H3.3-H4-containing nucleosomes are typically associated with active transcription, whereas H3-H4-containing nucleosomes can mark either active or repressive chromatin depending on their PTMs (e.g., active H3K4me3 and H3K36me3^54,55^ versus repressive H3K9me3 and H4K20me3^56,57^). In this study, scRNA-seq of paired daughters revealed asymmetric multilineage priming, linking H3.3 transcript asymmetry to divergent differentiation trajectories (Fig. 4G, H). Additional sequencing-based approaches will be needed to define how these chromatin features contribute to differential gene expression in the two daughter cells arising from an HBC division.

We further showed asymmetric enrichment of transcriptionally engaged phosphorylated RNA Polymerase II and the key fate determinant p63 with sister chromatids in telophase HBCs, indicating that chromatin differences underlie asynchronous transcription reinitiation and transcription factor rebinding in daughter cells. Together with the asymmetric inheritance of H3.3, these findings reveal differential transcription reinitiation as a key biological consequence of asymmetric histone inheritance. Previous studies examined only old versus new H3.3 inheritance in *Drosophila* male germline stem cells^24,40^ and did not assess total H3.3 levels or the transcriptional reactivation between sister chromatids. Our results extend previous findings of asynchronous DNA replication reinitiation in daughter cells derived from *Drosophila* male germline stem cells^30^. Mechanistically, previous studies in *Drosophila* male germline stem cells have shown that both *trans*-acting asymmetric mitotic spindle activity and *cis*-acting H3T3 phosphorylation are required for asymmetric histone partitioning^23,26^. Consistently, live-cell imaging revealed asymmetric microtubule dynamics in dividing primary cultured HBCs. Disruption of microtubules by NZ or expression of an H3T3A mutant histone abolished asymmetries in histone inheritance, differential RNA Pol II phosphorylation, and polarized p63 association in HBCs, demonstrating conservation of key regulatory mechanisms. These findings reveal both conserved features and system-specific nuances of asymmetric histone inheritance across adult stem cell systems, from *Drosophila* to mammals, in contexts of tissue homeostasis and regeneration.

HBCs are largely quiescent under homeostatic conditions but become activated and proliferative following OE injury. During regeneration, p63 is transiently downregulated to permit its activation and subsequently upregulated in proliferating HBCs to support differentiation and self-renewal. In this study, we used methimazole (MMZ), a drug commonly used to induce OE injury and HBC activation. It should be noted that different lesion methods^11,14,15^ may activate HBCs with different temporal dynamics and even potentially distinct mechanisms. Based on our results with methimazole (Fig. 1B, C, Supplementary Fig. 1), activated HBCs likely undergo only one to two divisions during regeneration. The resulting daughter cells can differentiate into globose basal cells or sustentacular cells^12^, while also replenishing the HBC pool for future repair. How individual HBC divisions coordinate to accommodate these two functions remains to be explored in the future.

In many adult tissues, stem cells divide asymmetrically to balance self-renewal and differentiation^58^. In injured OE, we found that ~40% of activated HBCs divide asymmetrically with respect to histone inheritance and p63 distribution. Notably, sister chromatids with higher histone levels also exhibited increased p63 abundance, whereas sister chromatids with lower histone levels displayed reduced p63 levels. These findings suggest that asymmetric histone inheritance may act as a chromatin-based guide to differentially prime daughter cell fates by regulating both the chromatin association of key fate determinants, such as p63, and transcription reinitiation. Indeed, asymmetric histone distribution correlated with differential enrichment of Pol IIS5ph and Pol IIS2ph, as well as EU-labeled nascent transcripts (Fig. 3D–F).

During late telophase, when chromosomes start to decondense, guider histones, including H4, H3, and H3.3, were asymmetrically distributed between sister chromatids (Fig. 2C–E). The sister chromatid inheriting higher guider histones and greater p63 initiated transcription earlier, potentially enabling the corresponding daughter cell to reach a differentiation-competent state sooner. The other sister chromatid, inheriting lower guider histones and less p63 initiated transcription later, which may delay its future daughter cell to reach this transition stage (Fig. 6G). After division, the daughter cell inheriting more guider histones will start differentiation toward a progenitor or a sustentacular cell sooner for prioritizing regeneration needs, consistent with the observation of high histone levels in differentiating progenitors (p63-negative cells, Fig. 1E). The other daughter cell inheriting less guider histones will serve to replenish the stem cell pool or to differentiate depending on the sufficiency of the earlier-generated progenitors for tissue repair. The scRNA-seq results are consistent with the output of differential cell fate priming due to asymmetric histone inheritance, where the daughter carrying higher H3.3 levels preferentially expressed the differentiation-related genes, while the other daughter carrying lower H3.3 levels showed no preference for self-renewal or differentiation (Fig. 4H). It should be noted that although high p63 levels are required to maintain HBC quiescence, quiescent HBCs retain relatively low levels of histone H4 (Fig. 1E). This suggests that p63 may regulate distinct cellular states through context-dependent chromatin statuses. How p63 functions in mitotic HBCs, when high (H3.3-H4)_2_ guides p63 enrichment, and how p63 maintains quiescent HBCs during interphase, when low (H3-H4)_2_ associates with p63 abundance, remains unclear and may involve temporally and cell-cycle-dependent regulation of chromatin architecture.

In *Drosophila* male germline, disruption of asymmetric histone inheritance leads to defects such as tumors or stem cell hyperplasia, stem cell loss, and reduced fertility^26,27^. Similarly, in the mammalian olfactory system, disruption of asymmetric histone inheritance through NZ treatment or H3T3A mutation impairs the balance between HBC differentiation and self-renewal. This imbalance further results in attenuated OE regeneration and impaired smell recovery. Previous studies showed that Notch signaling and Rac1 could regulate cell fate decisions after injury in this system^59,60^. Future studies will be needed to elucidate the relationships between histone asymmetry and these signaling pathways in regulating HBC fates.

In summary, our results demonstrate that asymmetric histone inheritance regulates transcription reinitiation and guides distinct cell fates during mouse olfactory tissue regeneration. These studies provide insights into how epigenetic mechanisms shape stem cell behavior in vivo and highlight its importance in neural tissue repair. Understanding these processes may have broader implications for olfactory dysfunction associated with injury, aging, neurodegenerative disease, and viral infections such as COVID-19.

## Methods

### Mouse lines

All experiments were performed on adult mice at 6-8 weeks of age. Both males and females were used in all experiments. The mice were maintained with open access to food and water under a 12-hour light/12-hour dark cycle. TRE3G-H4-mScarlet and TRE3G-H3.3-mScarlet mouse strains were obtained from Sue Hammoud laboratory, p63-EGFP reporter mouse strain was from Sinha laboratory, and B6N.FVB(Cg)-Tg(CAG-rtTA3)4288Slowe/J mouse strain was from Jackson lab (Strain #:016532). All animal experiments were conducted according to the procedures approved by the Johns Hopkins University IACUC guidelines (approval protocol numbers MO19A127/MO22A71/MO24A114).

### Cryosection of injured OE

Mice were euthanized by carbon dioxide (CO2) asphyxiation, followed by cervical dislocation to ensure death prior to tissue collection on designated days following methimazole (50 mg/kg) i.p. injection. Half heads, with an intact olfactory epithelium, were collected for cryosection. The samples were first rinsed in PBS and fixed with 4% PFA overnight. The samples were then treated with 0.5 M EDTA for 1 day for decalcification, followed by 10% sucrose overnight and then 30% sucrose overnight for cryoprotection. All sample fixation and treatment procedures were done at 4 °C. The sample was then embedded in O.C.T and stored at −20 °C, and cut into 8–10 µm slices using a cryostat and collected onto microscope slides (12-550-15, Fisher Scientific).

### Immunofluorescence staining

For tissue sections, the slides were first boiled in 0.01 M citrate buffer (pH 6.0) for 20 minutes for antigen retrieval, followed by treatment with 0.1 M glycine in phosphate-buffered saline (PBS, pH 7.6) for 10 minutes. The OE sections were then treated with PBS containing 0.5% Triton X-100/0.05% Tween-20 (PBST) for 30 minutes and blocked in 5% BSA in PBST (blocking buffer) for 1 hour. The sections were then incubated with primary antibodies diluted in blocking buffer at 4 °C overnight, followed by detection with Alexa secondary antibodies (Invitrogen) as described^28^.

For cultured cells, the samples were fixed in 4% PFA for 30 minutes. The cells were then treated with PBS containing 0.5% Triton X-100/0.05% Tween-20 (PBST) for 30 minutes and blocked in 5% BSA in PBST (blocking buffer) for 1 hour.

The primary antibodies and dilutions used were as follows: mouse monoclonal anti-p63, 1:100 (D-9, sc-25268; Santa Cruz); rabbit monoclonal anti-Ki67, 1:250 (NB600-1252, NOVUS); rabbit polyclonal anti-RNA polymerase II RPB1 phospho S2, 1:800 (AB5095, Abcam); rabbit polyclonal anti-RNA polymerase II RPB1 phospho S5, 1:800 (AB5131, Abcam); rat monoclonal anti-RNA polymerase II CTD, 1:200 (61082, Active Motif); rabbit polyclonal anti-Histone H4, 1:200 (Ab10158, Abcam), rabbit monoclonal anti-Histone H3, 1:200 (A17562, ABclonal); rabbit monoclonal anti-Histone H3.3, 1:250 (NBP2-67530, NOVUS); ChromoTek Histone-Label Atto488 (for H2A-H2B), 1:400 (tba488, Proteintech); rabbit monoclonal anti-phospho-Histone H3Thr3 (JY325), 1:800 (05-746 R, Millipore Sigma); Goat anti-Olfactory Marker Protein (OMP), 1:500 (544-10001, WAKO). Nuclei were counterstained using Hoechst 33342, and slides were mounted with VectaShield mounting medium (Vector Laboratories, Inc.).

### Western blot analysis

Proteins were extracted from one side of OE tissue using 150 μL of RIPA lysis buffer containing Protease Inhibitor (P8340, Sigma). The tissue sample was physically disrupted using electronical homogenizer and then treated with ultrasonication in the extraction buffer before centrifugation at ~14,000 *g* at 4 °C for 10 minutes. The supernatant was collected and boiled in 1×SDS loading buffer for 5 minutes. Western blot analysis was performed as previously described^28^. The proteins were separated by NuPAGE™ Bis-Tris Mini Protein Gels, 4–12%, 1.0–1.5 mm (NP0321BOX, Thermo Fisher), and then transferred to nitrocellulose membranes (Life Sciences). After blocking, the membranes were incubated with anti-H4 antibodies (1:10,000, Sigma, 05-858) at 4 °C overnight, and after washing, then incubated at room temperature with horseradish peroxidase-conjugated (HRP)-conjugated secondary antibodies (1:1000, CST, 7074S) at room temperature for 1 h. The membranes were developed using SuperSignal™ West Pico PLUS Chemiluminescent Substrate kit (Cat# 34577, Thermo Fisher). The immunoreactive protein bands were visualized using a G:Box Chemi XRQ gel doc system (Syngene).

### EdU pulse-labeling of mouse OE tissue

EdU labeling was performed using the Click-iT Plus EdU Imaging Kit (Invitrogen C10640 and C10339) according to the manufacturer’s instructions. 6-8-week-old mice were injected i.p. with 100 μL of 2.5 mg/mL EdU dissolved in PBS. The OE tissues were collected 2 hours after EdU injection. The samples were fixed and cryo-sectioned as described in the cryosection preparation, followed by immunostaining. Fluorophore (Alexa Fluor 647 or 594) conjugation to EdU was performed prior to secondary antibody incubation.

### Primary HBC culture with extracellular matrix

The primary HBC culture was performed based on the previously published method^39^ with optimized culture conditions. Briefly, OE tissues were dissected from adult mice (6-8 weeks old) 2 days after the methimazole injection. The collected OE tissue was finely minced in the complete HBC culture medium and then treated with 1 × collagenase/hyaluronidase at 37 °C for 45 minutes. Samples were centrifuged at 1200 *g* for 5 minutes, and the cell pellets were resuspended in 5 mL pre-warmed 0.25% TrypLE (12604013, Thermo Fisher) at 37 °C for 2 minutes followed by the addition of 10 mL of ice-cold PBS. The samples were then centrifuged at 1200 *g* for 5 minutes, resuspended in 5 mL of pre-warmed dispase (07923, Stemcell Tech) and 10 μL of DNase 1 (07900, Stemcell Tech), and briefly triturated at 37 °C for 1 minute. Then, 10 mL of ice-cold PBS was added, and samples were filtered through Falcon 40 μm cell strainers into 50 mL conical centrifuge tubes. The cells were then collected and cultured in the complete HBC medium. To maintain HBCs in different activation statuses, two types of extracellular matrix, Tropoelastin (07003, Stemcell Tech) and Fibronectin (F2006, Sigma), were used. Before seeding the cells, the culture dishes were coated with Tropoelastin or Fibronectin overnight.

### Live cell imaging of HBCs

The cultured HBCs were infected with lentivirus (Lenti-CAG-FUCCI-CA5, from HHMI core facility) at ~10 MOI in the HBC medium for 1 day and then maintained in fresh HBC medium for 1 more day to allow for fluorescent reporter expression. Live cell imaging of HBCs was performed on a STELLARIS 5 confocal microscope equipped with a Leica HC PL APO 63× 1.40-NA oil CS2 objective, a white light laser, and a power HyD S detector. The objective was maintained at 37 °C throughout the experiment using an objective heater. 5% CO2 and 100% humidity were maintained by the Tokai Hit STX stage top incubation system. The same imaging procedure was followed for imaging of the live tubulin (SPY555-tubulin) and live DNA (SPY555-DNA) dye.

### H3T3A mutation in primary culture HBCs

The H3T3A-Dendra2 construct was generated based on the previously described H3-Dendra2 plasmid^28^. Briefly, the threonine-to-alanine point mutation at residue 3 of histone H3 (H3T3A) was introduced by site-directed mutagenesis (NEB #E0554). The resulting H3T3A-Dendra2 sequence was verified by Sanger sequencing.

The H3T3A-Dendra2 lentivirus was generated by the Janelia Viral Tools team (RRID:SCR_026440). Briefly, the H3T3A-Dendra2 coding sequence was subcloned into a lentiviral expression vector under the control of CAG promoter (ALSTEM, Inc., Cat LV300). Lentivirus was produced by co-transfecting the H3T3A-Dendra2 lentiviral plasmid together with packaging plasmids (Rev, Gag/Pol, and VSV-G) into HEK293T cells using a standard polyethylenimine transfection method. Viral supernatants were collected at 48 and 72 hours post-transfection, purified by ultracentrifugation through a 20% sucrose cushion, and filtered through a 0.22 µm membrane. Viral titer was measured by quantitative PCR and determined to be 2.9 × 10^9^ IU/mL. Aliquots (10 µL) were stored at −80 °C until use.

For transfection, primary cultured HBC cells in one FluoroDish with 35 mm Diameter and 23 mm well (FD35-100, WPI) were incubated with 500 uL culture medium with 10 uL H3T3A-Dendra2 lentiviral particles, followed by fresh medium replacement after 24 hours. Expression of H3T3A-Dendra2 was visualized 48 hours post the transfection.

### EU pulse-labeling in primary culture HBCs

Primary cultured HBCs were labelled with 0.5 mM 5-ethynyluridine (EU) in complete HBC medium for 1 hour at 37 °C. Then the media with EU was removed, and the cells were washed 3 times with PBS and fixed with 4% PFA overnight at 4 °C. To visualize EU, HBCs with primary antibodies staining were subsequently processed for the click reaction with Alexa A555-azide (ThermoFisher, A20012) and then incubated with secondary antibodies.

### Imaging acquisition

Samples were imaged under a Leica SPE confocal microscope or STELLARIS 5 confocal microscope equipped with a Leica HC PL APO 63× 1.40-NA oil CS2 objective, a white light laser, and a power HyD S detector. Z-stacks of 0.5 µm per layer were taken for mitotic HBCs. The ImageJ software was used to quantify the fluorescent intensities and evaluate the division angle of anaphase and telophase HBCs.

### 3D quantification of telophase HBCs

To quantify the total amount of proteins (such as histones, p63, and RNA Pol II), we conducted a 3D quantification in volume by measuring the fluorescent signal in each plane from the Z-stack^30,40^. Specifically, the 3D quantification of the fluorescent signal was done manually using ImageJ. Un-deconvolved raw images as 2D Z-stacks were saved as unscaled 16-bit TIF images, and the sum of the gray values of pixels in the image (“RawIntDen”) was determined using ImageJ. The gray values of the fluorescent signal pixels for each Z-stack were calculated by subtracting the gray values of the background signal pixels from the gray values of the raw signal pixels. The total amount of the fluorescent signal in the nuclei was calculated by adding the gray values of the fluorescent signal from all Z-stacks. The total amount of fluorescent signals would represent the total amount of protein across the entire nucleus and be used for quantifying the asymmetric and symmetric protein distribution in telophase HBCs.

### Division angle measurement

To measure a division angle of HBCs, use the ImageJ - “Angle” tool to click on three points that define the angle you want to measure. As shown in Supplementary Fig. 3A, the olfactory basal membrane was used to define the baseline, and the division axis was established by the two sets of sister chromatids. During analysis, the division angles of anaphase and telophase HBCs at 60°−90° to the basal membrane were classed as perpendicular; those that were at 0°−30° were classed as parallel. The perpendicular and parallel divisions were used for the quantification in Supplementary Fig. 3C.

### Co-localization analysis

The co-localization assay was performed using FIJI (ImageJ) software. The image was imported into ImageJ, and the HBCs were identified via P63 fluorescent signals. Drawing near the edge of the cell to the best of our ability, we outlined the HBCs of interest using the “freehand selections” tool on the toolbar. After outlining the cell, the selected area was duplicated using a function under the toolbar (Image>Duplicate Image). The duplicated area is then split into individual channels using the toolbar (Image>Color>Split Channels). With this, the images are ready for the co-localization analysis using the Coloc 2 plugin (Analysis>Co-localization>Coloc 2). The Coloc 2 tool implements and performs the pixel intensity correlation over space (pixel intensity spatial correlation analysis). After opening the Coloc 2 plugin pop-up, select the two desired channels to perform the analysis on into “Channel 1” and “Channel 2.” We used Spearman’s Rank Correlation value to compare co-localization between different datasets. The result is +1 for perfect correlation, 0 for no correlation, and −1 for perfect anti-correlation. The co-localization analysis was performed between p63 and different histones (H4, H2A-2B, H3.3, and H3) in Fig. 2H.

### Single-cell RNA-seq and data analysis

The single-cell RNA-seq (scRNA-seq) experiment was done following the G&T-seq protocol^47^. Single daughter cells after division of ex vivo cultured primary HBC cells were collected individually using a mouth pipette with pairing information noted. 1 mL of pre-diluted (1:10^6^) ERCC spike-in (Invitrogen Cat# 4456740) was added to the single cell lysate. RNA in the lysate was captured by oligo-dT beads and subjected to reverse transcription. cDNA from a single cell was amplified by 18 PCR cycles before dual indexing with the Nextera XT kit (Illumina Cat# FC-131-1096). The quality of single-cell libraries was confirmed by TapeStation, and libraries of 96 cells from 48 HBC pairs were pooled together for sequencing (150 bp paired-end) in one lane on the Illumina NovaSeq X Plus platform (Novogene US).

The quality of all FASTQ files from Illumina sequencing was analyzed and confirmed by FastQC (v0.12.1). scRNA-seq reads were trimmed with Trimmomatic (v0.39)^61^. The trimmed RNA-seq reads with both pair mates were aligned by STAR (v2.7.11a)^62^ to the GRCm38 annotation (ENSEMBL release 100) plus ERCC information. StringTie (v2.2.1)^63^ was used to generate counts of genes in the GTF reference. After aligning all the RNA-seq reads of the 96 (48 pairs) single cells to the reference genome, the total number of different genes detected in every single cell was examined, and only the cells that captured more than 10,000 genes would be kept for downstream analysis. Meanwhile, the cells that have more than 5% of the reads aligned to mitochondrial genes would be eliminated from downstream analysis. All 96 cells met the quality control criteria and were retained for downstream analysis.

Publicly available single-cell RNA-seq datasets of in vivo retrieved HBC cells were downloaded from Gene Expression Omnibus (accession numbers: GSE99251, GSE95601)^12,46^. scRNA-seq count matrices of all single cells were analyzed by Seurat (v5.1.0)^64^. The “CCAIntegration” method in Seurat was used when integrating the published scRNA-seq data into the newly generated HBC pair datasets before visualization in UMAP. The newly generated scRNA-seq dataset in this study was deposited in Gene Expression Omnibus (accession numbers: GSE286046).

After clustering of the single cells from HBC pairs by Seurat, the RNA-seq results of all cells falling into the “Activated HBC” cluster were treated as one group and compared to the data of cells from the “Renewed HBC” cluster using DESeq2 (v1.44.0)^65^. ERCC spike-in was used for normalization. Log_2_ fold change = ± 1 with adjusted R value < 0.1 was used as a cutoff for significantly up- or down-regulated genes. Significantly upregulated genes were then used for gene ontology analysis with DAVID^66^. ERCC normalized gene counts were used for violin plots, and R values were calculated by a two-tailed t-test.

### Mathematical modeling of the cell cycle and HBCs activation

We consider a model based on ordinary differential equations to capture OE tissue regeneration dynamics after tissue injury. At an intuitive level, the model works by considering the activation of otherwise quiescent HBCs after injury, and activated HBCs undergo asymmetric division, leading to the formation of differentiated cells. The post-injury buildup of differentiated cells reduces HBC proliferation via feedback regulation, and HBCs return to their original quiescent state upon OE regeneration, ensuring tissue homeostasis. We next describe the mathematical model in detail.

Let *H*_1_, *H*_2_, and *H*_3_ denote the fraction of HBCs that are in the G1, S, and G2/M phases of their cell cycle at time $$t$$ after tissue injury. The transition from G1 to S is assumed to occur with rate $${k}_{1}$$. As we will soon see, this rate $${k}_{1}$$ is assumed to depend on a feedback signal from differential cells, such that the absence of differentiated cells triggers HBC activation by enhancing this rate and reducing the G1 phase duration. The transition from S to G2/M occurs with rate $${k}_{2}$$ and we set this rate to be *k*_2_ = 1.33 *day*^−1, which^ corresponds to the duration of S phase to be $$1/{k}_{2}\approx$$18 hours consistent with single-cell microscopy data. Cells in the G2/M undergo division with rate *k*_3_ = 6 *day*^−1^ corresponding to the average time spent in the G2/M phase to be 4 hours. The division of HBCs results in the formation of another HBC in G1 phase, and a differentiated cell whose population number we denote by $$D.$$ This model results in the following system of differential equations that predict the temporal dynamics of *H*_1_, *H*_2_, *H*_3,_ and *D*:

1 $$\frac{d{H}_{1}}{{dt}}={-k}_{1}{H}_{1}+{k}_{3}\,{H}_{3}$$

2 $$\frac{d{H}_{2}}{{dt}}={k}_{1}{H}_{1}-{k}_{2}{H}_{2}$$

3 $$\frac{d{H}_{3}}{{dt}}={k}_{2}{H}_{2}-{k}_{3}{H}_{3}$$

4 $$\frac{{dD}}{{dt}}={k}_{3}{H}_{3}-\gamma D$$

where $$\gamma$$ is the turnover rate of differentiated cells. As mentioned earlier, tissue homeostasis is feedback regulated by making the HBC G1 phase duration dependent on the differential cells via the Hill equation $${k}_{1}=\frac{{k}_{max }}{1+{\left(\frac{D}{K}\right)}^{h}}$$ for some positive constants $${k}_{max }$$, $$K,$$ and Hill coefficient $$h$$. The absence of differential cells $$D=0$$ shortens the G1 phase duration by increasing the rate at its maximum value $${{k}_{1}=k}_{max }$$.

We use $${H}_{2}$$, i.e., the fraction of HBCs in the S phase as the mathematical counterpart to the experimentally measured p63+/EdU+ fraction in Fig. 1C. In the absence of tissue injury, we see basal levels of HBC proliferation, with the fraction of HBCs (p63+/EdU+) seen to be roughly 6.5% in control samples. Using this as an initial condition for the model together with $$D=0$$, we fit the model-predicted dynamics of $${H}_{2}$$ to data by minimizing the least square error between them. We further assume an additional parameter $$\tau$$ that represents an initial time-delay between tissue injury and HBC activation, with $${H}_{1}$$, $${H}_{2},$$ and $${H}_{3}$$ remaining at their basal levels for time *t* < *τ* and following the above differential equation for $$t > \tau$$. The fit of $${H}_{2}$$ to data is illustrated in Supplementary Fig. 5D with feedback parameters estimated as $${k}_{max \,}=2.27\,{da}{y}^{-1}$$, $$\tau=0.8\,{day}$$, $$h=2$$, $$K=0.4\,{a}.u.$$ and $$\gamma=0.06\,{da}{y}^{-1}.$$

### Mathematical modeling of asymmetric cell division and RNA Pol II binding affinity

To model transcription re-initiation during mitotic exit, we analyze the RNA Pol II ratio between sister chromatids in HBCs during telophase. The histogram of the ratios in Supplementary Fig. 6E shows a bimodal distribution consistent with a fraction of cells undergoing symmetric cell division (i.e., equal partitioning of RNA Pol II between sister chromatids) vs. asymmetric cell division (i.e., preferential binding of RNA Pol II to one of the sister chromatids). We computed the statistics of this ratio measured across 55 single cells and obtained the mean, coefficient of variation, and skewness of the ratio to be 1.4 ± 0.08, 0.21 ± 0.03, 0.58 ± 0.45$$,$$ respectively, where the $$\pm$$ denotes the 95% confidence interval as obtained by bootstrapping. We next develop a mathematical model to predict and match these statistics.

Let a cell undergo symmetric cell division with probability $${p}_{s}$$ and RNA Pol II is partitioned symmetrically between the sister chromatids. In this case, we consider the RNA Pol II intensities $${X}_{1}$$ and $${X}_{2}$$ at the two sister chromatids to be drawn from a Gaussian distribution with a mean of one and standard deviation $$\sigma$$, where $$\sigma$$ corresponds to the technical noise in RNA Pol II intensity quantification. In this case of symmetric division, the RNA Pol II intensities and their ratio $$r$$ are determined as $${X}_{1} \sim {{{\rm{{N}}}}}\left(1,\sigma \right),{X}_{2} \sim {{{\rm{{N}}}}}\left(1,\sigma \right),r=\frac{{Max}({X}_{1},{X}_{2})}{{Min}({X}_{1},{X}_{2})}$$. With probability $${1-p}_{s}$$ a cell undergoes asymmetric division, where RNA Pol II is preferentially partitioned towards one sister chromatid and the RNA Pol II intensities $${X}_{1}$$ and $${X}_{2}$$ are determined by $${X}_{1} \sim {{{\rm{{N}}}}}\left(1-{p}_{b},\sigma \right),{X}_{2} \sim {{{\rm{{N}}}}}\left(1+{p}_{b},\sigma \right),r=\frac{{Max}({X}_{1},{X}_{2})}{{Min}({X}_{1},{X}_{2})}$$. where $${p}_{b}$$ represents the bias in RNA Pol II preferentially binding to one sister chromatid over the other, with $${p}_{b}=0$$ corresponding to symmetric RNA Pol II partitioning. In both cases, the ratio $$r$$ is computed by dividing the maximum of the two random variables $${X}_{1}$$ and $${X}_{2}$$ by their minimum.

The proposed model has three parameters: $${p}_{s}$$ the probability of symmetric cell division, $$\sigma$$ representing noise in RNA Pol II abundance quantification, and $${p}_{b}$$ the bias in RNA Pol II binding for asymmetric cell division. For given values of $${p}_{s},\sigma,{p}_{b}$$ we simulated this model for 5,000 in-silico cells, and the statistics (mean, coefficient of variation, skewness) of the ratio $$r$$ obtained from simulations were matched with corresponding statistics obtained from data (as reported above). This process results in the estimation of parameters as $${p}_{s}\approx 0.45,\sigma \approx 0.09,{p}_{b}\approx 0.23$$, and a sample histogram of ratios obtained from simulation is shown in Supplementary Fig. 6F. These results imply an approximately $$0.55$$ probability of asymmetric cell division, and in this case, the ratio of RNA Pol II binding affinity to one sister chromatid over the other is given by $$\frac{1+{p}_{b}}{1-{p}_{b}}\approx 1.6$$, implying a $$60\%$$ increase in binding affinity.

### Olfactory behavioral tests

The 6-8-week C57BL/6 J wild-type mice of both sexes were used for NZ treatment and olfactory behavioral tests.

Buried Food Seeking Behavior Test∶ The mouse was deprived of food for 24 hours but with an open water supply. The mouse was habituated in the test room for 30 minutes before the test and then placed into the testing cage (8 H x 10 W x 18 L, in inches) containing a piece of ~0.5 g peanut bar (Item: 1952, Costco Wholesale) buried at a random location underneath ~1.5 cm of fresh bedding. If an animal finds the peanut bar in less than 10 minutes, it is counted as a success, and the time spent finding the peanut bar is recorded. If an animal fails to find the peanut bar in 10 minutes, the test is terminated.

Olfactory Preference Test: The olfactory preference test was performed based on the published protocol^51^. Briefly, the mouse was habituated sequentially in three bedding-free clean cages (8 H × 10 W × 18 L, in inches) for 15 minutes each. Each mouse was tested for each of three odors for 3 minutes each. The mice were tested and proceeded to the next odor as a cohort. For each trial, a piece of filter paper (2 × 2 inches) containing ~0.5 mL of the odorant solution was placed at one side of the testing cage, opposite to the mouse’s initial position, and then the mouse was given 3 minutes to explore the odorous filter paper. The total probe time (defined by the duration when the tip of the nose was within ~1 mm distance from the filter paper) was quantified from the recorded videos by a blind observer. The concentrations of odorant solutions are listed below: lemon extract (1:10 dilution in distilled water, VITACOST-SKU #: 051381911249); Vanilla extract (1:10 dilution in distilled water, VITACOST-SKU #: 051381912314); Peanut butter (1 g per 10 mL odorless mineral oil, Item: 555000, Costco Wholesale). All cages and materials were thoroughly cleaned with 70% ethanol and dried between trials to prevent cross-contamination.

### Statistics and reproducibility

Statistical evaluation was performed by two-sample Welch t-test, Mann-Whitney unpaired t-test, and Chi-square test. Data are presented as Average ± SEM. *P*  <  0.05 was considered significant for all analyses, and the exact *p*-values were directly indicated in the figures. Statistical analysis was performed by GraphPad Prism 10 software. The fluorescence intensity was measured by the ImageJ software. At least three mice were used as the biological replicates for the experiments, including tissue cryosection and staining. For the olfactory behavioral tests, 16 control and 19 NZ-treated mice were used for the buried food seeking behavior test on Day 15 post-MMZ injection, and 7 control and 9 NZ-treated mice were used for the buried food seeking behavior test on Day 28 post-MMZ injection. 8 control and 10 NZ-treated mice were used for the olfactory preference behavior test on Day 15 and Day 28 post-MMZ injection. No data was excluded except the serial dilution results of H4-mScarlet Western Blot. As clarified in the Fig. 1F legend, the first two lanes were used for quantification due to the low signals of 1∶4 dilution lane. All experiments were replicated at least three times independently to assure reproducibility. For each experiment, both control and treated groups were randomly selected. Sample preparation, data collection, and analysis were performed blindly.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The scRNA-seq dataset in this study was deposited to Gene Expression Omnibus under the accession code GSE286046. Source data are provided with this paper. Additional materials and protocols supporting this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Asymmetric histone inheritance regulates olfactory stem cell fates during regeneration
**Source:** Nat Commun. 2026 Mar 23;17:4361. doi: 10.1038/s41467-026-70987-y
**Supplement:** Supplementary file 1 — Supplementary Information

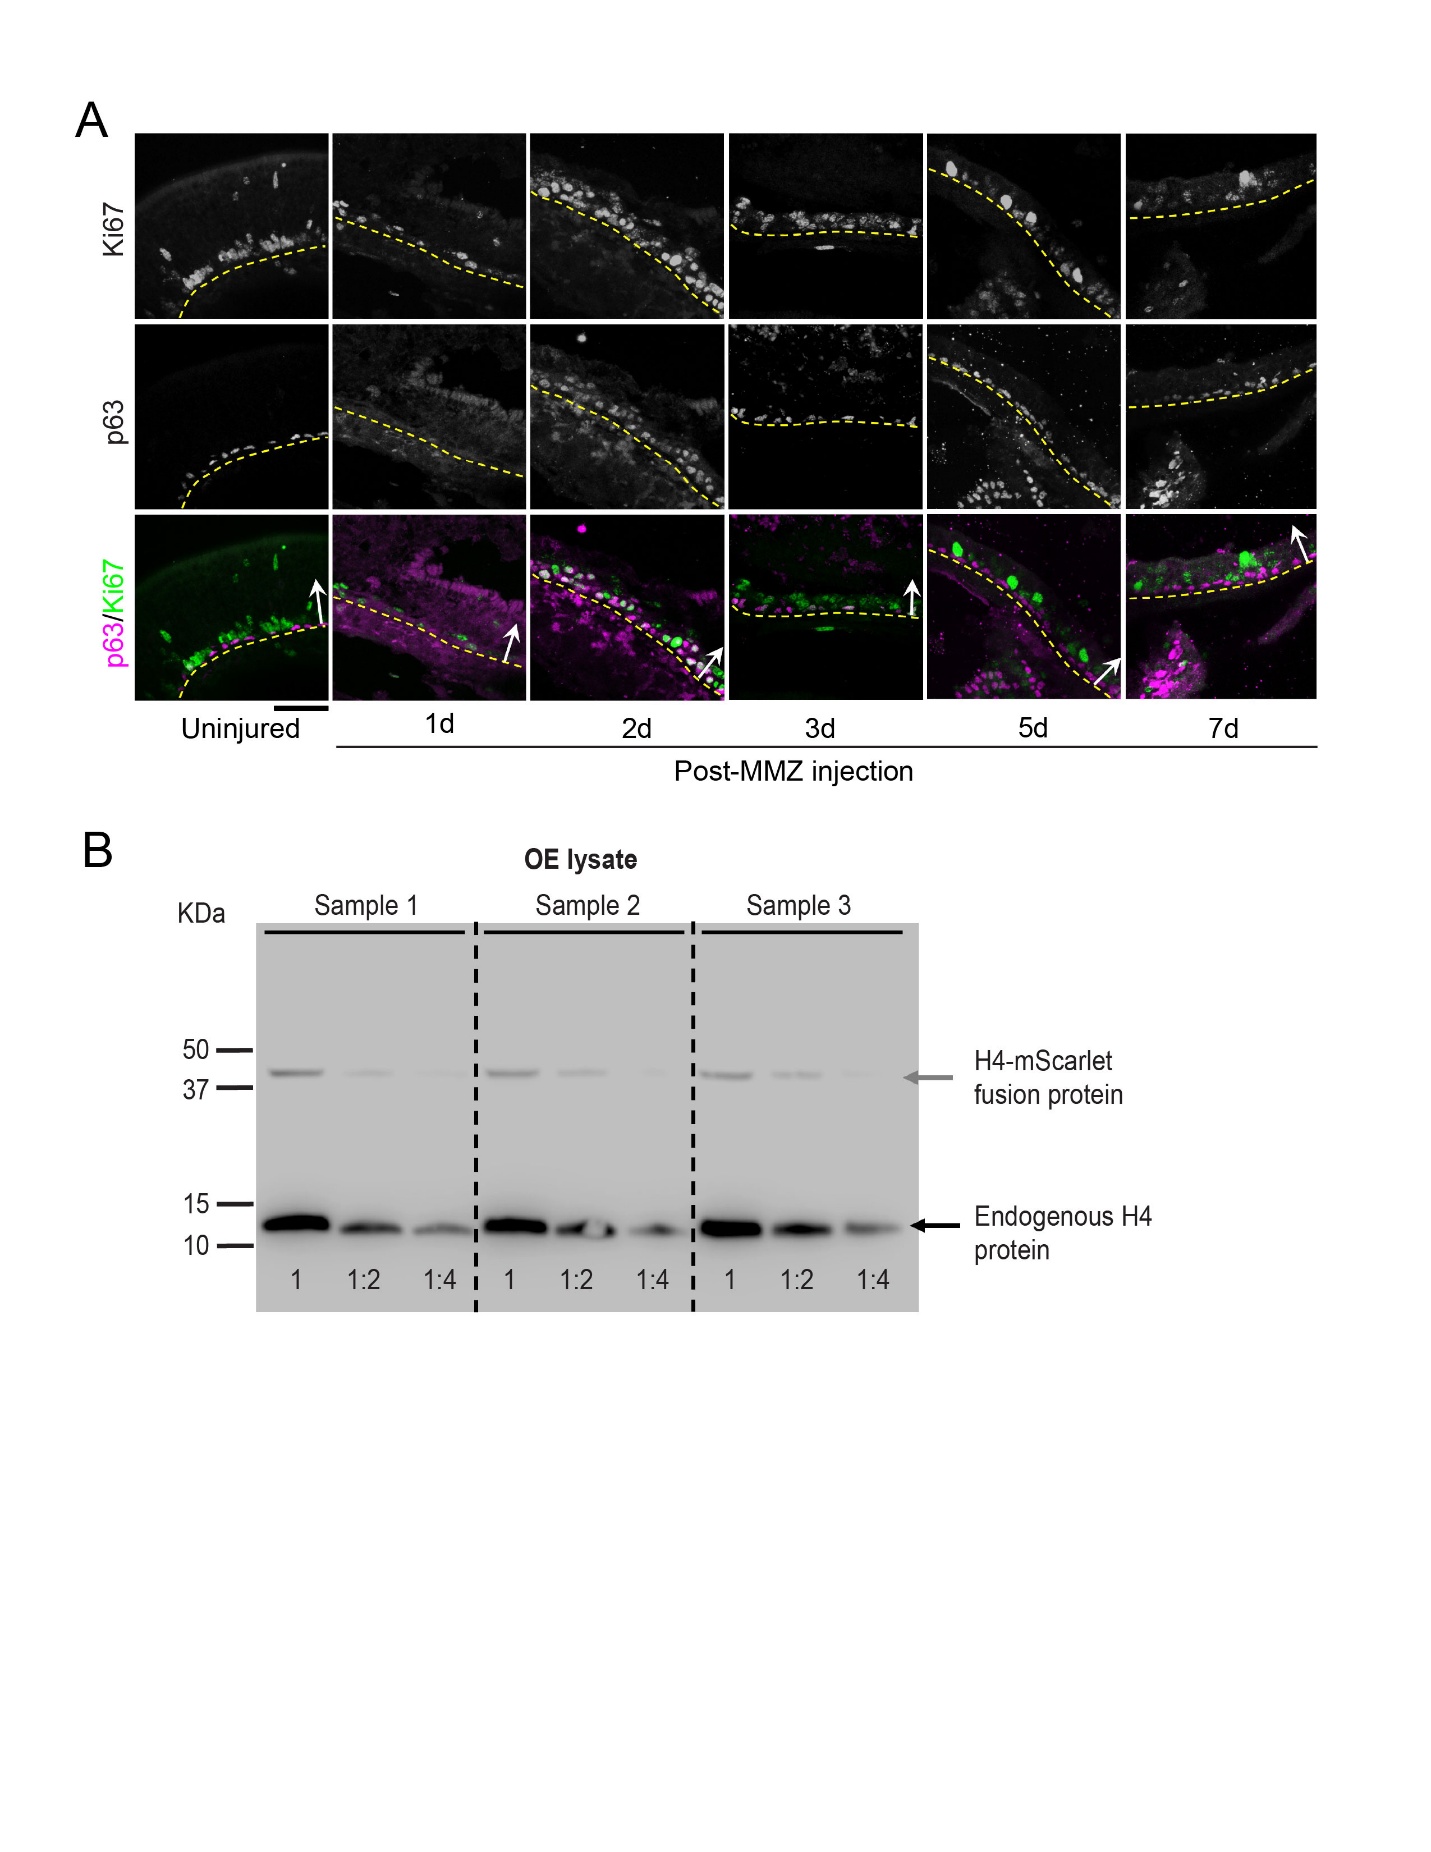

**Supplementary Fig. 1. Post-injury proliferation dynamics of p63+ HBCs and immunoblotting analysis of tagged histone H4.** (**A**) Dynamics of Ki67 labeling in p63+ HBCs during early OE regeneration post-MMZ injection. Tissue sections were from uninjured OE (left panel) and injured OE at Days 1, 2, 3, 5 and 7 post-MMZ injection (right panels). The dotted lines indicate the basal membrane. The arrows point toward the epithelium surface. Related to Fig. 1**B**. Scale bar: 50 µm. (**B**) Immunoblot of H4mS;rtTA OE lysate on Day 2 post-MMZ injection with anti-H4 antibody from three different biological duplicates. The three lanes represent the original OE lysate, 1:2 and 1:4 dilution of the original lysate, respectively. Top band, H4-mScarlet fusion protein, ~40 KD; Bottom band, endogenous H4 protein, ~11 KD.

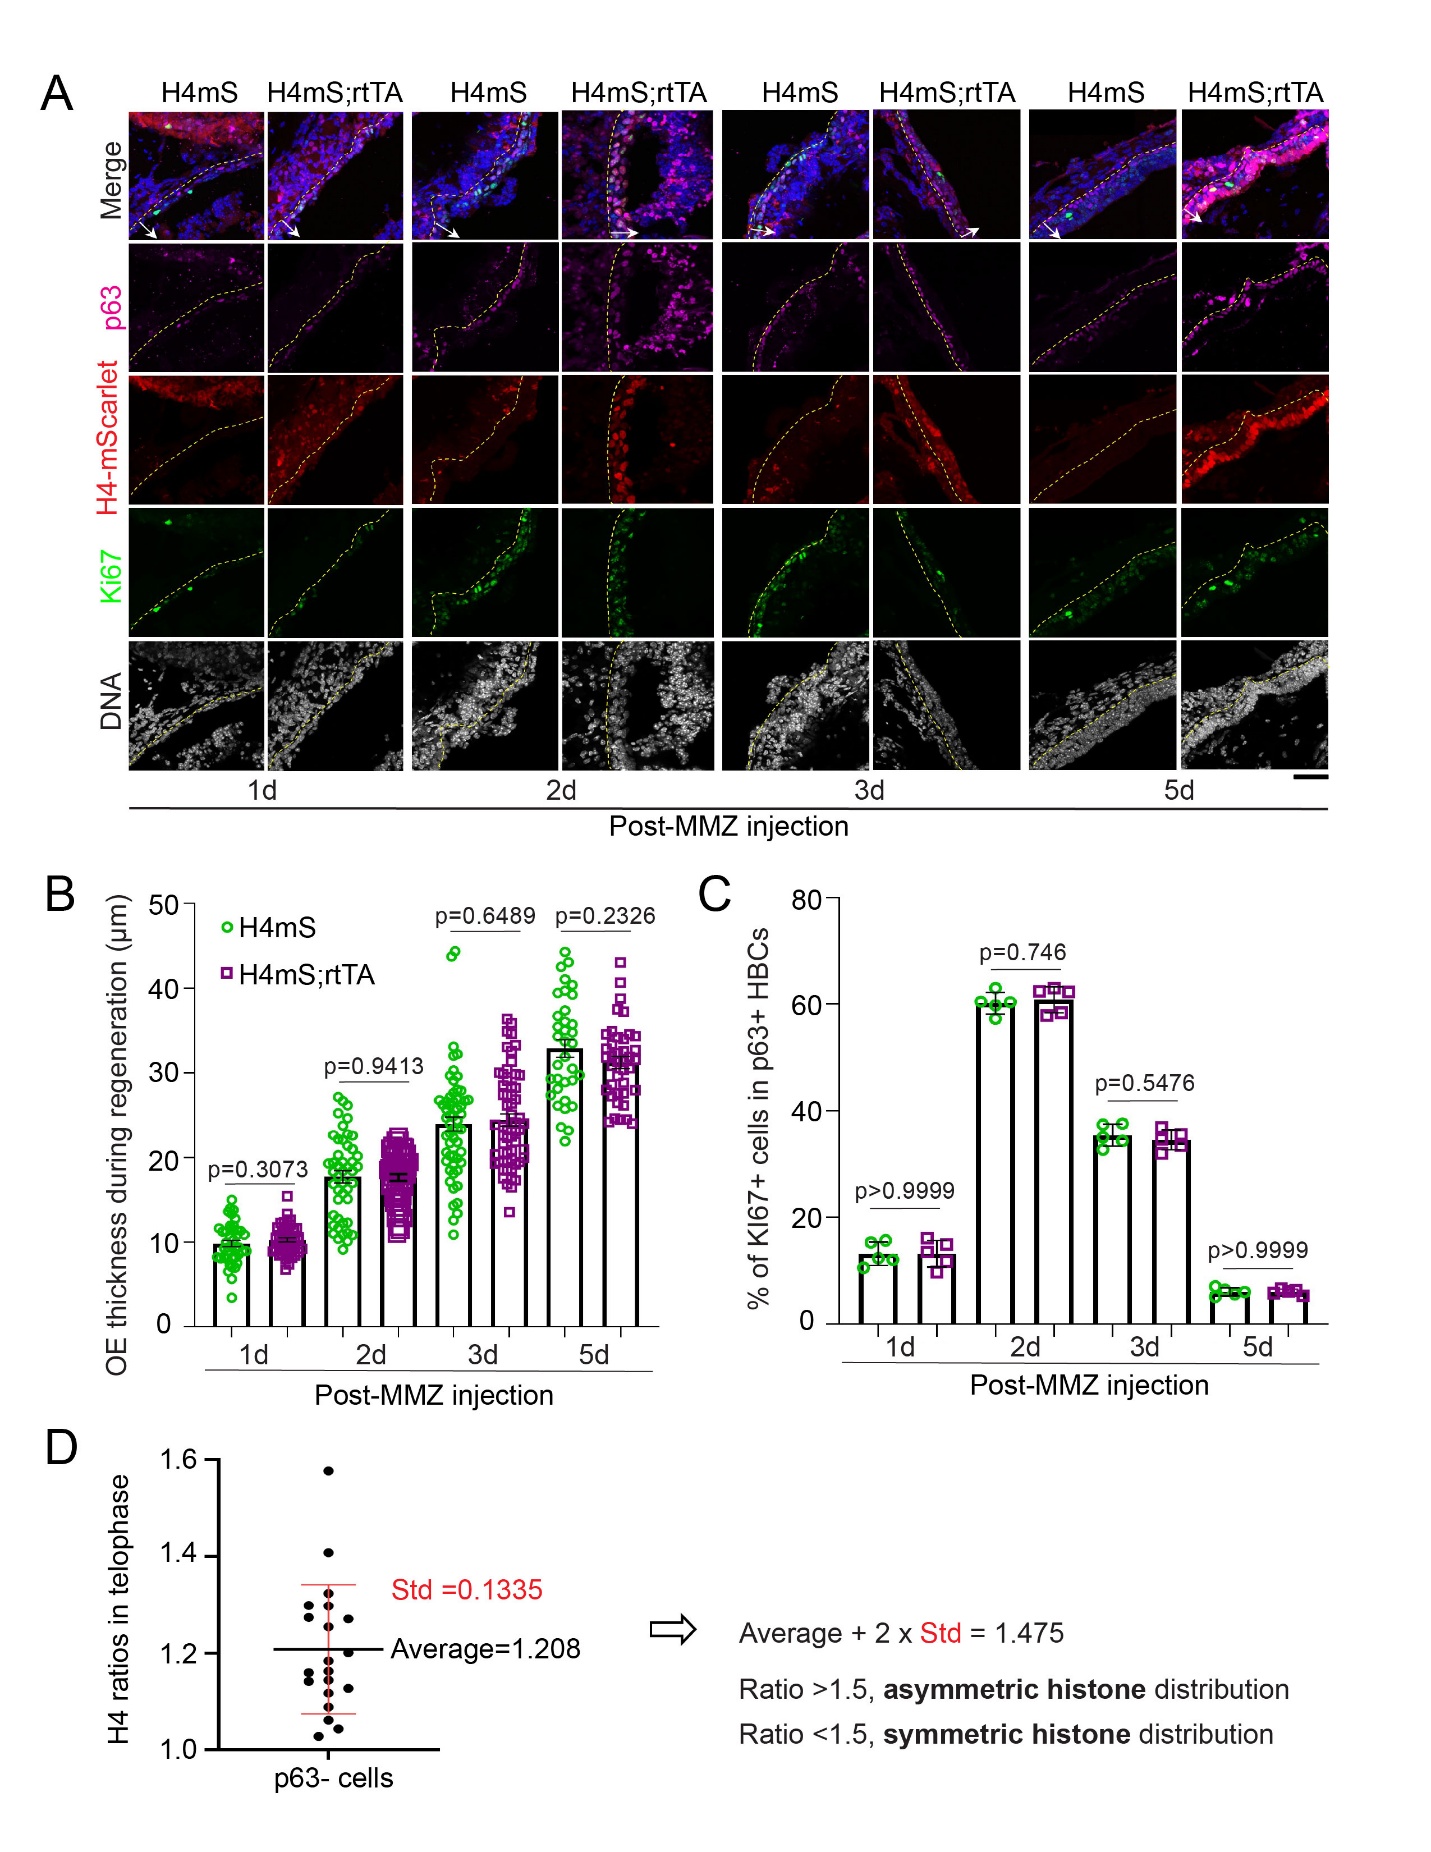

**Supplementary Fig. 2. H4mS;rtTA mice show normal HBCs activation during early OE regeneration.** (**A**) Dynamics of HBC activation and proliferation at Days 1, 2, 3 and 5 post-MMZ injection between H4mS control (H4mS without rtTA) and H4mS;rtTA mice. The dotted line indicates the basal membrane. The arrow points toward the epithelium surface. Scale bar: 50 µm. (**B**) Quantification of OE thickness. Statistical differences according to two-sided Mann-Whitney test. (**C**) Percentages of Ki67+ cells in p63+ HBCs. Statistical differences according to two-sided Mann-Whitney test. *n* = 3 biological replicates and error bars represent mean ± SEM. (**D**) Determination of the cutoff for Histone H4 asymmetry. Left panel shows the ratio of H4 levels between two sister chromatids from p63-negative (p63-) telophase cells from OE sections of H4mS;rtTA mice at Day 2 post-MMZ injection. With the average + 2 × Std (1.475) as the reference, 1.5-fold difference was chosen as the cutoff for assigning asymmetric histone distribution. This cutoff is a confident call and consistent with published cutoff for calling protein asymmetry^61^. Related to Fig. 1H-J, 2C’-F’, 3D’-F’, 4L, 5C, E, J, 6C, S4D-E, S6C-D and S7I.

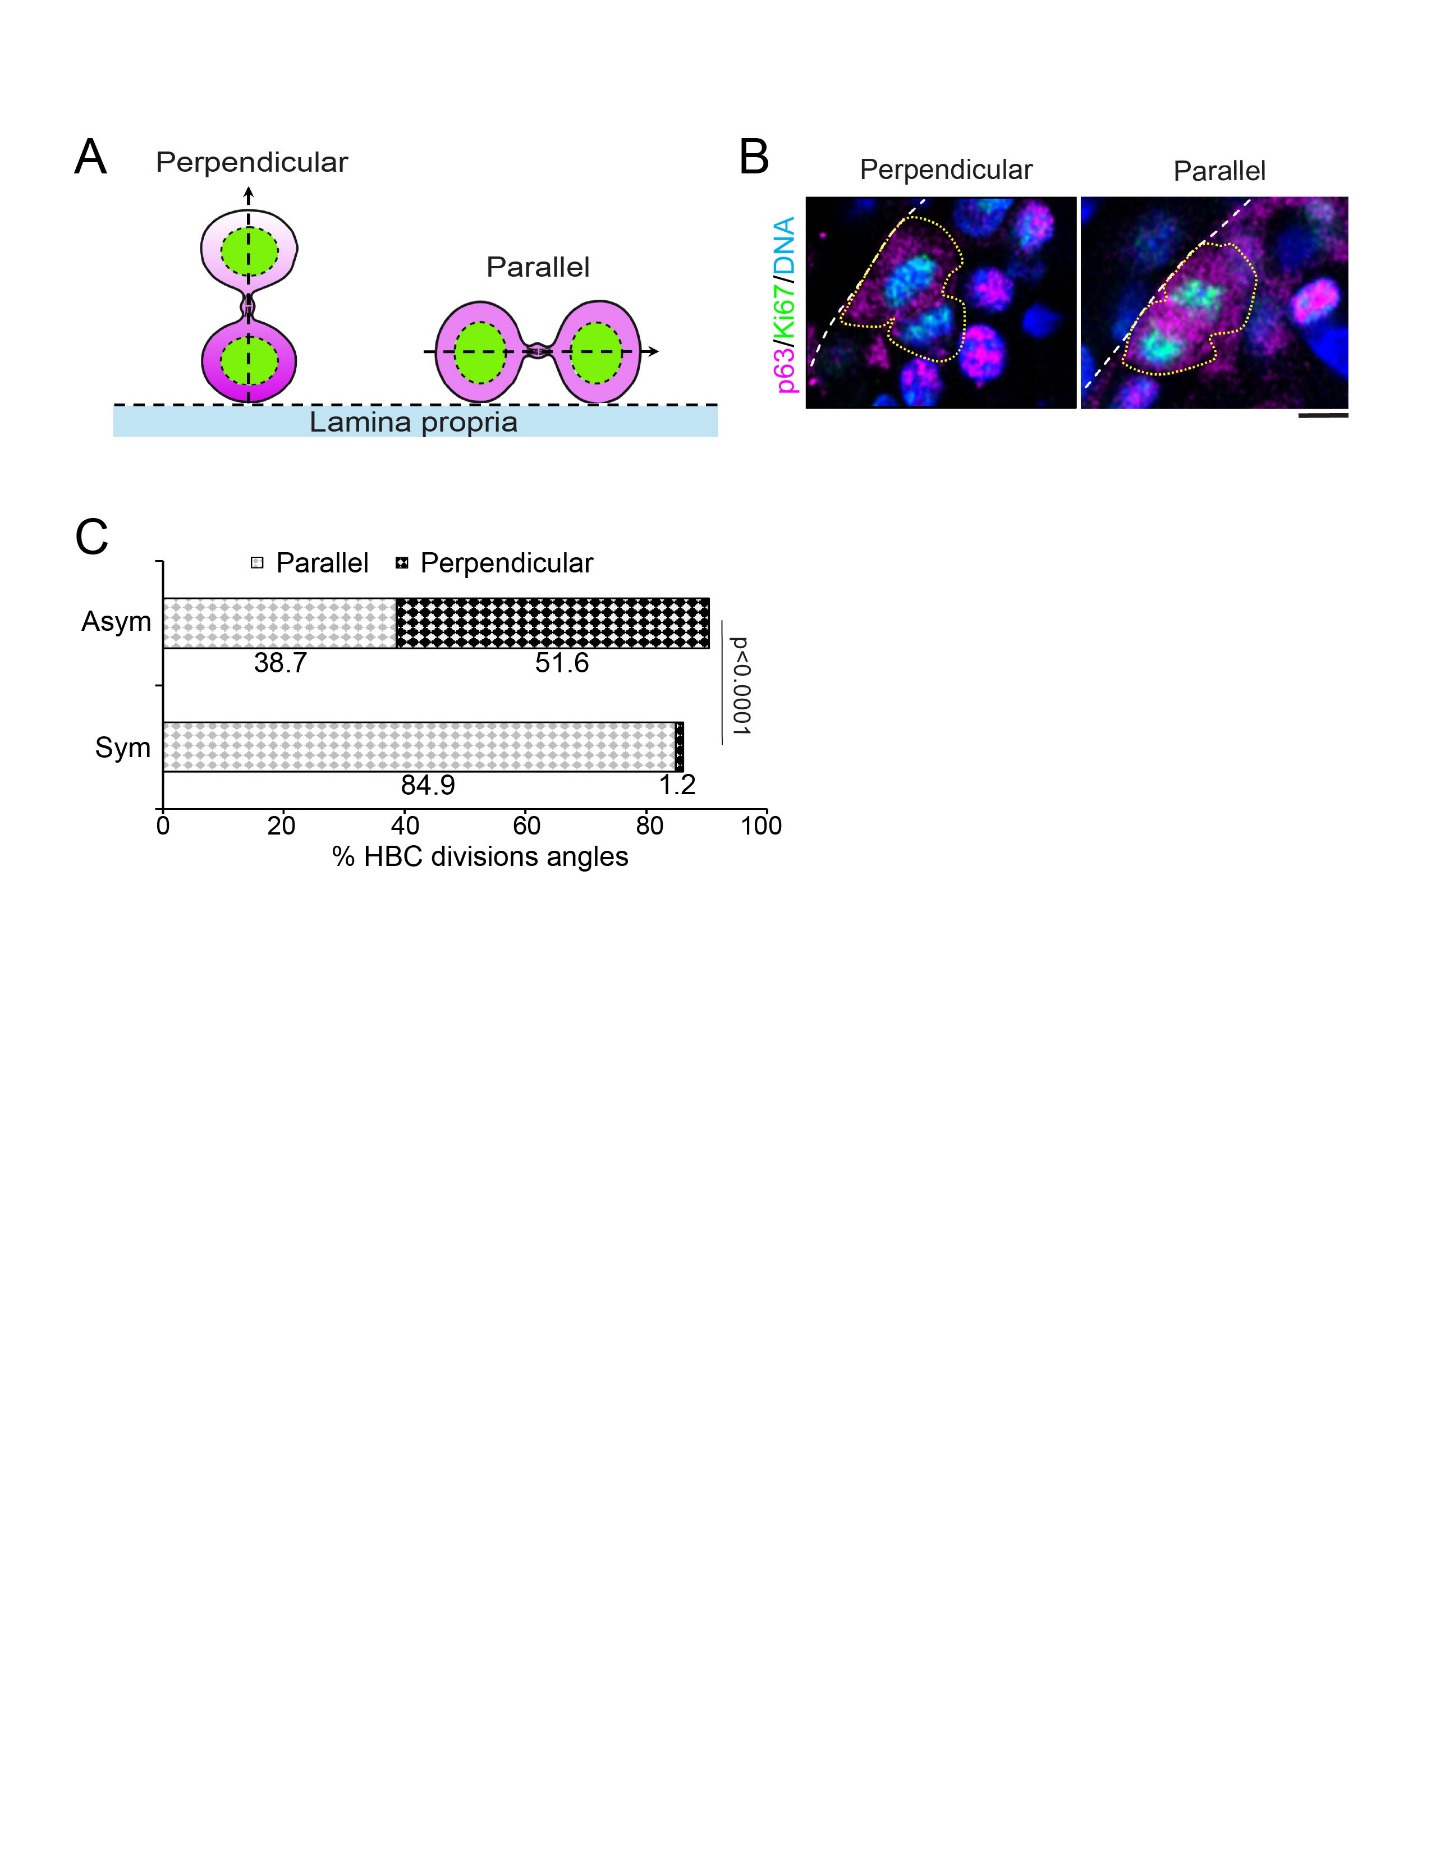

**Supplementary Fig. 3. Division angles of p63+ HBCs during early OE regeneration.** (**A**) Illustration of perpendicular and parallel divisions. The division angle is the angle between the division axis (dashed arrows) and the basal membrane. 0-30°: parallel division; 60-90°: perpendicular division. (**B**) Images of a perpendicular HBC division (left panel) and a parallel HBC division (right panel) with staining of p63, Ki67 and DNA. Scale bar: 5 μm. (**C**) Percentages of perpendicular and parallel divisions in p63+ anaphase/telophase HBCs that show asymmetric or symmetric p63 distribution (N_Asym_ = 31, N_Sym_ = 86) on Day 2 post-MMZ injection. *n* = 3 biological replicates and statistical differences according to Chi-square test. The cartoons are created in BioRender. Chen, X. (2026) <https://BioRender.com/wl8o7ni>.

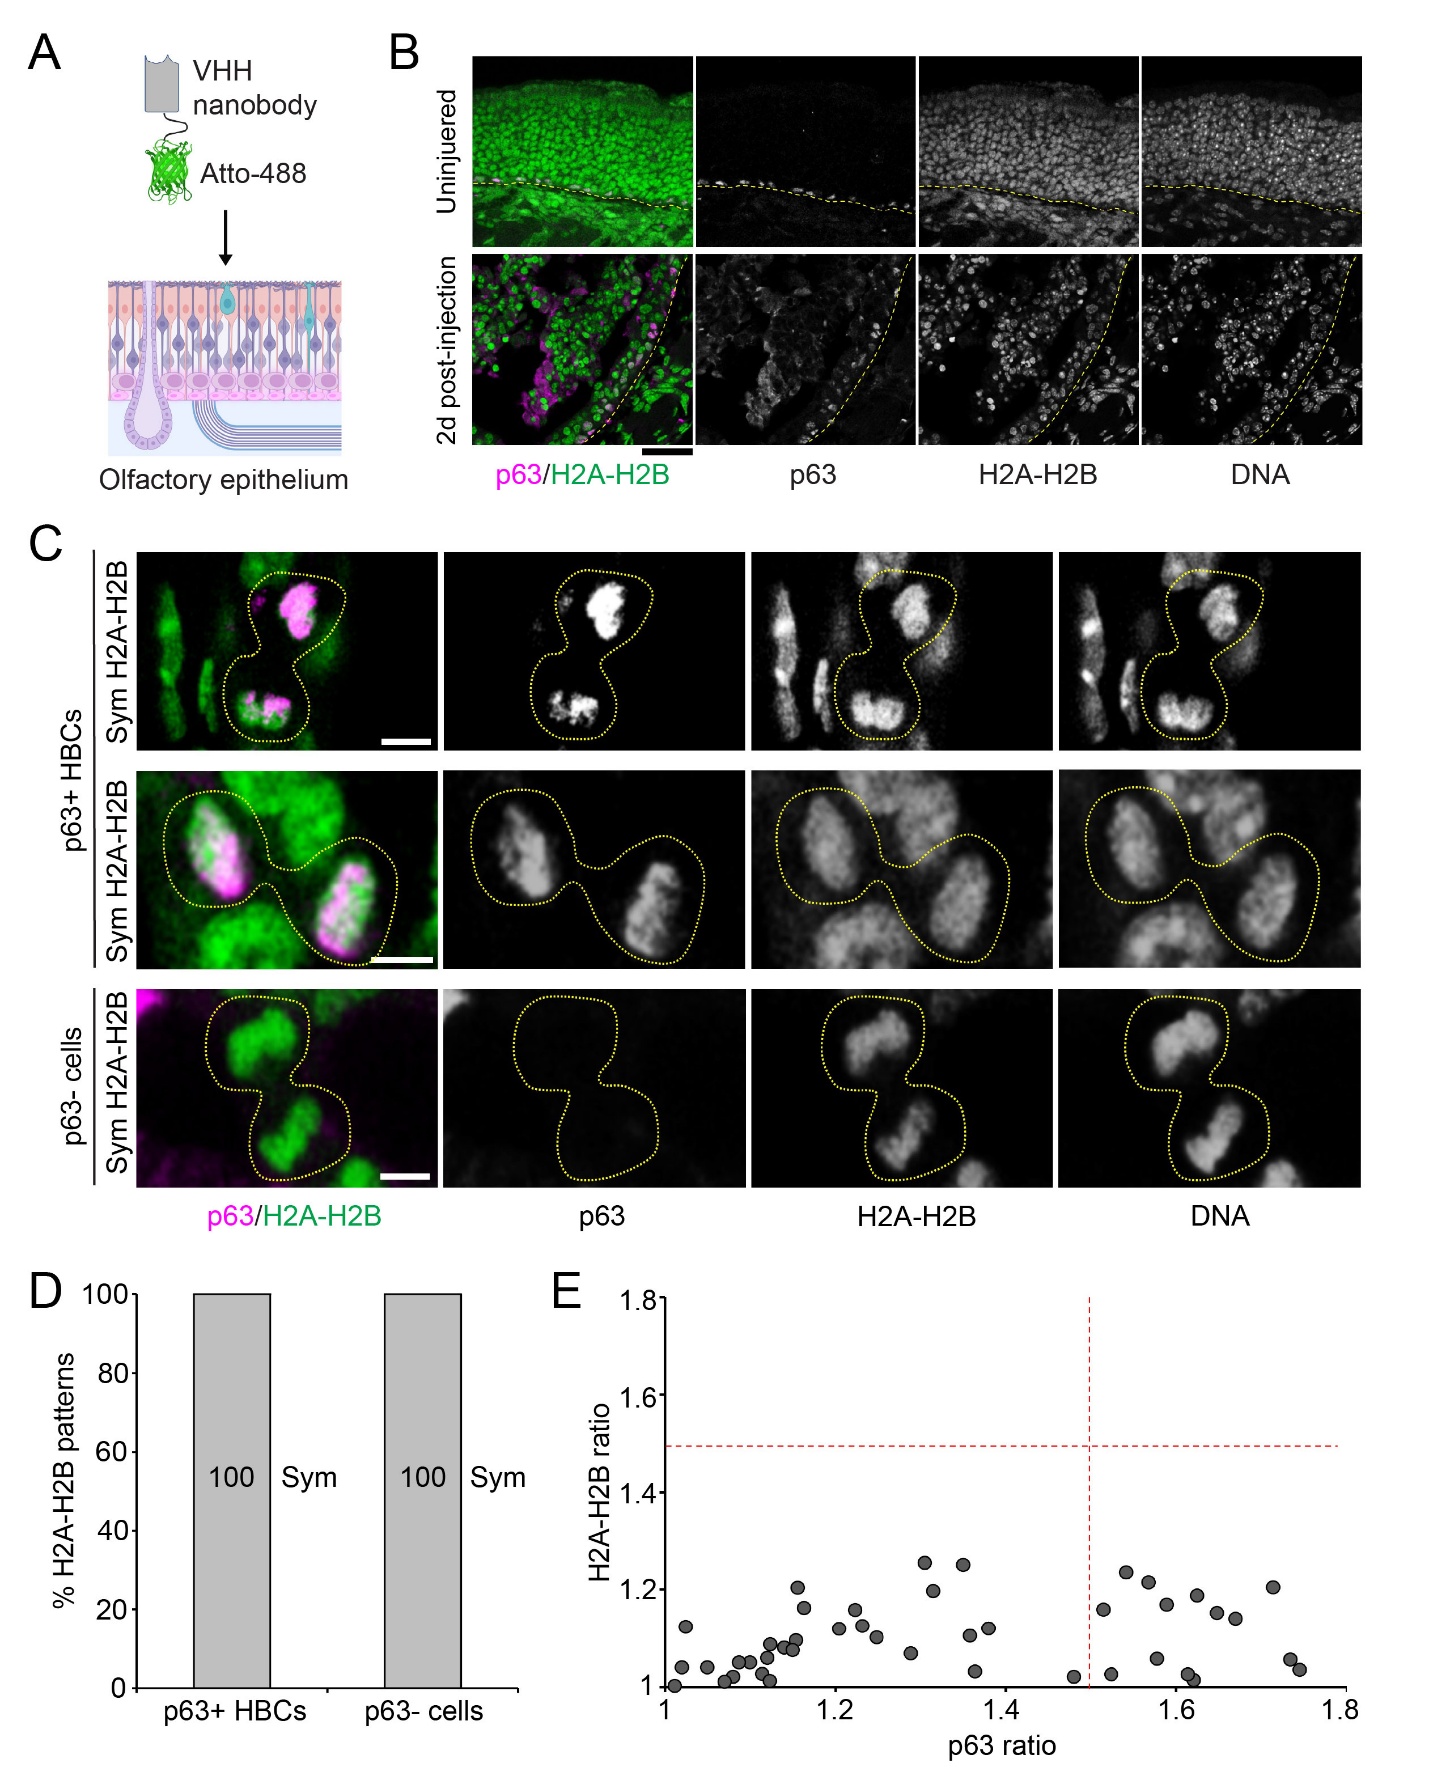

**Supplementary Fig. 4.** **Symmetric distribution of histone H2A-H2B in dividing HBCs.** (**A**) Illustration of H2A-H2B nanobody staining in OE sections. (**B**) Staining of H2A-H2B and p63 in uninjured and injured OE (Day 2 post-MMZ injection). The dotted lines indicate the basal membrane. The arrows point toward the epithelium surface. (**C**) H2A-H2B distribution patterns in telophase HBCs. (top) a p63+ HBC with symmetric H2A-H2B distribution and asymmetric p63 distribution, (middle) a p63+ HBC with symmetric H2A-H2B distribution and symmetric p63 distribution, (bottom) a p63-negative (p63-) HBC with symmetric H2A-H2B distribution. (**D**) Ratios of H2A-H2B distribution patterns in p63+ HBCs (N = 45) and p63- cells (N = 15) at telophase. Cutoff of asymmetry = 1.5. (**E**) Correlation of H2A-H2B ratios and p63 ratios between two sister chromatids in p63+ telophase HBC. R=0.174 (N = 45). Scale bars: 50 µm in (**B**); 5 µm in (**C**). The cartoons are created in BioRender. Chen, X. (2026) <https://BioRender.com/tcpbx2h>.

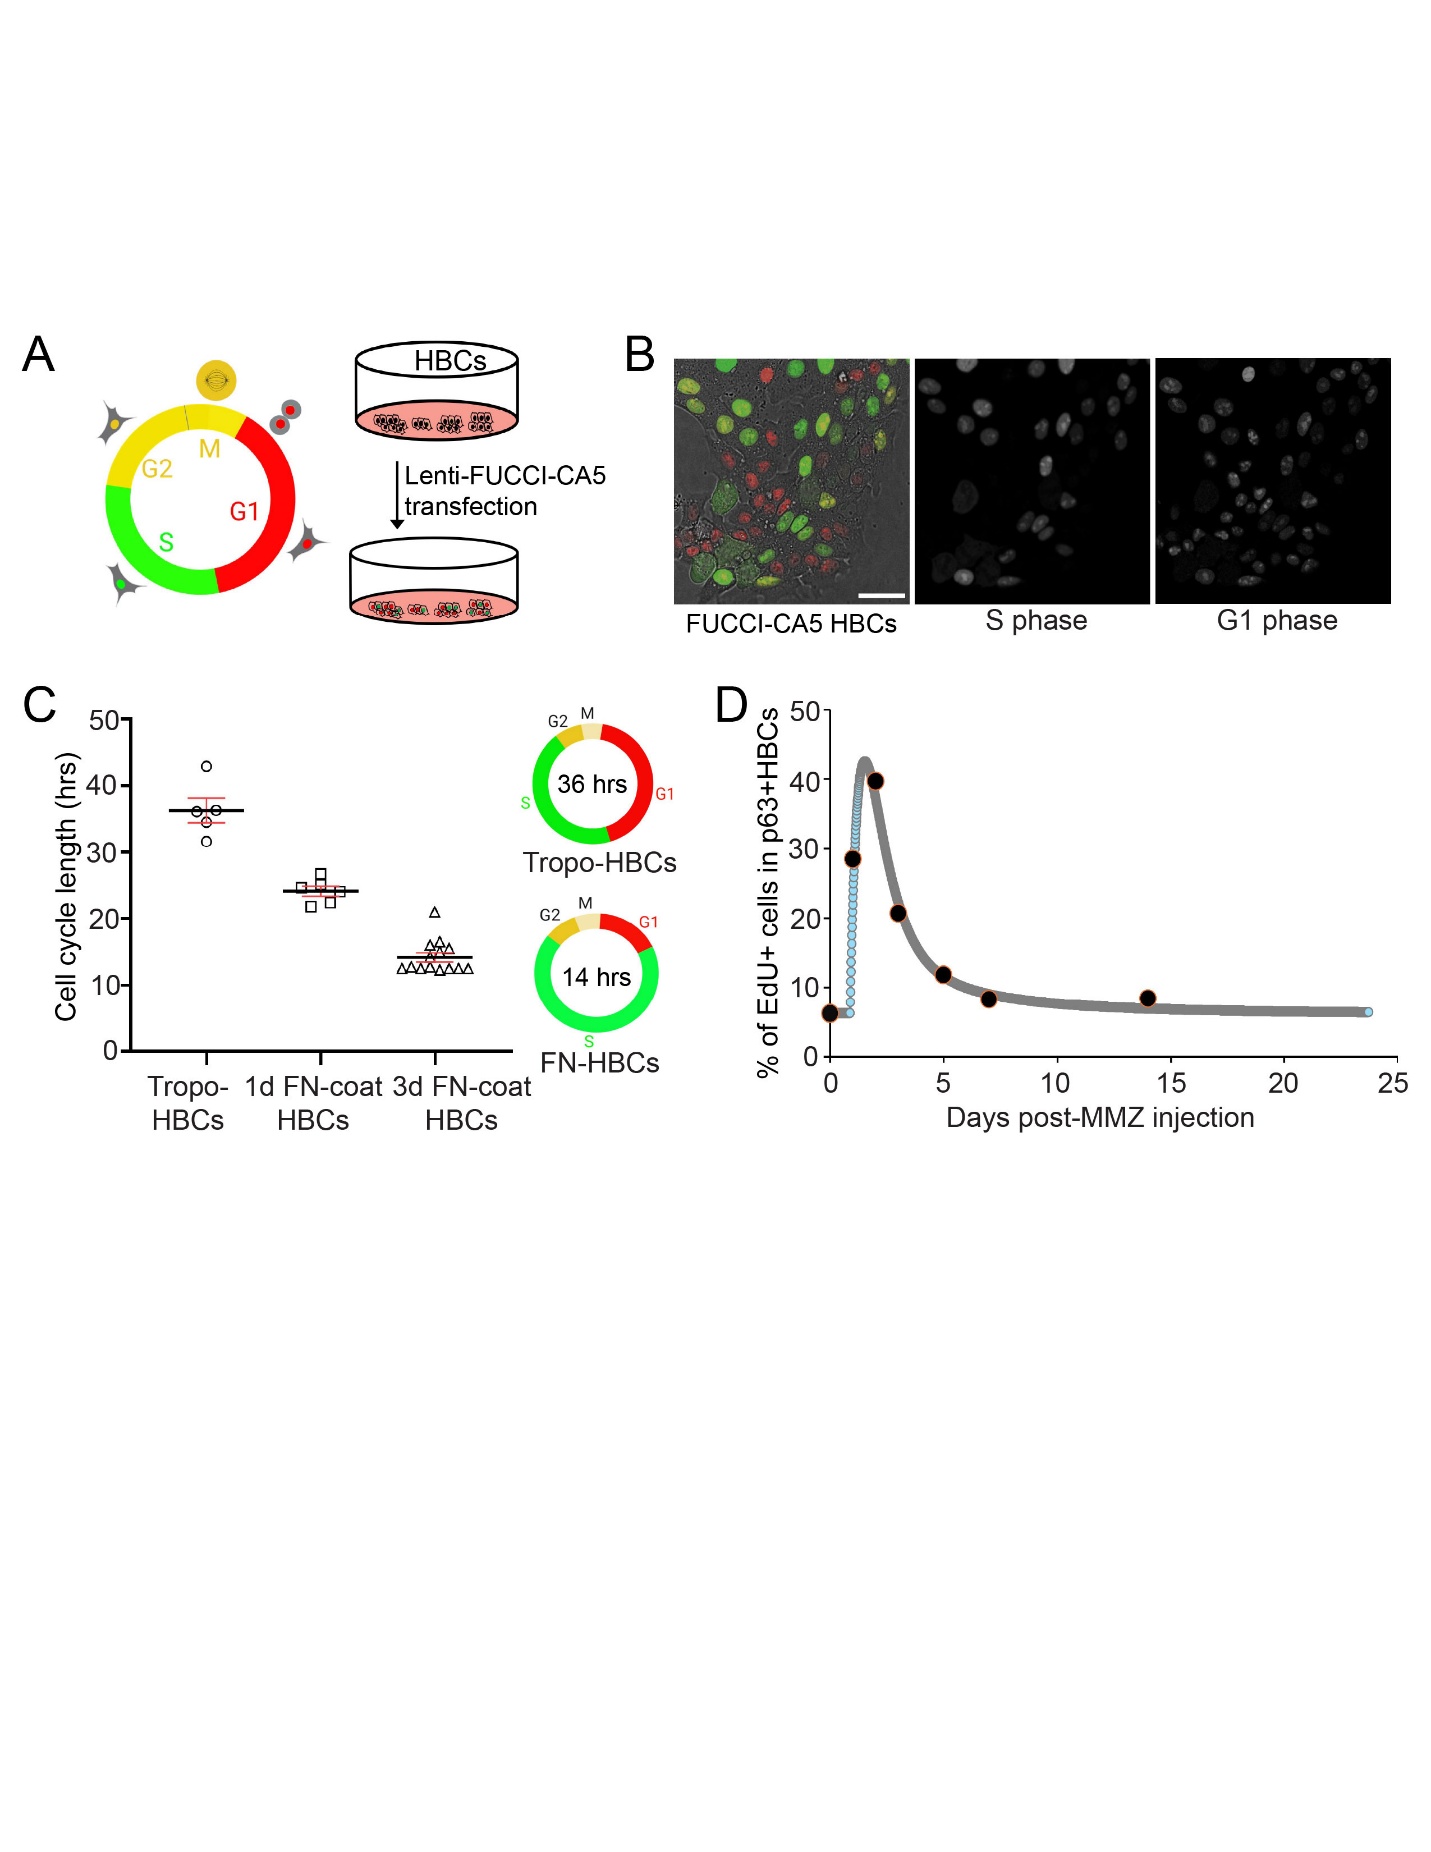

**Supplementary Fig. 5.** **Primary cultured HBCs recapitulate the *in vivo* HBC activation and proliferation.** (**A**) Illustration of FUCCI-CA5 reporter system and transfection of FUCCI-CA5 plasmid into primary cultured HBCs to track cell cycle progression with live imaging. (**B**) Images of FUCCI-CA5 transfected HBCs with G1 phase cells (red in the merged panel) and S phase cells (green in the merged panel). (**C**) Cell cycle lengths of HBCs from Tropoelastin (Tropo) and Fibronectin (FN) coated conditions. (**D**) Mathematical modeling of cell cycle phases from primary cultured HBCs (curve) fits the *in vivo* HBC proliferation dynamics during early OE regeneration measured by EdU labeling (dots). Scale bars: 25 µm in (**B**). The cartoon elements are created in BioRender. Chen, X. (2026) <https://BioRender.com/jedbs2r>.

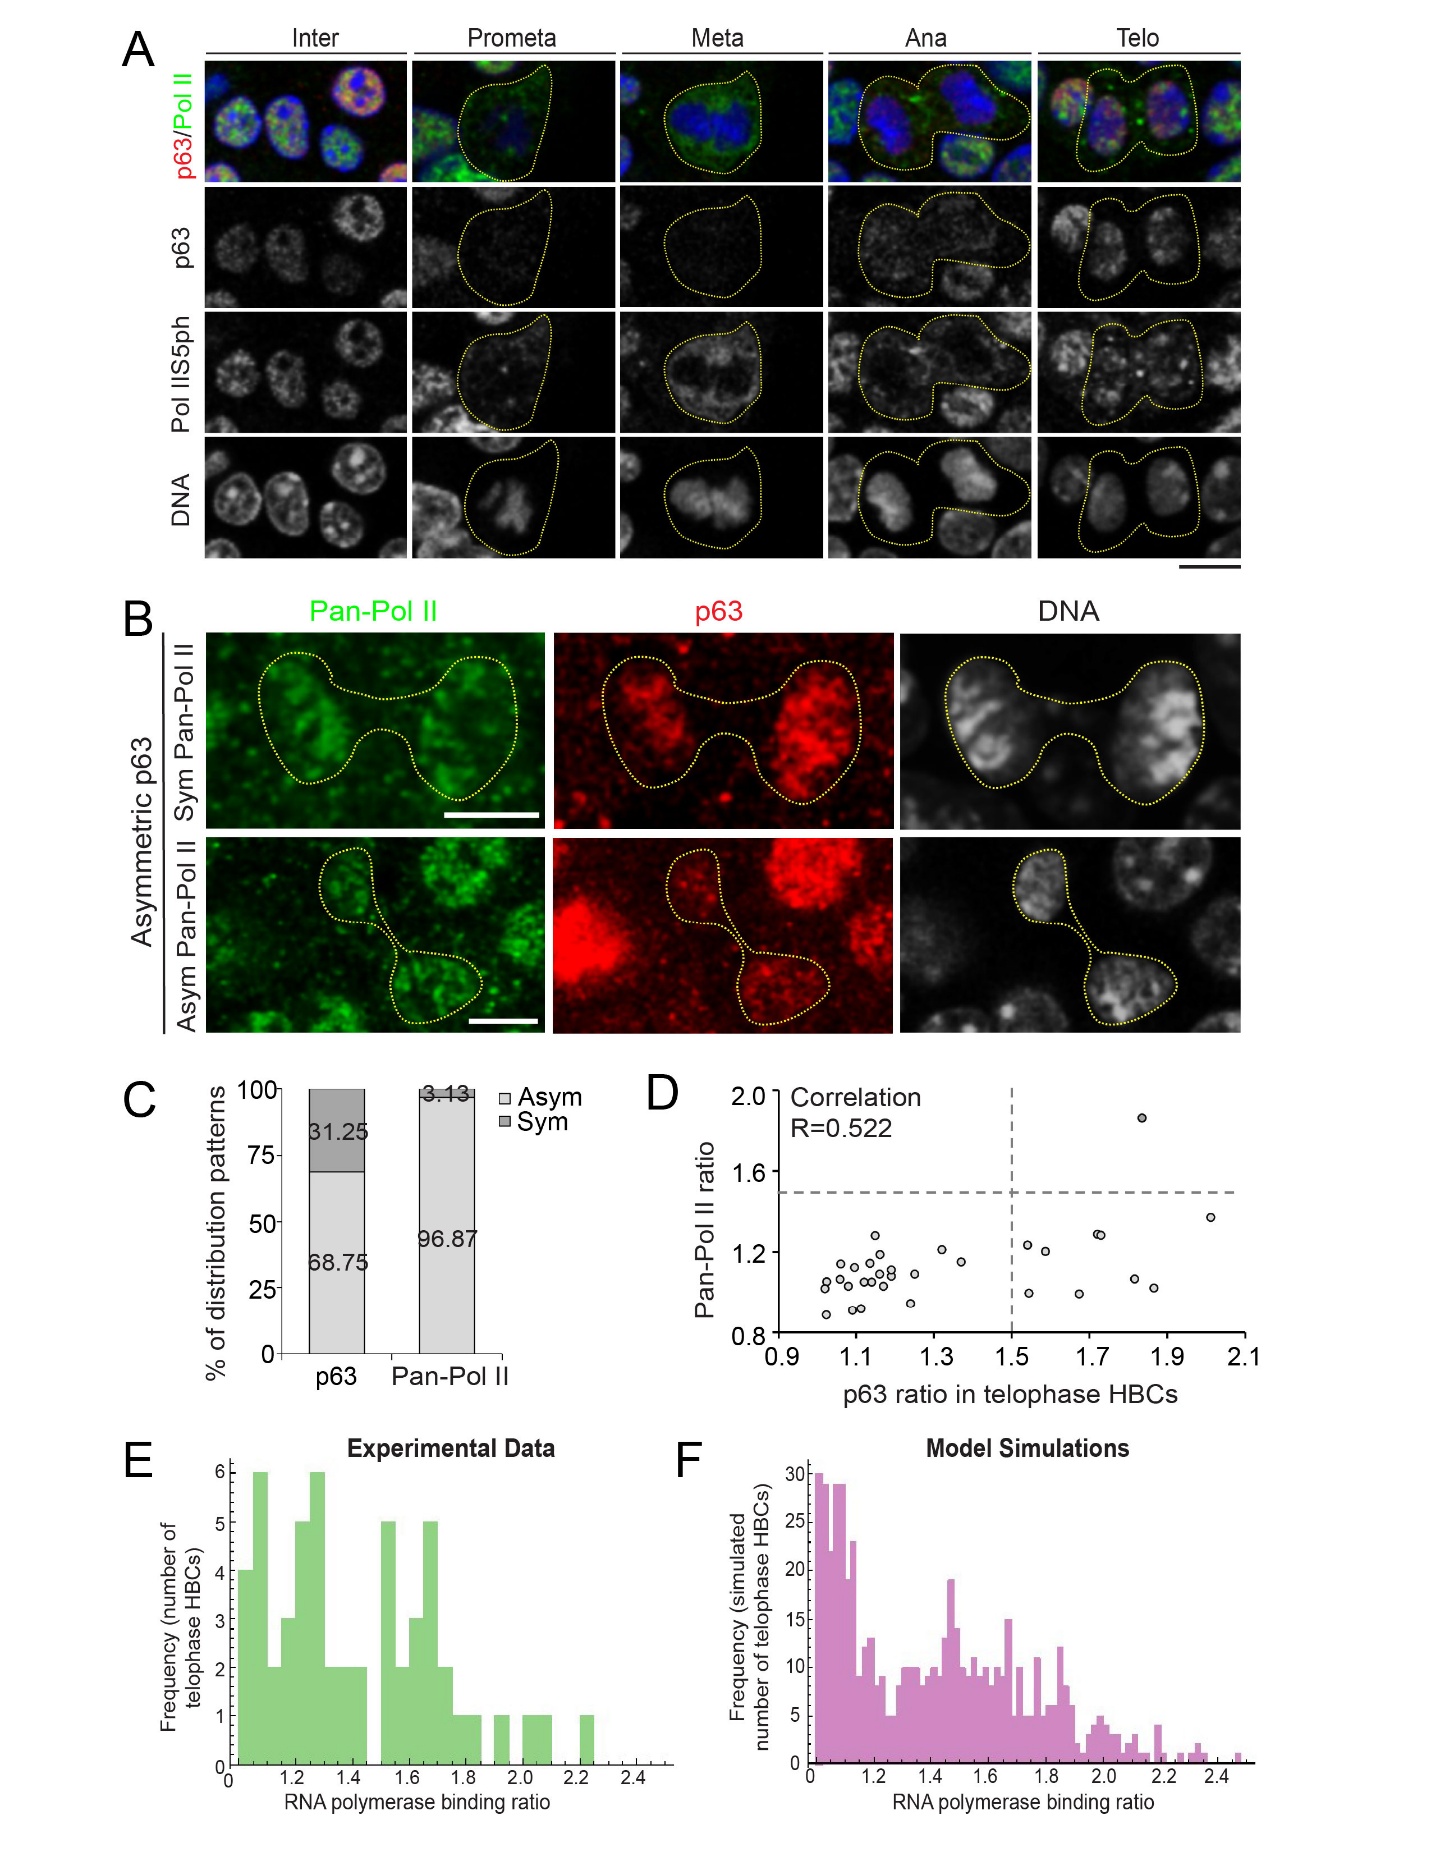

**Supplementary Fig. 6. RNA Pol II distribution and mathematical modeling of differential transcription re-initiation.** (**A**) Dynamics of RNA Pol IIS5ph distribution during interphase and mitosis. (**B**) Immunostaining of unphosphorylated Pol II (Pan-Pol II) and p63 in telophase HBCs. Top panel, symmetric distribution pattern of Pan-Pol II in a telophase HBC with asymmetric p63 distribution. Bottom panel, asymmetric distribution pattern of Pan-Pol II in a telophase HBC with asymmetric p63 distribution. (**C**) Quantification of the ratio of unphosphorylated Pol II and p63 in telophase HBCs (N = 32). The cutoff for unphosphorylated Pol II and p63 asymmetry is 1.5. (**D**) The correlation plot of ratios of unphosphorylated Pol II and p63 in each telophase HBC. R = 0.522. (**E** and **F**) Mathematical modeling of differential transcription re-initiation elutes differential binding affinity of RNA Pol II in telophase HBCs. (**E**) Experimental data of RNA Pol IIS2ph distribution patterns from telophase HBCs based on the immunostaining results. Frequency: number of telophase HBCs. (**F**) Histogram of mathematical simulation of differential transcription re-initiation with experimental data of RNA Pol IIS2ph distribution data. The modeling indicates a 60% difference in RNA Pol II transcription binding affinity between two sister chromatids of telophase HBCs. Frequency: simulated number of telophase HBCs. Scale bars: 10 µm in (**A**); 5 µm in (**B**).

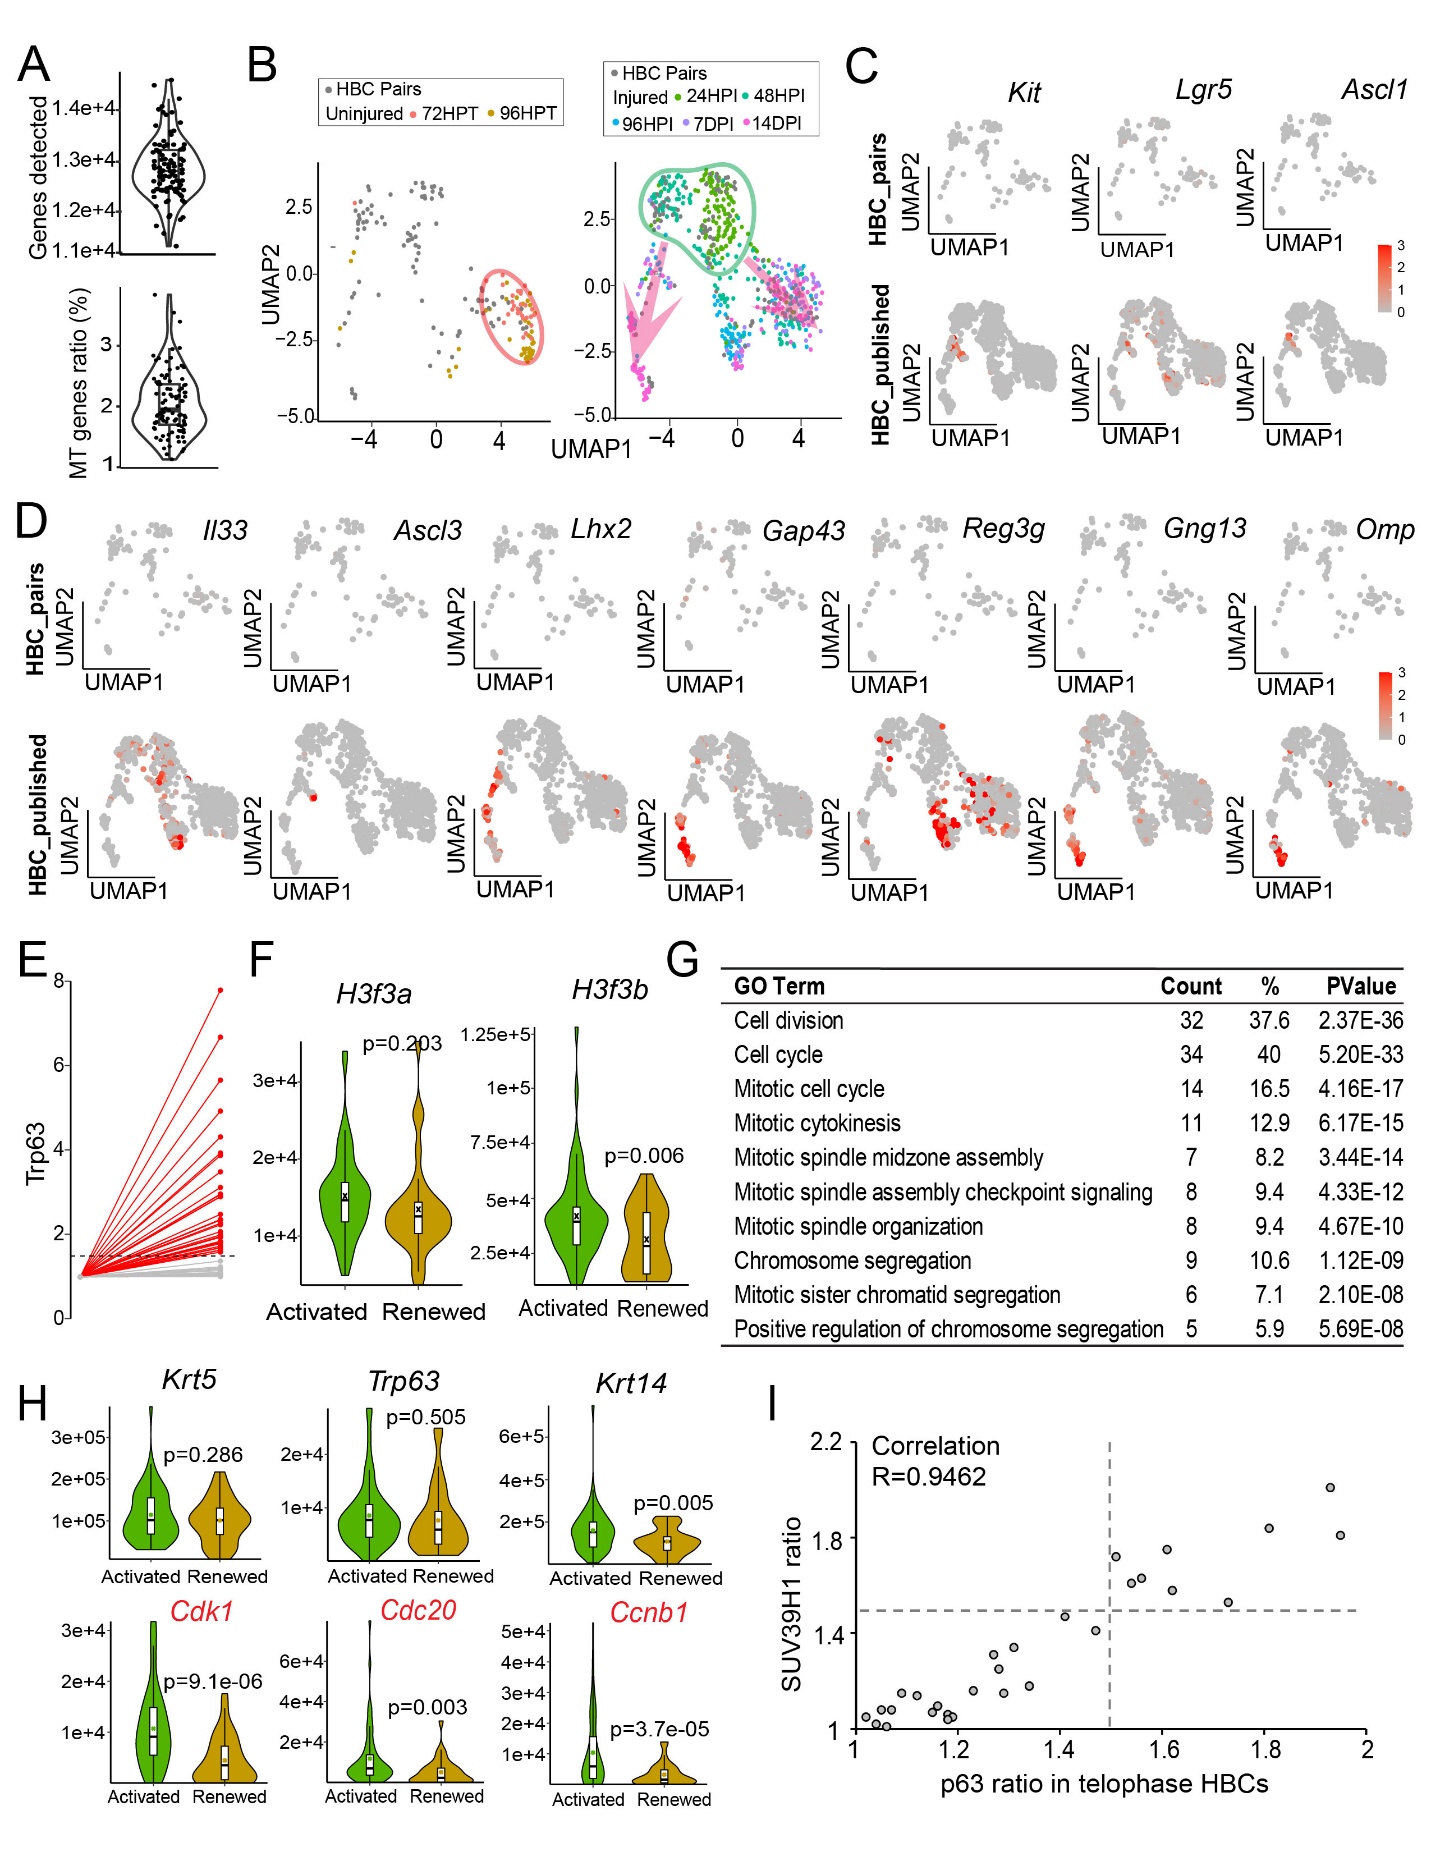

**Supplementary Fig. 7.** **scRNA-seq identifies gene expression patterns of paired HBC daughters.** (**A**) Combined violin and box plots showing the total number of genes detected (up panel) and the mitochondrial (MT) genes ratio (bottom panel) in the scRNA-seq analysis. Each dot represents data from a single cell (N = 96). (**B**) Left panel, comparison of paired-daughter HBC scRNA-seq data with published HBC scRNA-seq data from uninjured OE (GSE99251). Notice that most HBCs from uninjured OE are resting HBCs (circled in red). Right panel, comparison of paired-daughter HBC scRNA-seq data with published scRNA-seq data from injured OE (GSE95601) through regeneration. The cultured HBCs were collected from injured OE at Day 2 post-MMZ injection and cultured first with Tropoelastin coating and then Fibronectin coating. Notice that most cultured HBCs (circled in green) overlap with 24-hour and 48-hour post injury groups of HBCs from the *in vivo* samples. Arrow indicates multilineage fate priming. (**C**) Expression of GBCs marker genes *Ascl1*, *Kit* and *Lgr5* in HBC pairs (top panels) and published datasets (lower panels). (**D**) Expression of marker genes from different OE cell types, including sustentacular cell marker *Il33*; microvillous cell marker *Ascl3*; immediate neuronal precursor marker *Lhx2*; immature olfactory sensor neuron markers *Gap43*, *Reg3g* and mature olfactory sensor neuron markers *Gng13*, *Omp* in HBC pairs (top panels) and published datasets (lower panels). (**E**) Expression of P63 transcripts (*Trp63*) in individual pair. Red lines indicate asymmetric pairs (N = 35). Grey lines indicate symmetric pairs (N = 13). The asymmetric cutoff for *Trp63* is 1.5. (**F**) Expression of *H3f3a* and *H3f3b* in activated and renewed HBC cells. (**G**) Gene ontology analysis of paired-daughter HBC scRNA-seq data for biological processes related to genes highly expressed in activated HBCs. (**H**) Expression of *Krt5*, *Trp63*, *Krt14* and *Cdk1*, *Cdc20*, *Ccnb1* (labeled in red, data from Fig. 4J) in combined activated and renewed HBCs from the paired-daughter HBC dataset. In (**F**) and (**H**), all box plots include the median and data between the 25th and 75th percentile, with the whiskers indicating lower and upper extremes after removing outliers. The black 'x' within each box shows the average within each group. Two-tailed t-test was used to calculate P-values. (**I**) Correlation of SUV39H1 ratios and p63 ratios between two sister chromatids in p63+ telophase HBC. The cutoff for p63 and SUV39H1 asymmetry is 1.5. R = 0.9462 (N = 29).

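Supplementary Fig. 7E compares the Trp63 transcript level of the daughter cells of each pair. The largest ratio in the deposited counts was 429, in the pair numbered 46, in which a cell had 19637 Trp63 reads and its sister 37. The third largest ratio was 6.69 and the fourth 5.67. Krt14 and Krt5 were high in both cells of that pair, with 184196 and 122405 reads in the first cell and 150188 and 49575 in its sister. The sister with 37 Trp63 reads had 18101 Mki67 reads and the other cell 64.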

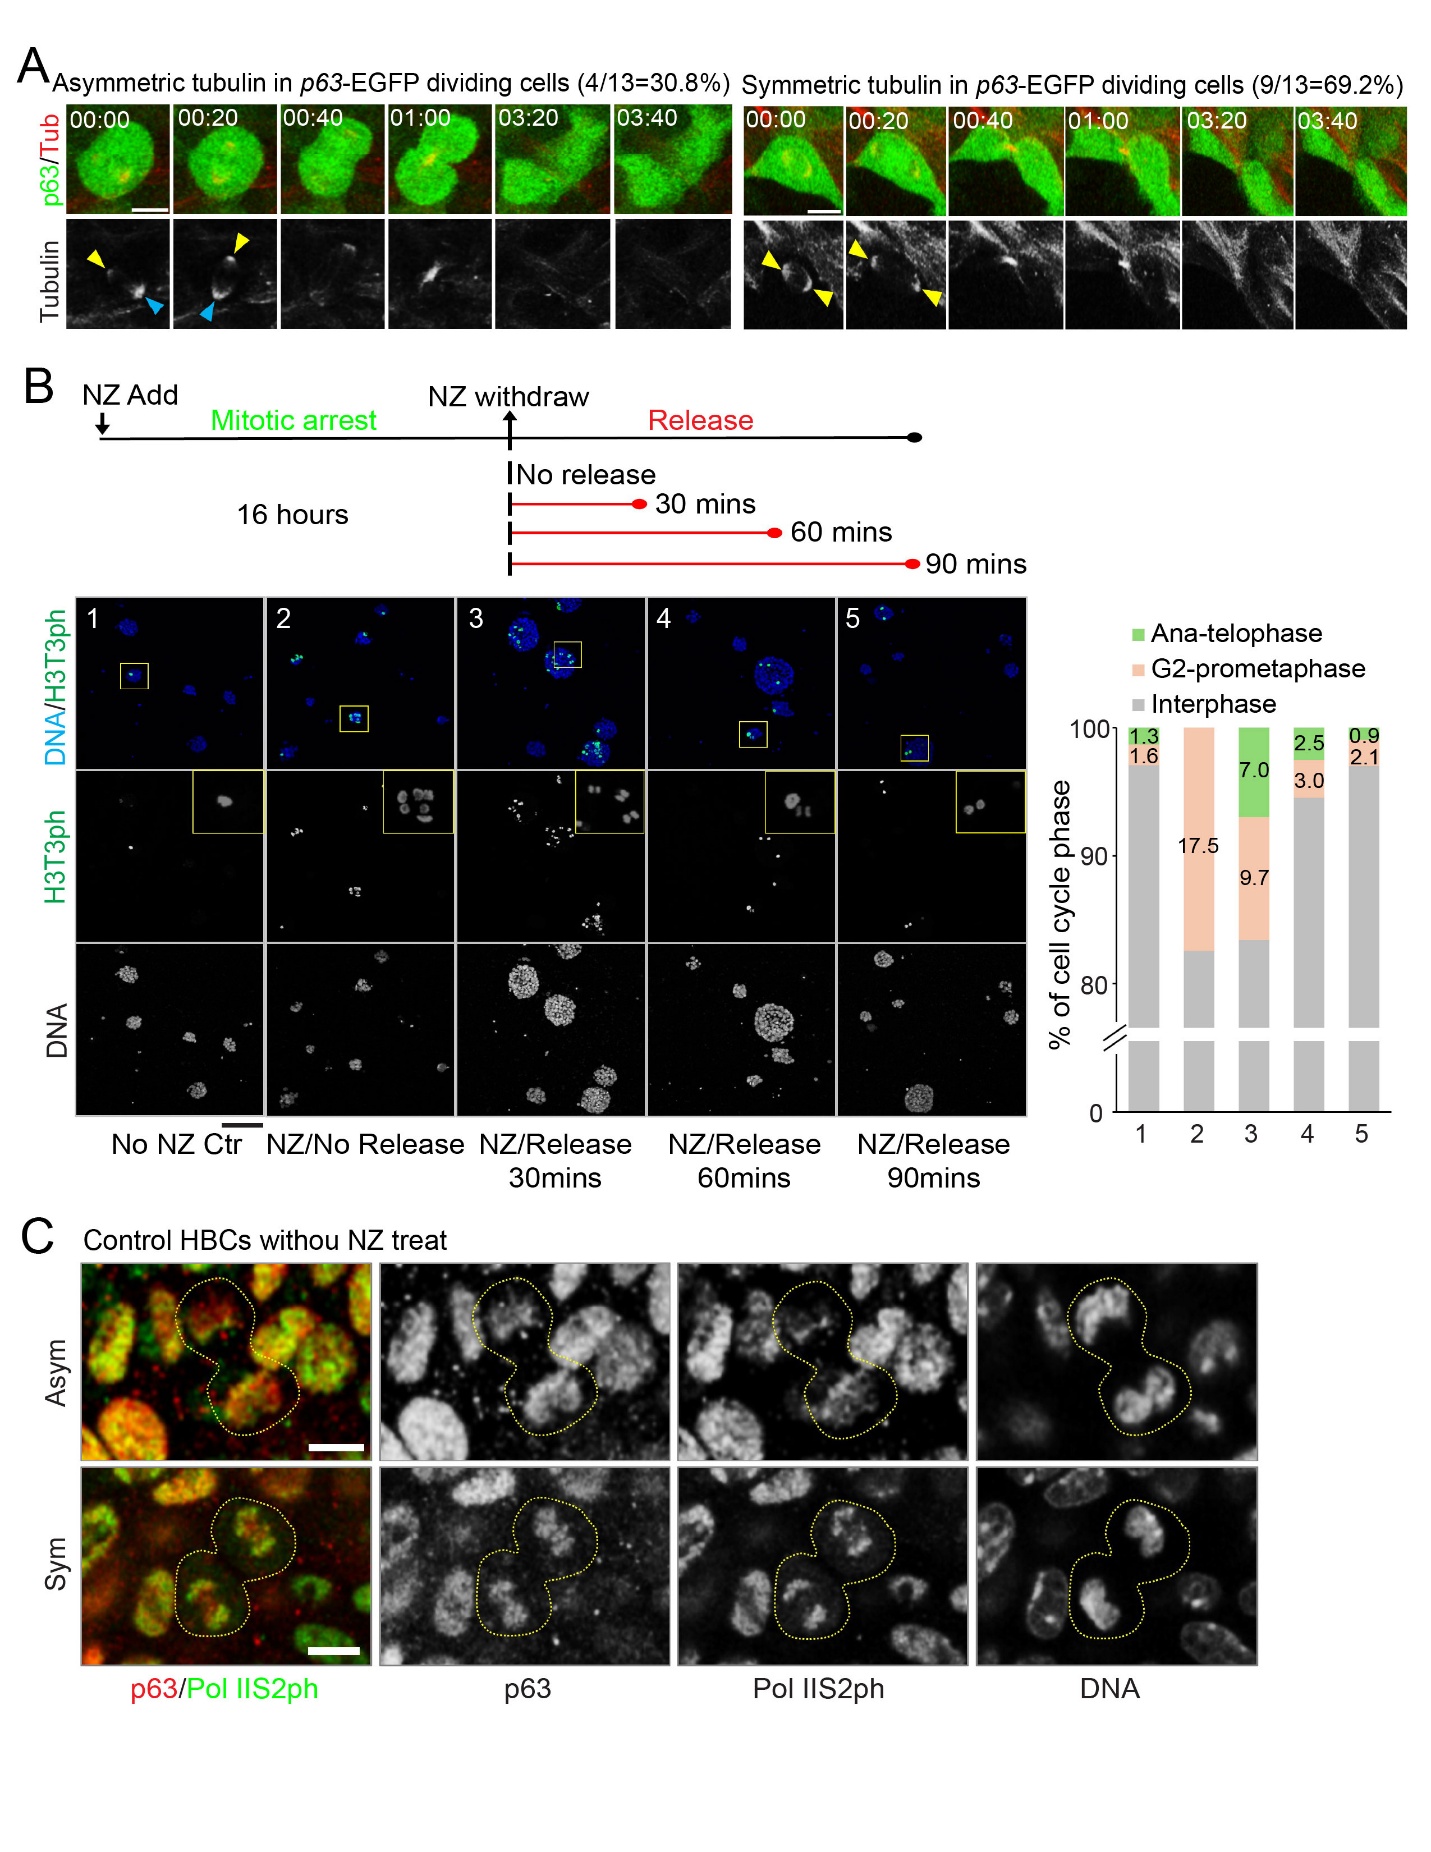

**Supplementary Fig. 8. Asymmetric microtubule and RNA Pol II distribution in dividing HBCs.** (**A**) Live cell imaging of microtubule activity using the live tubulin dye SiR-Tubulin (red) and *p63*-EGFP transcriptional reporter (green) during HBCs divisions (N=13). Image interval, 20 minutes. (Left panel) Example of a dividing HBC showing asymmetric microtubule activity and differential level of p63-EGFP. 4 of 13 dividing HBCs (30.8%) exhibited asymmetric microtubule activity. Blue arrows indicate higher microtubule activity; yellow arrows indicate lower microtubule activity. (Right panel) Example of a dividing HBC showing symmetric microtubule activity and comparable level of p63-EGFP. 9 of 13 dividing HBCs (69.2%) exhibited symmetric microtubule activity. Yellow arrows indicate equal microtubule activities. (**B**) Assessment of mitotic progression after Nocodazole (NZ) treatment with different releasing time in primary cultured HBCs. HBCs were cultured with NZ for 16 hours followed by release and imaging. Before NZ treatment, ~1% of HBCs were in anaphase/telophase. After 16-hour treatment, ~18% of HBCs were arrested at prometaphase. Upon release, HBCs continued mitotic progression. At 30-minute releasing time, ~7% of HBCs were found in anaphase/telophase (right panel). At 60- and 90-minute releasing time, ~3% and ~1% of HBCs were found in anaphase/telophase, respectively (right panel). The mitotic HBCs are indicated by H3T3ph and DNA. (**C**) Asymmetrically (top panel) and symmetrically (bottom panel) dividing HBCs at telophase in control group without NZ treatment. Scale bars: 5 µm in (**A**); 100 µm in (**B**); 5 µm in (**C**).

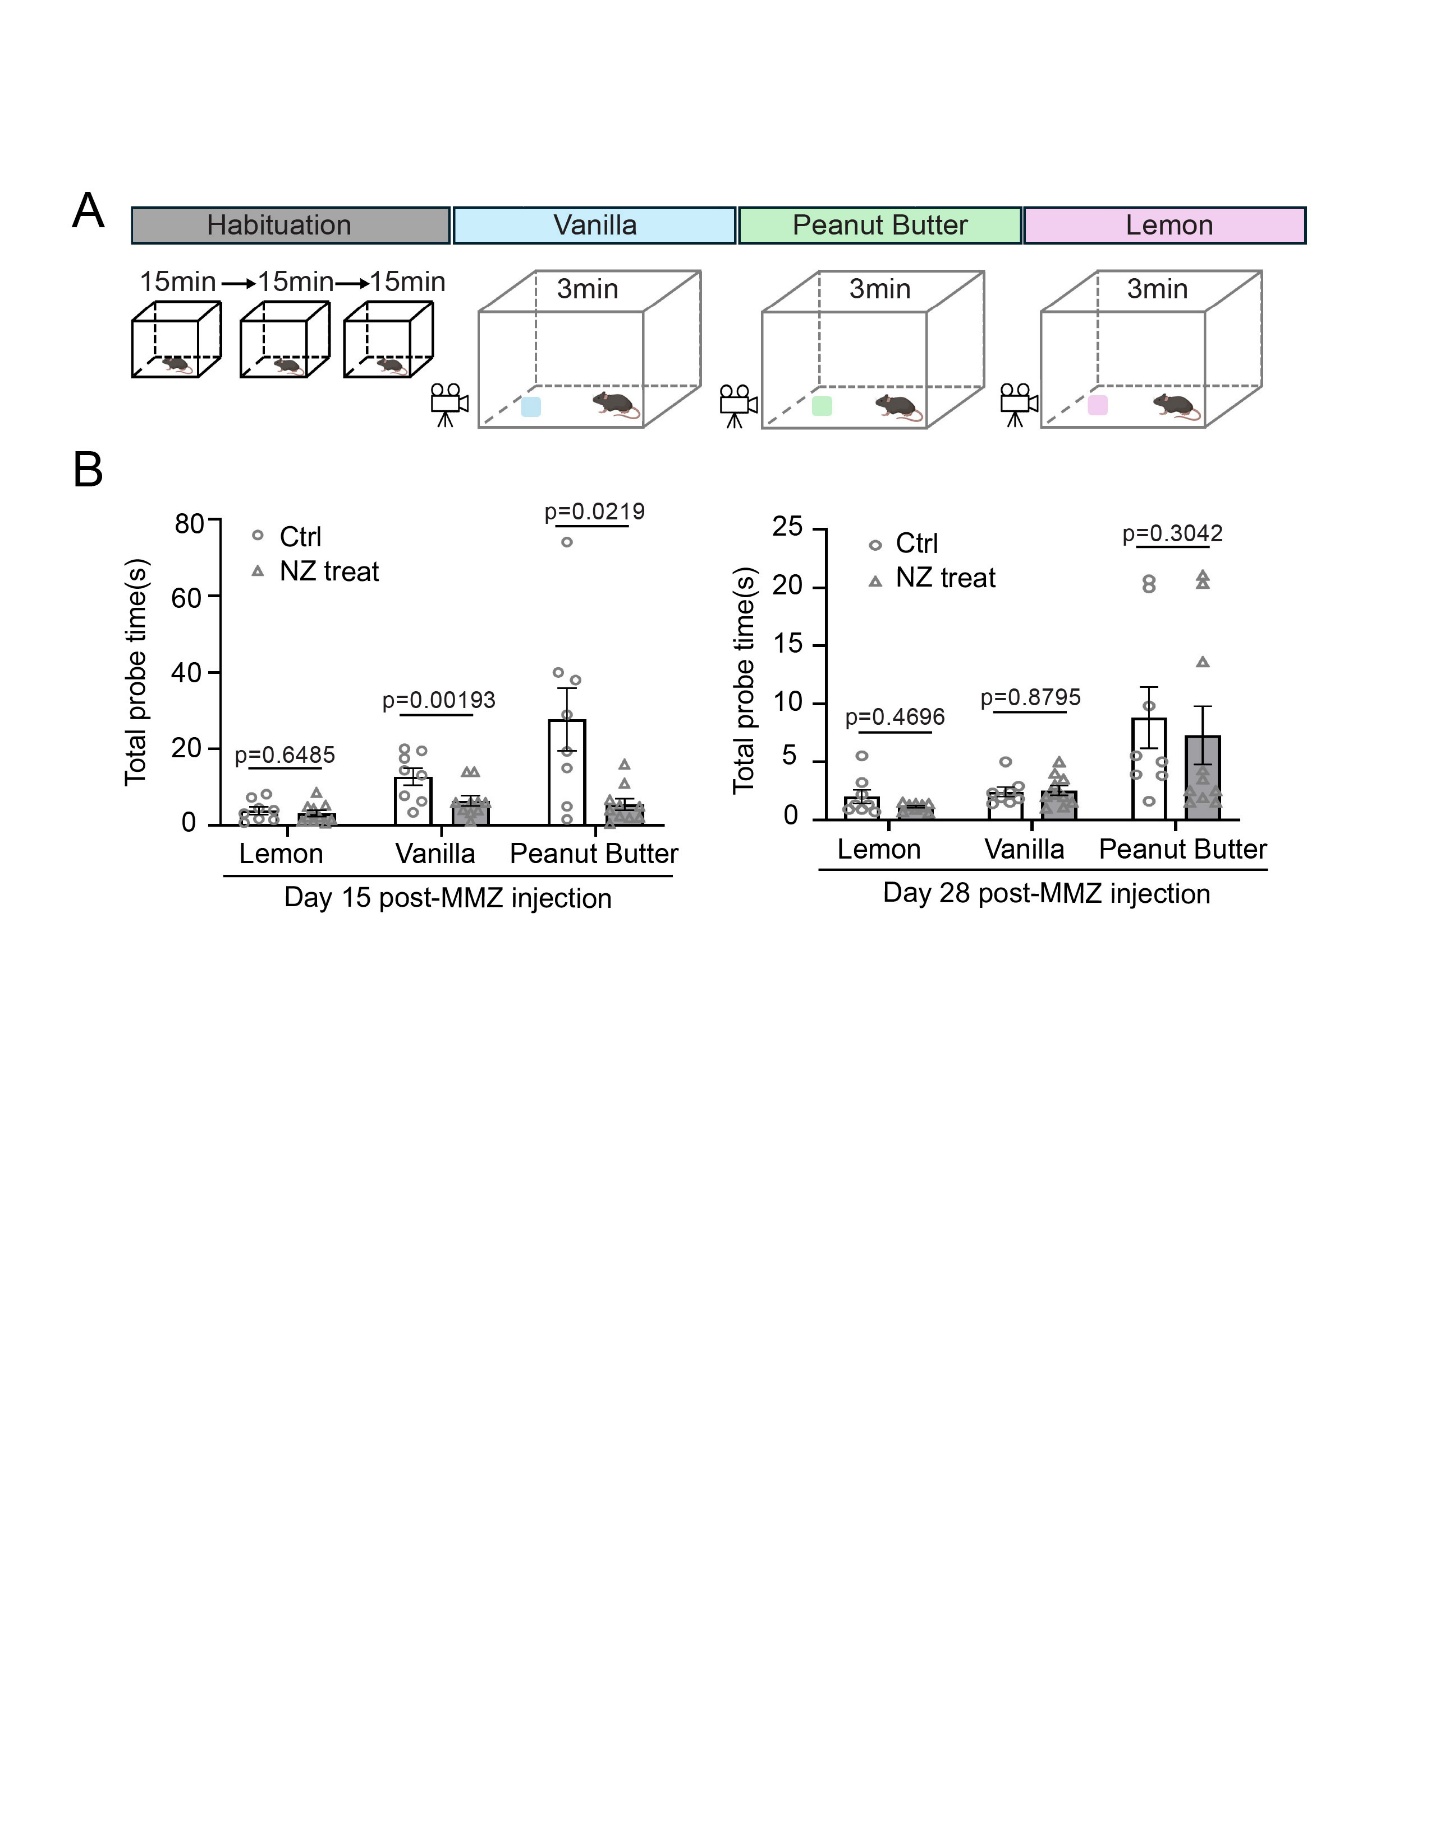

**Supplementary Fig. 9. Olfactory preference test in NZ-treated mice**. (**A**) Illustration of olfactory preference test in NZ-treated mice and non-NZ treated control mice. The mice were tested as a cohort, with each mouse exposed to an odor source for 3 minutes. The total probe time for each mouse was quantified. The cohort then proceeded to the next odor only after all mice in the cohort had completed the test for the current odor. N_Ctrl_ = 8 mice; N_NZ treat_ = 10 mice. (**B**) Quantification of total probe time from the olfactory preference test on Day 15 and Day 28 post-MMZ injection with NZ treatment. Total probe time in Ctrl mice on Day 15: Lemon = 3.88 ± 0.96, Vanilla = 12.75 ± 2.22, Peanut butter = 27.74 ± 8.27; Total probe time in NZ-treated mice on Day 15: Lemon = 3.19 ± 0.81, Vanilla = 6.48 ± 1.35, Peanut butter = 5.51 ± 1.50. Total probe time in Ctrl mice on Day 28: Lemon = 2.00 ± 0.58, Vanilla = 2.40 ± 0.41, Peanut butter = 8.79 ± 2.65; Total probe time in NZ-treated mice on Day 28: Lemon = 1.14 ± 0.10, Vanilla = 2.53 ± 0.42, Peanut butter = 7.28 ± 2.51. Values represent average ± SEM. Statistical differences according to two-sided Mann-Whitney test. The cartoons are created in PowerPoint.

**Reference 61**

Loeffler, D. *et al.* Asymmetric lysosome inheritance predicts activation of haematopoietic stem cells. *Nature* **573**, 426–429 (2019).

# Supplementary material for: Asymmetric histone inheritance regulates olfactory stem cell fates during regeneration
**Source:** Nat Commun. 2026 Mar 23;17:4361. doi: 10.1038/s41467-026-70987-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a Confirmed
- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give *P* values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☐ ☒ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Imaging Acquisition: Samples were imaged under a Leica SPE confocal microscope or STELLARIS 5 confocal microscope equipped with a Leica HC PL APO 63× 1.40-NA oil CS2 objective, a white light laser and power HyD S detector. Z-stacks of 0.5 μm per layer were taken for mitotic HBCs. The ImageJ software was used to quantify the fluorescent intensities and evaluate the division angle of anaphase and telophase HBCs. Western Blot: The immunoreactive protein bands were visualized using a G-Box Chemi XRQ gel doc system (Syngene).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | Co-localization Analysis: The co-localization assay was performed using FIJI (ImageJ) software. The image was imported into ImageJ, and the HBCs identified via P63 fluorescent signals. Drawing near the edge of the cell to the best of our ability, we outlined the HBCs of interest using the “freehand selections” tool on the toolbar. After outlining the cell, the selected area was duplicated using a function under the toolbar (Image>Duplicate Image). The duplicated area is then split into individual channels using the toolbar (Image>Color>Split Channels). With this, the images are ready for the co-localization analysis using the Coloc 2 plugin (Analysis>Co-localization>Coloc 2). The Coloc 2 tool implements and performs the pixel intensity correlation over space (pixel intensity spatial correlation analysis). After opening the Coloc 2 plugin pop-up, select the two desired channels to perform the analysis on into “Channel 1” and “Channel 2.” We used Spearman’s Rank Correlation value to compare co-localization between different datasets. The result is +1 for perfect correlation, 0 for no correlation, and -1 for perfect anti-correlation.<br>Single Cell RNA-seq and Data Analysis: The single cell RNA-seq (scRNA-seq) experiment was done following the G&T-seq protocol <sup>47</sup> . Single daughter cells after division of ex vivo cultured primary HBC cells were collected individually using mouth pipette with pairing information noted. 1 mL of pre-diluted (1:106) ERCC spike-in (Invitrogen Cat# 4456740) was added to the single cell lysate. RNA in the lysate was captured by oligo-dT beads and subjected to reverse transcription. cDNA from a single cell was amplified by 18 PCR cycles before dual indexing with the Nextera XT kit (Illumina Cat# FC-131-1096). The quality of single cell libraries was confirmed by TapeStation and libraries of 96 cells from 48 HBC pairs were pooled together for sequencing (150 bp paired-end) in one lane on the Illumina NovaSeq X Plus platform (Novogene US). The quality of all FASTQ files from Illumina sequencing was analyzed and confirmed by FastQC (v0.12.1). scRNA-seq reads were trimmed with |

Trimmomatic (v0.39)<sup>62</sup>. The trimmed RNA-seq reads with both pair mates were aligned by STAR (v2.7.11a)<sup>63</sup> to the GRCh38 annotation (ENSEMBL release 100) plus ERCC information. StringTie (v2.2.1)<sup>64</sup> was used to generate counts of genes in the GTF reference. After aligning all the RNA-seq reads of the 96 (48 pairs) single cells to the reference genome, the total number of different genes detected in each single cell was examined and only the cells that captured more than 10,000 genes would be kept for downstream analysis. Meanwhile, the cells that have more than 5% of the reads aligned to mitochondrial genes would be eliminated from downstream analysis. All 96 cells met the quality control criteria and were retained for downstream analysis.

Publicly available single-cell RNA-seq datasets of in vivo retrieved HBC cells were downloaded from Gene Expression Omnibus (accession numbers: GSE99251, GSE95601)<sup>12,46</sup>. scRNA-seq count matrices of all single cells were analyzed by Seurat (v5.1.0)<sup>65</sup>. The “CCAIntegration” method in Seurat was used when integrating the published scRNA-seq data into the newly generated HBC pair datasets before visualization in UMAP. The newly generated scRNA-seq dataset in this study was deposited to Gene Expression Omnibus (accession numbers: GSE286046).

After clustering of the single cells from HBC pairs by Seurat, the RNA-seq results of all cells falling into the “Activated HBC” cluster were treated as one group and compared to data of cells from the “Renewed HBC” cluster using DESeq2 (v1.44.0)<sup>66</sup>. ERCC spike-in was used for normalization. Log2 fold change = ±1 with adjusted R value < 0.1 was used as cutoff for significantly up- or down-regulated genes. Significantly upregulated genes were then used for gene ontology analysis with DAVID<sup>67</sup>. ERCC normalized gene counts were used for violin plots, and R values were calculated by a two-tailed t test.

Statistical Analysis: Statistical evaluation was performed by Mann-Whitney unpaired t-test and Chi-square test. Data are presented as Average ± SEM and significant difference between two groups were noted by asterisks: \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001.

Statistical analysis was performed by GraphPad Prism 10 software. The fluorescence intensity was measured by Image J software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq dataset in this study was deposited to Gene Expression Omnibus (GSE286046).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

At least 3 mice were chosen as the biological replicates for the experiments including tissue cryosection and staining. Due to the inherent variability of behavioral tests, 16 control and 19 NZ-treated animals were used for the buried food seeking behavior test on Day 15 post-MMZ injection; 7 control and 9 NZ-treated animals were used for the buried food seeking behavior test on Day 28 post-MMZ injection. Similarly, 8 control and 10 NZ-treated animals were used for the olfactory preference test on Day 15 and Day 28 post-MMZ injection.

Data exclusions

No data exclusions except the serial dilution results of Western blot (clarified in the Figure 1F legend). Due to the low signals of 1:4 dilution lane, the first two lanes were used for quantification. H4-mScarlet amount is ~6% of the endogenous H4.

## Replication

All experiments were repeated at least 3 times independently to assure reproducibility. All attempts for replication shows similar results.

## Randomization

For each experiment, both control and treatment groups were randomly selected.

## Blinding

Sample preparation, data collection and analysis were performed blindly.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The primary antibodies and dilutions used were as follows: mouse monoclonal anti-p63, 1:100 (D-9, sc-25268; Santa Cruz); rabbit monoclonal anti-Ki67, 1:250 (NB600-1252, NOVUS); rabbit polyclonal anti-RNA polymerase II RPB1 phospho S2, 1:800 (AB5095, Abcam); rabbit polyclonal anti-RNA polymerase II RPB1 phospho S5, 1:800 (AB5131, Abcam); rat monoclonal anti-RNA polymerase II CTD, 1:200 (61082, Active Motif); rabbit monoclonal anti-Histone H4, 1:200 (Ab10158, Abcam), rabbit monoclonal anti-Histone H3, 1:200 (A17562, Abclonal); rabbit monoclonal anti-Histone H3.3, 1:250 (NBP2-67530, NOVUS); ChromoTek Histone-Label Atto488 (for H2A-H2B), 1:400 (tba488, Proteintech); rabbit monoclonal anti-phospho-Histone H3Thr3 (JY325), 1:800 (05-746R, Millipore Sigma); Goat anti-Olfactory Marker Protein (OMP), 1:500 (544-10001, WAKO). For Western blot, anti-H4 antibodies (1:10,000, Sigma, 05-858) was used.

## Validation

All the used antibodies have been validated by the Research Resource Identifiers (#RRID) and the manufacturer with publications. Validation: p63 (RRID): AB\_628092; Ulibarri, Max R., et al. "Epithelial organoid supports resident memory CD8 T cell differentiation." Cell reports 43.8 (2024). Ki67 (RRID): AB\_2142376; van Schaik, Tom, et al. "Dynamic chromosomal interactions and control of heterochromatin positioning by Ki-67." EMBO reports 23.12 (2022): e55782. RNA Pol IIS2ph (RRID): AB\_304749; Wang, Zihao, et al. "Dcr1 senses R-loops for RNAPII termination at sites of replication stress and repair pathway choice." Molecular Cell 85.21 (2025): 3947-3964. RNA Pol IIS5ph (RRID): AB\_449369; Stein, Chad B., et al. "Integrator endonuclease drives promoter-proximal termination at all RNA polymerase II-transcribed loci." Molecular cell 82.22 (2022): 4232-4245. RNA Pol II CTD (RRID): AB\_2793500; Cai, Guodi, et al. "UMP functions as an endogenous regulator of NR4A1 to control gastric cancer progression." Molecular Cell 85.23 (2025): 4347-4364. H4 (RRID): AB\_296888; Warner, James L., et al. "The histone chaperone Spt6 controls chromatin structure through its conserved N-terminal domain." Molecular Cell 85.18 (2025): 3407-3424. H3 (RRID): AB\_2770395; Fu, Yu, et al. "The low-dose CHK1 inhibitor prexasertib triggers VDAC1 dephosphorylation to activate mtDNA-STING signaling and synergize immunotherapy." Cell Reports 44.5 (2025). H3.3 (RRID): AB\_3353601; [https://www.novusbio.com/products/histone-h33-antibody-st50-08\\_nbp2-67530?srsltid=AfmBOor5y2XNjSRZL\\_99EX7ITnu8P0D6h6x-0CrCVkNBrr3u4RMhs71#reviews-publications](https://www.novusbio.com/products/histone-h33-antibody-st50-08_nbp2-67530?srsltid=AfmBOor5y2XNjSRZL_99EX7ITnu8P0D6h6x-0CrCVkNBrr3u4RMhs71#reviews-publications) H2A-H2B (RRID): AB\_2827588; Tanaka, Nobuyuki, et al. "Three-dimensional single-cell imaging for the analysis of RNA and protein expression in intact tumour biopsies." Nature Biomedical Engineering 4.9 (2020): 875-888. H3T3p (RRID): AB\_10863137; Evano, Brendan, et al. "Dynamics of asymmetric and symmetric divisions of muscle stem cells in vivo and on artificial niches." Cell reports 30.10 (2020): 3195-3206. OMP (RRID): AB\_664696; Yang, Lu M., Sung-Ho Huh, and David M. Ornitz. "FGF20-expressing, Wnt-responsive olfactory epithelial progenitors regulate underlying turbinate growth to optimize surface area." Developmental cell 46.5 (2018): 564-580. H4 (RRID): AB\_390138; Bellelli, Roberto, et al. "POLE3-POLE4 is a histone H3-H4 chaperone that maintains chromatin integrity during DNA replication." Molecular cell 72.1 (2018): 112-126.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All experiments were performed on adult mice at 6-8 weeks of age. The mice were maintained with open access to food and water

under a 12-hour light/12-hour dark cycle. TRE3G-H4-mScarlet and TRE3G-H3.3-mScarlet mouse strains were obtained from Sue Hammoud laboratory, p63-EGFP reporter mouse strain was from Sinha laboratory, and B6N.FVB(Cg)-Tg(CAG-rtTA3)4288Slowe/J mouse strain was from Jackson lab (Strain #:016532).

Wild animals

N/A

Reporting on sex

Both male and female animals were used in all experiments.

Field-collected samples

N/A

Ethics oversight

All animal experiments were conducted according to the procedures approved by the Johns Hopkins University IACUC guidelines (approval protocol numbers MO19A127/MO22A71/MO24A114).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

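The transcriptomes of 96 single cells, the daughter cells of 48 divisions of cultured HBCs from injured OE, were measured by G&T-seq with ERCC spike-in. The authors trimmed the reads with Trimmomatic 0.39, aligned the read pairs with STAR 2.7.11a to GRCm38 with the annotation of Ensembl release 100 and the ERCC sequences, and counted reads per gene with StringTie 2.2.1. The deposited files are a table of integer counts per gene and cell, without normalization, and 96 tables of TPM per gene, whose scaling includes the ERCC transcripts. The paper's text also names Seurat 5.1.0 and DESeq2 1.44.0, and states spike-in normalization for the comparison of activated with renewed HBCs. It does not name the normalization behind the ratios between daughter cells or the settings of the PCA and the clustering.

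All values were computed from the table of counts, except those given as TPM. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, R 4.3.3 with DESeq2 1.42.0 and Seurat 5.3.0, and figures were drawn with matplotlib 3.10.9. Size factors per cell were the median of ratios over the 22 of 92 ERCC transcripts that were counted in all cells. A gene was called detected at a count of 1, and ratios on the log2 scale used a pseudocount of 1. Comparisons across genes used the 14463 genes with 10 or more counts in at least 10% of cells. A pair was called asymmetric for a gene when the higher daughter cell had at least 1.5 times the normalized count of the lower, the cutoff stated in the legends of Fig. 4G and Supplementary Fig. 7.

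The mouse and the culture of each cell are not given in the labels, so that the cells cannot be grouped into independent replicates. No tests between groups and no p-values were computed, and every correlation or share over cells or pairs describes these cells only. Shares have exact Clopper-Pearson 95% intervals, which cover counting error, and the limit given beside a count of 0 is 3 counts of the total. In place of tests, shares of pairs were set beside 10000 random re-pairings of the cells, the 200 genes of nearest mean count and the 5 ERCC transcripts of nearest mean count, and lists of genes beside 10000 random lists matched on mean count. The intraclass correlation of each gene over pairs was computed on log2(CPM + 1) and set beside 100 random re-pairings. The cells were taken to belong to 12 sets of 8 from the names under which their data were deposited. Whether these sets were handled together is not stated, and re-pairings were repeated within them.

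The genes named were fixed before the data were examined: every gene the paper names for these cells, 4 Y-linked genes and Xist, 12 background genes of other organs, the 5 most abundant genes, the 5 genes with the highest and the 5 with the lowest intraclass correlation, and the 5 genes with the largest positive and negative loadings on each of PC1 and PC2. Eif2s3x and the leading genes of the numbered clusters fall outside this rule. They were named after their values were seen. A cluster was to be named after a cell type only if markers listed beforehand led it, and none met this, since a single listed marker, Aurka, was among the 10 leading genes of 1 cluster.

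The results to report, and 63 alternatives to the processing, were also fixed before the data were examined. Several choices were made only after values were seen. These are the numbers of genes and ERCC transcripts taken as references, the ERCC transcripts and genes matched on mean TPM, the 4 alternatives that use H3f3a alone or H3f3b alone, the alternatives that keep the 24 pairs and their H3.3-high cells under another scaling, those that take all 48 pairs under another scaling, the comparison of means with the directions drawn in Fig. 4H, and the use of the SD over pairs or cells to judge whether a value moved. The Xist and Gfap test was replaced after a first version had been run, because that version did not cover stray reads from outside the 96 libraries; both versions led to the same reading. The test of stray Y-linked reads was replaced because the cells with Xist do not mark cells without a Y chromosome, and the test of a shift in the self-renewal-associated genes because its first version also changed the pairs. In both cases the reading changed. The test of stray reads of markers was replaced because the share of cells in which a background gene was counted sets no limit on stray reads of another gene, and the reading changed for the cells with fewer than 10 reads. The calculation of intraclass correlations was tested on simulated data over 14463 genes, in which 100% of 200 genes with 80% of their variance shared by daughter cells came out above 0.5, and 0.00701% of the other genes did. In simulated ratios, all of 24 pairs given a 2-fold difference were recovered. The noise between cells was set low in that simulation. It therefore checks the calculation only, and does not show how the 1.5-fold call performs at the noise of these cells.

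The comparison of activated with renewed HBCs was left out, because the labels do not say which cells the authors placed in which cluster. The integration with published datasets was left out, because those datasets are not among the deposited files of this study. Imaging data have no deposited files here.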

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

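The tests of X-linked paralogs, stray reads and single captured molecules reported here were chosen only after the counts had been seen.

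Transcripts of genes on the Y chromosome, which the paper does not discuss, were counted in all cells. Ddx3y had a count in 100% of the 96 cells, Uty in 85.4%, Eif2s3y in 84.4% and Kdm5d in 78.1%, where a count of 0 would allow up to 3.125%, taken as 3 of 96 cells. Their summed count was at least 21 in each cell, with a median of 3258.5, and both daughter cells of all 48 pairs had 10 or more. Reads of X-linked paralogs counted on the Y-linked genes are argued against for Eif2s3y, since 15 cells had 1000 or more counts of the X-linked Eif2s3x and none of Eif2s3y. The other 3 genes were not tested in this way. Cells without a Y chromosome that hold stray reads cannot be told apart from cells with few Y-linked transcripts in 17 cells. Their summed normalized Y-linked count lay at or under 1076, the 95th percentile of ERCC transcripts that were counted in no more than 19 cells, a level that 1 captured molecule can reach. That level does not measure stray reads, so it cannot decide whether these 17 cells hold them. The methods state that males and females were used in all experiments, and the sex of the mice behind these cells is not in the labels. A candidate explanation that these tests leave open is that most or all of the cells carry a Y chromosome. The design names no sex for the cells, so no biological explanation was tested.

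Xist, the X-linked transcript of the inactive X chromosome, was counted in 8.33% of cells with at most 424 reads, and Gfap, a gene of the background list, in 4.17% with at most 181. Both shares lie above the 3.125% that a count of 0 would allow. The exact 95% interval of Gfap, 1.15% to 10.3%, includes that limit, and that of Xist, 3.67% to 15.8%, does not. Stray reads spread over the pooled libraries are argued against for the 5 cells with 10 or more Xist reads, since 88 cells had no Xist count while another had 424. For Gfap, and for the cells with fewer Xist reads, stray reads stay open. Reads of 1 captured molecule after amplification stay open: the largest normalized count of both genes was 373, under the same 95th percentile of 1076. No biological explanation was tested.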

How the results depend on the processing

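The alternatives that take H3f3a alone or H3f3b alone as H3.3, except H3f3b alone for the lists of Fig. 4H, and those that keep the 24 pairs or take all 48 pairs under another scaling, were chosen only after the values were seen. Of the values that answer a comparison, 128 stayed within their limits under an alternative, 22 moved and 7 changed sign or came to 0. Of the values of single genes among many, 23 stayed and 9 moved. Shares of cells or pairs were judged by their exact 95% interval and other values by the SD over cells or pairs. That SD is a wide limit for a mean or median over pairs (0.89 and 0.80 for the lists of Fig. 4H and 0.034 for the similarity of daughter cells), so a value within it is not shown to be stable. The cause of the changes was not tested unless one is named.

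A stricter threshold lowered what was counted as detected, by construction: 11270 genes per cell at 5 or more counts and 9609 at a TPM of at least 1, 93.8% of cells with the wound-response and cell-cycle genes at a TPM of at least 1, and 30.2% and 28.1% of cells with a marker of another OE cell type at 10 or more counts and at a TPM of at least 1, against 58.3% from 1 count. The mitochondrial share was 3.74% of TPM.

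The share of pairs asymmetric for Trp63 stayed between 68.75% and 72.9% under the 5 scalings of the counts. By construction it fell at a cutoff of 2, to 43.8%, and with the ratio of log-normalized values, to 52.1%. For H3.3 it was 18.8% at a cutoff of 2, 4.17% with log-normalized values, 29.2% with both genes summed, 31.25% for H3f3a alone and 31.25% for H3f3b alone, against 50.0% for either gene.

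The median log2 ratio of the differentiation-associated genes in the H3.3-high daughter cell changed sign, from 0.34 to -0.0057, under DESeq2's median of ratios over genes. It was 0.055 under the library total and 0.046 under TPM. That of the self-renewal-associated genes changed sign, from -0.18 to 0.019 under the library total and to 0.30 with H3f3a alone. These scalings also changed which pairs and which H3.3-high cells were taken. With the 24 pairs and their H3.3-high cells kept, the differentiation-associated genes had 0.12 under DESeq2's median of ratios over genes and 0.13 under the library total, and the self-renewal-associated genes -0.42 and -0.40. Over all 48 pairs the differentiation-associated genes had 0.33, above the -0.022 to 0.27 of random lists. With the H3.3-high cell called anew they had 0.041 under the ERCC total, inside the range of random lists. They had 0 under each of the library total, DESeq2's median of ratios over genes and TPM, also inside the ranges. Ascl3 and Il33 enter these medians at 0 for lack of counts, so positions inside the ranges do not decide where the other genes lie. The self-renewal-associated genes had -0.0030 over all 48 pairs and changed sign to 0.14 under the ERCC total, both inside the range of random lists. They had -0.19 under the library total and -0.17 under DESeq2's median of ratios over genes, both below that range, and -0.069 under TPM, inside it. The ERCC total changed the H3.3-high cell in 1 of the 48 pairs and the library total in 12.

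The similarity of daughter cells over re-paired cells was 0.119 with the 2000 most variable genes and 0.0107 without the filter on low counts, against 0.0358. PC1 took 11.8% of the variance under the median of ratios over genes, 15.0% with 2000 genes and 6.91% on log2 counts, and PC2 took 9.89%, 6.36% and 3.27%. With the spike-in scaling 998 genes had an intraclass correlation above 0.5, against 636. Suv39h1 was higher in the daughter cell with the higher cell-cycle score in 83.3% of the 24 pairs with the larger score differences, against 64.6% of all pairs, and in 75.0% of all pairs with the spike-in scaling.

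With each of the 12 sets of cells left out in turn, the share of pairs ranged from 70.5% to 77.3% for Trp63 and from 45.5% to 54.5% for H3.3. The excess similarity ranged from 0.0340 to 0.0372, the median log2 ratio of the differentiation-associated genes from 0.19 to 0.52 and that of the self-renewal-associated genes from -0.28 to -0.079. Leaving out set 3 gave 0.19 and set 4 gave 0.52 for the former, and leaving out set 4 gave -0.28, set 6 -0.079 and set 10 -0.12 for the latter. Without set 4 (0.52 against at most 0.47 in the central 95%) or set 10 (0.50 against 0.47), the differentiation-associated genes lay above the range of random lists. No paired analysis with a test was possible because the 48 pairs come from an unknown number of mice and cultures.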

Differences from the paper's values

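The alternatives that take H3f3a alone or H3f3b alone as H3.3 to choose the pairs, and the comparison of means with Fig. 4H, were chosen only after the values were seen. The paper's text does not list which pairs or cells it counted, so how many of its own pairs an alternative drops cannot be given.

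The paper gives 15 pairs with asymmetric expression of either H3f3a or H3f3b, and the deposited counts gave 24. Among the alternatives set before the data were examined, the library total (22 pairs), TPM (22) and both genes summed (14) lie within 1.5 times the paper's number. The ERCC total (25), DESeq2's median of ratios over genes (23), a cutoff of 2 (9) and the ratio of log-normalized values (2) do not. H3f3a alone gave 15 and H3f3b alone gave 15, both chosen after the values were seen.

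The paper gives 15 pairs whose daughter cells lie in different clusters, after integration with published datasets. Clustering of the 96 cells alone split 8 pairs. None of the alternatives set before the data were examined came within 1.5 times the paper's number: a resolution of 0.5 split 6 pairs, a resolution of 1.2 split 8 and 20 principal components split 8, and the number for the actual pairs stays 8 when cells are re-paired within sets.

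For PC2 the paper's axis gives about 6% of the variance in Fig. 4I, read by eye, and 11.2% was found. The figure shows the renewed and activated HBCs only, and the value found covers all 96 cells. With the 2000 most variable genes, set before the data were examined, PC2 was 6.36%, within 1.5 times the figure's value. The median of ratios over genes (9.89%) and log2 counts (3.27%) were not.

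The largest Trp63 ratio between daughter cells is about 7.8 in Supplementary Fig. 7E, read by eye, and 429 was found. None of the other scalings set before the data were examined comes nearer: 467 with the ERCC total, 497 with the library total, 596 with DESeq2's median of ratios over genes and 544 with TPM. The second largest ratio found equals the figure's value when rounded to 2 digits.

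The paper states that markers of other OE cell types were not detectable. In the deposited counts Gng13 had a count in 16 cells, Lgr5 in 14, Il33 in 7 and Omp in 4, while Kit had none. The median count of each of these genes was 0.

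The paper states that Sox9 was among the genes expressed preferentially in the daughter cell with more H3.3, and that the other daughter cell tended to have more Trp53inp1. Over the 16 genes of Fig. 4H the means of 13 went in the direction drawn. For Sox9 the mean normalized count was 441 in the H3.3-high and 586 in the H3.3-low cells, although more pairs had it higher in the H3.3-high cell (12) than lower (9). For Trp53inp1 the means were 2740 and 2718, although it was higher in the H3.3-low cell in 13 of 24 pairs. Fzd7, drawn higher in H3.3-low cells, had means of 510.6 in the H3.3-high and 236 in the H3.3-low cells. With the 15 pairs asymmetric for H3f3a alone, chosen after the values were seen, the means of 16 of the 16 genes went as drawn, but by the larger number of pairs 12 did, and Fzd7 and Trp53inp1 were each higher in the H3.3-high cell in 9 of 15 pairs. With the 15 pairs of H3f3b alone the means of 10 went as drawn, and with all 48 pairs those of 12. By the larger number of pairs it was 13 in the 24 pairs, 11 with H3f3b alone and 10 over all 48. The paper also states that the daughter cell with less H3.3 tended to have less Icam1, and Icam1 was lower in that cell in 9 of 24 pairs, in 23 of 48 pairs and, with H3f3a alone, in 8 of 15 pairs and, with H3f3b alone, in 4 of 15. Its mean normalized count was lower in that cell, as drawn, with 2095 against 2286 in the 24 pairs and 1991 against 3147 over all 48, but higher with H3f3b alone, with 2466 against 1263.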

Other observations

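The tests of transcript length, total RNA, the self-renewal-associated genes, H3f3b alone, single captured molecules, stray reads of markers, shared Trp63 levels, Eif2s3y and Eno1b, and the rank of the sister cell, were chosen only after the values were seen.

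The Trp63 share of 72.9% of pairs was set against technical noise. It lies above the 50.0% that the highest of the 5 ERCC transcripts of nearest mean count reached, which would argue against noise, and above the 58.3% of the nearest 8. The ERCC transcripts of nearest mean TPM reached 77.1% among 5, 79.2% among 8 and 70.8% among 3. Counting and capture noise therefore cannot be told apart from differences between the cells, since a transcript as long as Trp63 yields more reads per molecule than the spike-in transcripts of the same mean count. Noise at the number of captured molecules, with transcript length taken into account, may account for a share of this size. A property of most genes at this expression level cannot be told apart either. The share lies under the 75.0% that bounds the central 95% of the 200 genes of nearest mean count and at the bound of 72.9% for 500 genes, but above the 69.8% for 100 genes, and the median of the 200 genes is 52.1%.

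The H3.3 share of 50.0% of pairs for either gene lies within the 0% to 56.25% of ERCC transcripts of like mean count taken 2 at a time, so counting and capture noise stays open. It lies at the percentile 24.2 of random gene combinations of like mean count, so it may be a property of most genes at this level. H3f3b alone, with 31.25% of pairs, lies above the 22.9% of the nearest 5 spike-in transcripts by mean count and below the 41.7% of the nearest 8, so noise cannot be told apart from a difference there. Among 5 spike-in transcripts of like mean TPM the highest also reached 41.7%. A difference in total RNA between daughter cells as the whole cause is argued against, since 19 of the 24 pairs stayed at the cutoff when counts were scaled to the library total. Of the 24 pairs, the H3.3-high cell had the larger total gene count per spike-in in 20, and a 1.5-fold difference in that total was found in 3 of 48 pairs.

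The median of the differentiation-associated genes in the H3.3-high daughter cell lies at the percentile 89.1 of matched random lists in the 24 pairs. Ascl3 and Il33 enter that median at 0 for lack of counts, so this percentile does not decide the cause. A shift of all genes from the normalization stays open. Over all 48 pairs the median of the list lies at the percentile 99.5, above the central 95%, and so it does without set 4 (98.8) or set 10 (98.4, 22 pairs each). With the ERCC total over all 48 pairs it lies at the percentile 27.9, so the position of this list depends on the pairs and on the scaling. The ERCC total also changed the H3.3-high cell in 1 pair, and the effect of that call alone was not tested. The self-renewal-associated genes lie at the percentile 0.01 of matched lists in the 24 pairs. The paper gives this list no common direction, so its percentiles do not test the paper's statement. A shift of all genes from the normalization is argued against, since matched lists carry such a shift too. With the same pairs and H3.3-high cells the list lay at the percentile 0.01 under the library total as well. That adds no evidence, because rescaling the cells of fixed pairs moves the list and the matched lists together. The position depends on the pairs, the scaling and the calls of the H3.3-high cell. With the pairs chosen anew under each scaling it was the percentile 0.3 under the ERCC total (25 pairs), 60.5 under the library total (22), 19.4 under DESeq2's median of ratios over genes (23) and 34.6 under TPM (22). It was 0.09 with the 15 pairs of H3f3b alone and 66.6 with the 15 of H3f3a alone. Over all 48 pairs it was 2.57, and 55.3 under the ERCC total, 0.27 under the library total, 0.8 under DESeq2's median of ratios over genes and 8.27 under TPM. No biological explanation of either list was tested.

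Daughter cells were more alike than re-paired cells by 0.0358 in Spearman correlation across genes. Cells handled together in a set are argued against as the whole cause, since the excess was 0.0262 over re-pairings within sets and the mean of the pairs lay above all of them. Shared sex chromosomes are argued against as well, since the excess was 0.0360 without genes on chromosomes X and Y. The sister was the most similar of the other 95 cells for 7 of 96 cells, and among the 5 most similar for 57, where chance gives 5.05. A shared mother cell is a candidate explanation, as are a shared mouse or dish, and the labels do not separate these.

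An intraclass correlation over pairs above 0.5 was found for 636 of 14463 genes, against 4 to 29 in random re-pairings and 17 to 66 within sets. The 5 highest were Sostdc1 with 0.908, Eno1b with 0.880, Gstm1 with 0.873, Sprr2a2 with 0.856 and Sprr2a1 with 0.851. The 5 lowest were Inka1 with -0.47, Dcun1d2 with -0.44, Hipk3 with -0.42, Ube2nl with -0.42 and Gng5-ps with -0.41. Eno1b was higher in set 1, with a geometric mean of 902 CPM against 157 in the other sets, but that set as the whole cause is argued against, since the intraclass correlation without set 1 was 0.669. Trp63 had 0.0094, at the percentile 12 of 200 genes of like mean, whose median was 0.245. The value of Trp63 includes the pair numbered 46, with 19637 and 37 reads, and was not computed without that pair. Most genes of like mean thus had a higher value, so low counts are not shown to account for the lack of a shared level. Low counts are not excluded either, since the value of Trp63 lay inside the spread of those genes, -0.11 to 0.65. No biological explanation was tested.

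Eif2s3y was alike in the daughter cells of 42 pairs at a minimum of 10 counts, on in both cells of 35 pairs and off in both of 7. Random re-pairing gave 28 to 42 pairs alike, and re-pairing within sets gave at most 40, so cells handled together in a set are argued against as the whole cause. Random re-pairing of all cells reached the same number. Kdm5d was alike in 21 pairs, where random re-pairing gave 13 to 39 with a median of 25, and Uty in 32, where it gave 26 to 40 with a median of 30, so these 2 Y-linked genes showed no such sharing. No biological explanation was tested.

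PC1 of the 96 cells had a Spearman correlation of 0.766 with the genes detected per cell and of -0.83 with the spike-in size factor, so a difference in genes detected may account for part of it. The counts entered the PCA scaled by that size factor, so the correlation with it may be partly built in. A difference in RNA content between cells was not separated from either. With the total count PC1 had a correlation of 0.26, and with the cell-cycle score 0.54. Of the variance on PC1, 35.0% lay between sets. PC2 had a Spearman correlation of -0.70 with that score. The cells are not independent replicates and these correlations describe them only.

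Markers of other OE cell types were counted in some cells. Stray reads between pooled libraries are argued against as the whole cause, since 13 cells had 10 or more Gap43 reads, while genes with 10 times its reads in the pool were absent from a median of 19.8% of cells, which allows at most about 0.16 stray Gap43 reads per cell. In the 9 cells with 1 to 9 Gap43 reads, stray reads cannot be told apart from transcripts of the cell. Reads of 1 captured molecule after amplification may account for most of the higher values: 8.82% of the marker values of 10 or more counts lay above the 95th percentile of ERCC transcripts seen in few cells. The largest was 2497 and the largest of those ERCC transcripts 2100.0. A low level of transcription of these genes in HBCs stays open as untested.

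Of the 3 numbered clusters, cluster 1 was led by Cyp2a5, Sprr2f and Sprr2e, cluster 2 by Nusap1, Pif1, Prr11 and Ube2c, and cluster 3 by Cnfn, Ppbp and Cpa4. From the numbers of cells and pairs in Fig. 4F, random pairing of the paper's own clusters would give 25.1 of 48 pairs with daughter cells in different clusters, against the paper's 15.

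The cell-cycle score, the mean log2(CPM + 1) of 9 genes the paper names, had an intraclass correlation of 0.74 over pairs. The score leaves out the gene it is set against. In the daughter cell with the higher score, Suv39h1 was higher in 31 of 48 pairs (exact 95% interval 49.5% to 77.8%) and, with the spike-in scaling, in 36 (60.4% to 86.4%). On CPM, Krt16 was higher in 29, Krt5 in 26, Trp53inp1 in 23, Krt14 in 22, Nupr1 in 20, Trp63 in 20, Krt23 in 17 (22.2% to 50.5%) and Krt15 in 13 with 9 pairs tied. With the spike-in scaling, Krt16 was higher in 31, Krt14 in 26, Trp63 and Krt5 in 24 each, Krt23 (31.4% to 60.8%) and Trp53inp1 in 22 each, Nupr1 in 21 and Krt15 in 16. These genes were chosen by the paper on the same cells.

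In the pair numbered 4, a cell had 137110 Krt14 and 110746 Krt5 reads and its sister 691 and 6760, ratios of 289 and 23.8, where the next largest ratios over pairs were 4.91 and 4.97. No explanation was tested.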
